# Pervasive non-triplet alternative splicing drives functional isoform diversity

**DOI:** 10.1038/s41467-026-71615-5

**Published:** 2026-04-10

**Authors:** Shameerudeen Athavudeen, Neethu Issac, Adam Norris

**Keywords:** Alternative splicing, Transcriptomics, Caenorhabditis elegans

## Abstract

Alternative mRNA splicing is an important mechanism for regulating gene expression and generating transcriptomic diversity. Most cases of alternative splicing studied to date are triplet, meaning that both isoforms retain the same translational reading frame. Indeed, non-triplet alternative splicing is sometimes considered evidence of splicing errors or noise. Nevertheless, some examples of functionally important non-triplet alternative splicing exist. We set out to determine the global prevalence, regulation, and function of non-triplet alternative splicing in vivo in *C. elegans*. Here we use RNA-Seq and bioinformatic analysis of wild-type and NMD-deficient mutants to categorize the molecular consequences of non-triplet alternative splicing into three classes: NMD-sensitive isoforms, alternative C-terminal length isoforms, and dual-coding isoforms. We identify hundreds of non-triplet alternative splicing events across these three categories. Genetic and molecular analyses reveal cases of developmental regulation, splicing factor autoregulation, cell-specific splicing, and physiologically important isoform-specific function. Analysis of human transcriptomes reveals broadly similar patterns and distributions of non-triplet alternative splicing. Together these experiments demonstrate the importance of non-triplets, a large but underappreciated class of alternative splicing, for regulating gene expression and generating protein-coding diversity.

## Abstract (web summary)

Most alternative splicing preserves the reading frame, leaving the role of non‑triplet events unclear. Here, the authors identify hundreds of non‑triplet splicing events in C. elegans and humans, showing they generate NMD‑sensitive, C‑terminal‑altered, and dual‑coding isoforms with regulated and functional roles.

## INTRODUCTION

Alternative mRNA splicing can be used by a cell to regulate gene expression and to generate molecular diversity^1–3^. Great strides have been made in understanding the mechanisms of splicing and the regulation of alternative splicing. For most genes, however, the molecular or biological significance of alternatively-spliced isoforms remains unknown^4,5^.

Most commonly studied alternative splicing events are triplet, meaning the difference in length between the two splicing choices is divisible by three nucleotides, and thus the translational reading frame of the mRNA is preserved. Indeed, triplicity is sometimes considered a criterion for functional alternative splicing^6–8^ and non-triplicity considered evidence of non-functional splicing noise or errors^9,10^. This is based on the notion that non-triplet alternative splicing often leads to premature stop codons that either trigger Nonsense Mediated Decay (NMD)^11,12^ or result in truncated proteins^13,14^. Nevertheless, over half of alternative splicing events observed in humans cells are non-triplet^15^. And examples of functionally-important non-triplet isoforms, both NMD-sensitive and NMD-insensitive, hint that non-triplet alternative splicing is more important than currently suspected^16–21^.

In one scenario, non-triplet alternative splicing coupled to NMD could represent a functional, regulated process used to control gene expression levels. Such regulation is well-established for a class of exons known as poison exons. These exons harbor in-frame stop codons, and their inclusion downregulates the host gene. Strikingly, many poison exons are “ultra-conserved,” suggesting the importance of this gene regulatory mechanism^22,23^. Non-triplet alternative exons could represent an additional means of poison generation by causing a premature stop codon downstream in the altered reading frame. Indeed, such poison non-triplets have been identified with important functions^16,24–26^. Non-triplet alternative splicing could also generate “essential exons” where the exon-included version is productive, and the exon-skipped version is poisonous. Likewise, poison alternative 5’ or 3’ splice sites could also be generated by non-triplet splicing. Together, these phenomena could greatly expand the post-transcriptional gene regulatory options available to a cell.

In a second scenario, NMD-insensitive non-triplet alternative splicing could generate alternative protein isoforms due to alternative mRNA reading frames. If one of the two reading frames encodes a stop codon immediately downstream of the splicing event, then the primary effect of such alternative splicing would be to generate proteins with different C-terminal lengths. If both reading frames lack stop codons immediately downstream, then a dual-coding region would be produced, in which the nucleotide sequence is identical between isoforms, but the encoded amino acids differ due to altered reading frames. Functional examples of both of these types of NMD-insensitive non-triplet alternative splicing exist^17,18,27,28^. These examples demonstrate that non-triplet alternative splicing, though relatively understudied, is clearly used in animal transcriptomes to regulate gene expression and generate protein-coding variants.

To obtain a global picture of non-triplet alternative splicing in vivo and to interrogate its regulation and functional consequences, we performed RNA-Seq on wild-type and NMD-deficient *C. elegans*, then classified non-triplet alternative splicing into three possible functional outcomes: (i) NMD degradation, (ii) alternative C-terminal protein length, and (iii) dual-coding alternative reading frames. We identified hundreds of non-triplet alternative splicing events across these three categories, including individual cases of cell-specific, developmentally regulated, and auto-regulatory splicing events. Endogenous genetic perturbations revealed functional requirements for both alternatively spliced isoforms in multiple genes with non-triplet alternative exons. Together these results demonstrate the importance of non-triplet alternative splicing, a large but underappreciated class of regulated splicing that is leveraged for controlling gene expression levels and for generating protein-coding diversity.

## RESULTS

### Abundant non-triplet alternative splicing in *C. elegans*

We set out to systematically identify non-triplet alternative splicing across the transcriptome of *C. elegans*. We aimed to globally identify non-triplet cassette exons, as well as lesser-studied types of non-triplet splicing such as alternative 5’ or 3’ splice sites (Fig. 1A). To ensure inclusion of non-triplet alternative splicing events that might be produced in substantial quantities but efficiently degraded by NMD, we performed RNA-Seq in both wild-type and NMD-deficient conditions. Conveniently, in *C. elegans*, NMD mutants are not lethal, as they are in most other organisms, making it a powerful model organism to study non-triplet alternative splicing at an organismal level^29–32^. We used two different NMD mutants for this analysis: *smg-1/SMG1* and *smg-2/UPF1*^33,34^. RNA-Seq was performed in triplicate for each genotype. 

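Nonsense-mediated mRNA decay (NMD) degrades transcripts in which translation stops prematurely, so an isoform that it removes is scarce in wild-type worms and accumulates when the pathway is lost. *smg-1* encodes a protein kinase and *smg-2* an RNA helicase, and NMD needs both. The libraries were made from poly(A)-selected RNA of synchronized L4 animals, with 3 biological replicates each of wild-type, *smg-1* and *smg-2*. The authors aligned the reads with STAR (version 2.5.3a) and measured junction usage with JUM (version 2.0.2), which required 5 junction reads per event. The deposited values cover cassette exons, as the usage of the exon-skipping junction and its read count in each library, so alternative 5' and 3' splice sites and mutually exclusive exons are not analysed here. PSI was taken as the percentage of junction usage that did not skip the exon. The *smg-1* comparison held 786 cassette exons, of which 1 with inverted coordinates and 3 with fewer than 2 values in a group were left out. Of the 620 exons deposited for *smg-2*, 122 carried the *smg-1* values in all 9 columns compared, to within 1e-06, and the other 498 were used. Reads over these junctions summed to 208130, 88649 and 154117 in wild-type replicates 1, 2 and 3 and to 319156, 214907 and 152904 in *smg-1* replicates 1, 2 and 3. For the 498 exons of the *smg-2* comparison they summed to 160670, 70071 and 119449 in wild-type and to 76470, 123213 and 47438 in *smg-2*. The precision of the PSI values depends on these junction reads. Where a library had no skipping read of an exon, its total is unknown and is missing from these sums. A count divided by its usage gave a whole number of reads, to within a share of 6e-05, in 100% of the cells only when the count columns of wild-type and mutant were exchanged, so the labels of counts and usage conflict. The usage labels were kept, since they give the *rsp-7* exon a low PSI in wild-type and a high one in *smg-1*, as the paper's RT-PCR does. Mean PSI in the mutant lay between 5.03% and 95.0% for each of 785 exons in the *smg-1* comparison, whereas the wild-type mean of 208 of them lay outside 5-95%. Exons that move to either extreme in a mutant are therefore absent from these data. An exon was called NMD-sensitive where its mean PSI differed by more than 10 percentage points and the adjusted p from limma on the logit of PSI was under 0.05. It was called alternative where it was NMD-sensitive, or where its wild-type PSI was 10-90% and it differed by no more than 10 points. In simulated libraries of the *smg-1* comparison, 52% of exons changed by 20 points and 85% of those changed by 40 points were called. In those of the *smg-2* comparison, 40% and 88% were called.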

Splicing was measured by JUM^35^ and gene expression by DESeq2^36^.

**Fig. 1:**
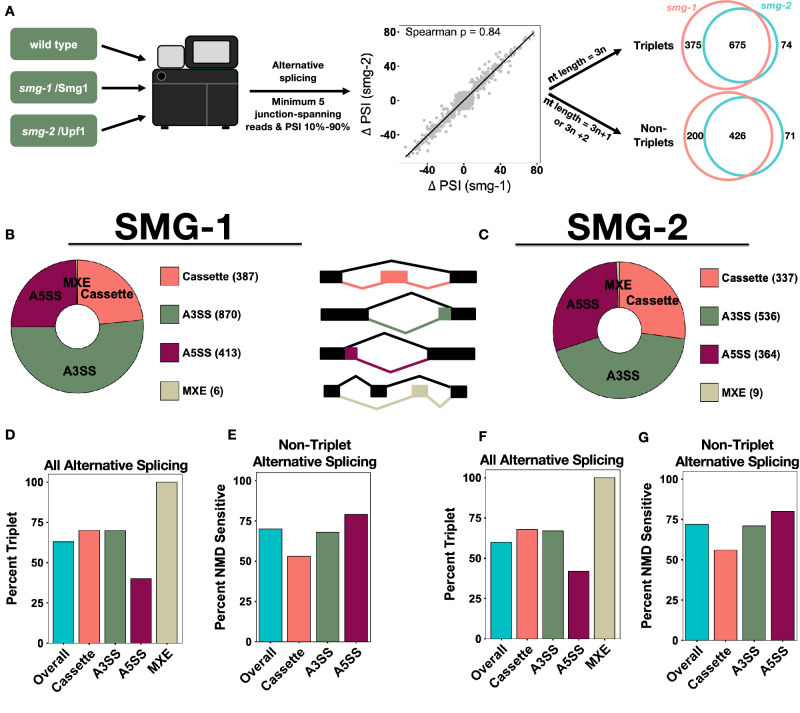
Identification of abundant non-triplet alternative splicing. **A** Schematic overview of experimental workflow used to identify triplet and non-triplet alternative splicing events. Correlation plot compares the magnitude of splicing change (ΔPSI) for splicing events (*n* = 1101) detected in both *smg-1* and *smg-2*. Venn diagram indicates the number of shared triplet (reading frame preserving) and non-triplet (reading frame disrupting) alternative splicing events in *smg-1* and *smg-2* versus wild-type comparisons. **B**, **C** Pie chart quantifying the distribution of total alternative splicing identified in four categories: cassette exons, Alternative 3′ splice sites (A3SS), alternative 5′ splice sites (A5SS), and mutually exclusive exons (MXE) in *smg-1* (**B**) and *smg-2* (C). **D**–**G** Triplicity and NMD attributes of identified alternative splicing events. Histogram displaying the proportion of all alternative splicing events that are triplet in nature in *smg-1* (D) and *smg-2* (F). For MXE, the difference in length between the alternative exons are considered for triplicity. (E-G) Histogram quantifying percentage of non-triplet alternative splicing events that are NMD-sensitive: >10% |ΔPSI| in *smg-1* (**E**) and *smg-2* (**G**).

We first identified all alternative splicing events transcriptome-wide, both triplet and non-triplet. We set conservative thresholds to distinguish between constitutive and alternative splicing events, requiring Percent Spliced In (PSI) values between 10%–90% to qualify as alternatively spliced (See Methods). This analysis reveals splicing changes to be very similar between *smg-1* and *smg-2* mutants (Fig. 1A), and to be independent of the bioinformatic pipeline used (Fig S1A–D).

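SMG-1 phosphorylates SMG-2, so loss of either protein is expected to stabilise the same transcripts. Whether it does can be read exon by exon, as the change of PSI in each mutant. Part of any likeness arises because both mutants were set against the same wild-type libraries. Over the 498 cassette exons with values of their own in each mutant, Pearson's r of the PSI changes was 0.868 and Spearman's rho was 0.718, across exons that are not independent replicates. In 100 simulations of unchanged mutants against the shared wild-type libraries, r averaged 0.449 and reached 0.623. The covariance of the changes was 172, against 21.6 on average in the simulations. With different wild-type replicates for the 2 mutants, r lay between 0.456 and 0.696, where simulated unchanged mutants with 3 separate wild-type libraries each averaged -0.00888. Of 69 exons that were NMD-sensitive in *smg-1* and 75 in *smg-2*, 57 were NMD-sensitive in both, and none changed in opposite directions. Of these, 25 rose and 32 fell in both mutants, where independent lists would share 1.84 and 3.46, and the simulations called at most 1 exon in both. Part of this excess may come from the shared wild-type libraries. The limit of mutant means to 5-95% also favours it, and the simulations did not apply that limit. An exon under 5% or over 95% in wild-type can then move in only 1 direction, the same in both mutants. Of the exons called in *smg-2*, this holds for 26 of 34 that rose and 17 of 41 that fell. For those exons the shared direction is no evidence of likeness. A 176-nt exon of the ribosomal protein gene *rps-22* was included at 0.923% ± 0.0577 (SD, n = 3) in wild-type, 41.4% ± 0.748 in *smg-1* and 46.5% ± 3.55 in *smg-2*. A 136-nt exon of the zinc finger gene *ztf-4* fell from 92.6% ± 1.63 to 70.0% ± 2.83 in *smg-1* and 69.9% ± 3.29 in *smg-2*. The 39-nt triplet exon of the potassium channel gene *slo-1* was called in only 1 of the mutants. It fell from 31.9% ± 7.53 to 13.8% ± 4.33 in *smg-1* (limma, adjusted p = 0.0494), a call that ended when any of 5 of the 6 libraries was left out, and was at 38.1% ± 12.5 in *smg-2* (limma, adjusted p = 0.739). When *smg-2* was compared with *smg-1* directly, limma called 0 of 498 exons, and 42 had an unadjusted p under 0.05 where 24.9 are expected by chance.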

Our analysis yielded nearly 2000 alternative splicing events, with the most common types being alternative 5’ and alternative 3’ splice sites (Fig. 1B, C). Over a third of these cases (37% in *smg-1*, 40% in *smg-2*), are non-triplet (Fig. 1D–F). 

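An exon whose length is a multiple of 3 can be skipped without changing the reading frame, and an exon of any other length cannot. Among cassette exons, 156 of the 435 that were alternative in the *smg-1* comparison were non-triplet, which is 35.9% (95% Wilson interval 31.5-40.5%). In the *smg-2* comparison, 117 of 325 were non-triplet, which is 36.0% (31.0-41.4%). These intervals cover counting error only. Exons of muscle genes include both kinds. In *tnt-3*, a 28-nt and a 2207-nt exon are non-triplet. Among triplet exons, a 27-nt exon of *unc-22* had a PSI of 28.9% ± 6.10 (SD, n = 3) in wild-type, a 33-nt exon of *dys-1* 52.1% ± 3.81 and a 474-nt exon of *fhod-1* 70.2% ± 6.27. The 45-nt exon of the collagen gene *col-99* was included at 59.4% ± 7.17. In groups formed after the data were seen, microexons of 30 nt or less were non-triplet in 5 of 34 cases in the *smg-1* comparison (14.7%), against 131 of 315 exons over 60 nt (41.6%). The share of non-triplet exons was 43.0% in *smg-1* and 43.1% in *smg-2* when the threshold was 5 points, and 31.8% and 28.6% at 20 points.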

The alternative splicing type most enriched for non-triplets is alternative 5’ splice sites ( ~ 60% are non-triplet), while the splicing type most enriched for triplets is mutually exclusive exons, which are 100% triplet (reading frame preserving) (Fig. 1D–F). This is in agreement with a previous report in *C. elegans* identifying only frame-preserving mutually exclusive splicing events^37^. We thus identified a substantial proportion of alternative splicing events to be non-triplets in the *C. elegans* transcriptome (Fig. 1B–G).

### Three classes of molecular outcomes for non-triplet alternative splicing

We categorized the non-triplet alternative splicing events into three molecularly distinct outcomes: The first and most abundant class (over 50% of non-triplets, Figs. 1E, 1G) is NMD-sensitive alternative splicing, which we define as splicing events that significantly change in NMD mutants (ΔPSI > 10%, FDR p < 0.05). We find 436 such NMD-sensitive non-triplets (Fig. 2A for *smg-1*, see Fig S2A for *smg-2* data). This molecular outcome is schematized in Fig. 2A, upper row.

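Skipping or including a non-triplet exon shifts the reading frame, which usually brings a stop codon within a short distance. Triplet exons shift no frame and serve as the comparison group. In *smg-1*, 74 of 156 non-triplet alternative cassette exons were NMD-sensitive, which is 47.4% (95% Wilson interval 39.8-55.2%), against 9.32% of triplet exons (Fisher's exact test, two-sided, p = 5.41e-19). In *smg-2*, 62 of 117 were NMD-sensitive, which is 53.0% (44.0-61.8%), against 6.25% of triplet exons (Fisher's exact p = 1.70e-21). The transcription factor gene *zip-3* holds a 173-nt exon that fell from 98.6% ± 0.271 (SD, n = 3) in wild-type to 87.9% ± 1.41 in *smg-1* (limma, adjusted p = 9.67e-04). In *smg-2* the same exon stood at 89.9% ± 3.16 (limma, adjusted p = 0.00293), a difference of -8.68 points that does not pass the threshold of 10. Skipping it gives a predicted protein of 59 amino acids, against 307 with the exon. A 65-nt exon of the nuclear receptor gene *nhr-79* fell from 82.6% ± 4.29 to 64.6% ± 6.17 in *smg-1* (limma, adjusted p = 0.0487), at a median of 47 junction reads per library. That call ended when any library other than wild-type replicate 2 was left out, and the exon was not called in *smg-2* (75.1% ± 7.71, limma, adjusted p = 0.529). An exon with a wild-type PSI outside 10-90% counts as alternative only if it was called, so shares of alternative exons depend in part on the call. Among exons with a wild-type PSI of 10-90%, a comparison chosen after seeing the data, 18 of 130 non-triplet and 5 of 321 triplet exons were NMD-sensitive in *smg-1* (Fisher's exact p = 6.37e-07), and 15 of 81 and 0 of 260 in *smg-2* (Fisher's exact p = 1.49e-10). The median change of the NMD-sensitive non-triplet exons was 22.3 points in *smg-1* and 22.7 points in *smg-2*. Their number in *smg-1* was 118 at a threshold of 5 points and 42 at 20 points, and in *smg-2* it was 35 at 20 points. As a share of non-triplet alternative exons this was 71.5% at 5 points and 28.0% at 20 points in *smg-1*. In *smg-2* the share was 70.9% and 34.7%. The triplet share in *smg-1* was 5.20% without *smg-1* replicate 3 and 5.95% without replicate 2, and over all settings fixed beforehand it ran from 4.36% to 18.3% in *smg-1* and from 2.38% to 11.0% in *smg-2*. Among exons with a mean PSI of 5-95% in both groups, a setting chosen after seeing the data, 33 non-triplet exons in *smg-1* and 30 in *smg-2* were NMD-sensitive. These were 28.7% and 35.3% of the non-triplet alternative exons.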

**Fig. 2:**
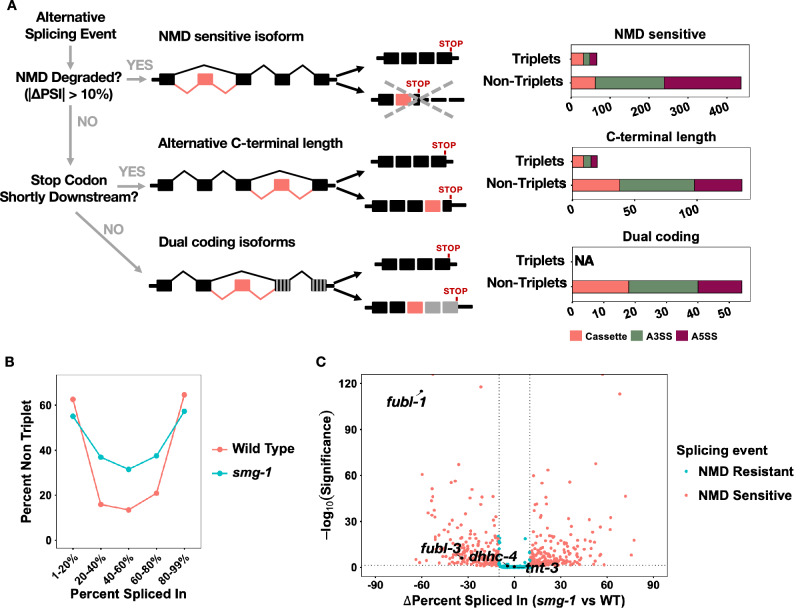
Characterization of functional molecular consequences of non-triplet alternative splicing. **A** Schematic illustrating the potential functional molecular outcomes of alternative splicing, accompanied by a stacked histogram displaying the proportion of each outcome generated by triplet and non-triplet alternative splicing in three categories: cassette, A3SS and A5SS (*smg-1* comparison data). NMD-resistant alternative splicing events (defined as |ΔPSI | <10%) are classified as either alternative C-terminal length or dual coding based on the number of nucleotides recoded (60-nt minimum to be classified as dual coding). Only non-triplet alternative splicing can result in dual coding isoforms. X-axes represent the number of identified alternative splicing events in each category. **B** Fraction of non-triplet splicing events across PSI bins in wild-type and *smg-1*. **C** Volcano plot of non-triplet alternatively spliced genes between wild-type and *smg-1*, Negative and positive change in PSI values represent exon skipping and inclusion in *smg-1* relative to wild type respectively, color coding is based on the NMD sensitivity of the splicing event.

The second-most abundant category is alternative C-terminal length isoforms (136 identified, Fig. 2A, and S2A). In these cases, alternative splicing causes a stop codon in one of the two reading frames shortly downstream of the splicing event, causing this isoform to have a shorter coding sequence and a correspondingly longer 3’ UTR (Fig. 2A, middle row).

Finally, dual coding isoforms occur when both reading frames lack stop codons for a substantial length downstream of the splicing event, resulting in a nucleotide sequence that encodes two different polypeptides in two different reading frames (Fig. 2A, bottom row). We set a threshold of 60 recoded nucleotides to qualify as dual coding, reasoning that this is a sufficient number of codons to encode a small protein domain^38,39^. We find 54 such dual coding events (Fig. 2A, and S2A). Note that the threshold set to qualify as dual coding will affect the relative distribution between alternative C-terminal isoforms and dual-coding isoforms (Fig S2B, C).

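A shifted frame that runs into a stop codon at once gives a protein with another C-terminal length, and one that stays open gives a recoded stretch. Both isoforms of each cassette exon were translated from the reference annotation (WBcel235), and the nucleotides read in both frames downstream of the exon were counted. Of 125 non-triplet alternative exons within the coding sequence in the *smg-1* comparison, 68 were NMD-sensitive, 40 changed the C-terminal length and 17 were dual coding at the 60-nt minimum. In the *smg-2* comparison, the 102 such exons divided into 59, 31 and 12. Lowering the minimum to 30 nt gave 23 dual coding exons in *smg-1* and 18 in *smg-2*, and 45 nt gave 20 and 14. Raising it to 90 nt left 14 and 10, and 120 nt left 9 and 7. The 155-nt exon of the nuclear receptor gene *nhr-195* falls in the C-terminal class, though not firmly. It recodes 11 nt, and its skipped isoform encodes 95 amino acids against 404 with the exon. Its PSI was 51.5% ± 27.9 (SD, n = 3) in wild-type and 48.0% ± 8.57 in *smg-1*, with wild-type replicate 2 at 20.0% and the others at 61.1% and 73.3%. The change in *smg-1* ran from -19.2 to 7.44 points when each library was left out in turn, which passes the limit of 10 points for this class. The stop of the skipped isoform also lies 639 nt upstream of the last exon junction complex, where NMD can act.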

We tested whether these alternative splicing events shows differential evolutionary trends, but found similar conservation scores between triplet and non-triplet events, and among the three molecular outcome categories (Fig S2D). Taken together, our analysis identifies substantial quantities of all three molecular consequences of non-triplet alternative splicing (Fig. 2A, Supplementary Data 1-4). In the following sections, we proceed to explore the regulatory and functional implications of each outcome in detail, beginning with NMD-sensitive isoforms.

### Steady-state measurements underestimate the amount of non-triplet alternative splicing

Our NMD-deficient RNA-Seq data allowed us to ask whether levels of de novo non-triplet alternative splicing (prior to NMD degradation) might be even higher than those observed at steady state (with active NMD degradation). If this is the case, we might expect to observe a global shift in non-triplet inclusion levels from extreme inclusion values (*i.e*. PSI 1-20% and 80-99%) in wild-type animals to more moderate values (*e.g*., 40–60%) in NMD mutants. This would indicate splicing events where both isoforms are spliced in equal amounts, but one is strongly degraded by NMD.

Indeed, binning alternative splicing by PSI values bears out this notion. In wild-type animals, non-triplets are low-abundance in the middle PSI bins, but their abundance is doubled in NMD mutants (Fig. 2B, and S2E). This indicates that non-triplet alternative splicing is more common than steady-state measurements suggest. 

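If NMD removes 1 of 2 isoforms that are made in like amounts, the exon looks almost constitutive in wild-type worms and balanced once the pathway is lost. The splicing factor gene *sfa-1* is such a case. Its 73-nt exon 4 of 8 fell from 95.3% ± 1.39 (SD, n = 3) in wild-type to 43.7% ± 3.73 in *smg-1* and 44.8% ± 4.89 in *smg-2*. Skipping it gives a predicted protein of 236 amino acids, against 699 with the exon. The 247-nt exon 2 of *asd-1*, a splicing regulator, fell from 93.0% ± 2.40 to 50.8% ± 2.92 in *smg-1* and 43.2% ± 6.83 in *smg-2*. Among exons with a mean PSI of 40-60%, 16 of 79 were non-triplet in wild-type (20.3%) and 41 of 118 in *smg-1* (34.7%), a difference of 14.5 points with a two-sided Fisher's exact p = 0.0368. In the *smg-2* comparison, 12 of 62 were non-triplet in wild-type (19.4%) and 29 of 76 in *smg-2* (38.2%), a difference of 18.8 points (Fisher's exact p = 0.0240). Many exons lie in the bin in both genotypes, so the compared groups overlap. Followed exon by exon, 32 non-triplet exons entered the bin and 7 left it in *smg-1* (exact McNemar p = 7.03e-05). In *smg-2*, 21 entered and 4 left (exact McNemar p = 9.11e-04). Triplet exons entered and left in closer numbers, 34 and 21 in *smg-1* (exact p = 0.105) and 18 and 21 in *smg-2* (exact p = 0.749). These counts restate the rise and do not test its cause. Mutant means are limited to 5-95% and wild-type means are not, which favours entering over leaving. The counts were not repeated with both limited. The difference in shares no longer passed the test without wild-type replicate 1 (13.2 points, Fisher's exact p = 0.0558) or *smg-1* replicate 3 (12.5 points, p = 0.0726), nor in *smg-2* with a bin of 35-65% (9.87 points, p = 0.115) or over alternative exons alone (19.2 points, p = 0.0754). With the wild-type mean also held to 5-95%, as the deposited mutant means are, the difference was 13.1 points for *smg-1* (Fisher's exact p = 0.0508) and 14.4 points for *smg-2* (Fisher's exact p = 0.0786). From the higher share of non-triplets in the middle bins, the paper concludes that non-triplet alternative splicing is more common than steady-state measurements show.

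**Figure D1:**
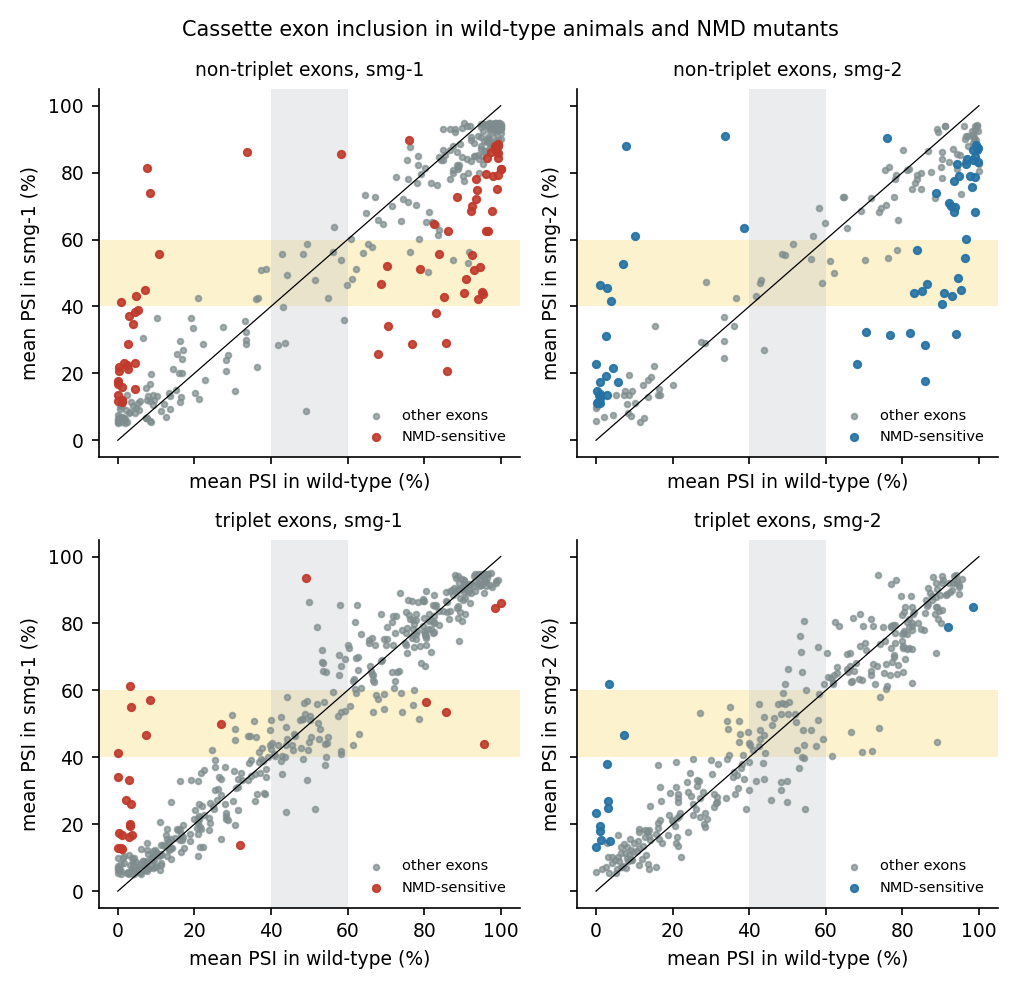
Mean PSI (%) of each cassette exon in wild-type (horizontal axis) and in the NMD mutant (vertical axis), with non-triplet and triplet exons in separate panels for *smg-1* and *smg-2*. No mutant mean lies outside 5-95%, while wild-type means reach 0% and 100%.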

Substantial amounts of non-triplet alternative splicing occur, only for the NMD-sensitive substrate to be rapidly eliminated (Fig. 2B, and Fig S2E). These effects can be very strong, with ΔPSIs near 90% between WT and *smg-1* (Fig. 2C, and Fig S2F). This indicates cases where the splicing machinery selects isoform A nearly 100% of the time, but this isoform is so efficiently degraded by NMD that isoform B is detected nearly 100% of the time at steady state.

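In each mutant, 8 NMD-sensitive non-triplet cassette exons changed by more than 50 points. The 73-nt exon 5 of 8 in *W01B6.3*, on chromosome IV from 10071401 to 10071473, changed most. Its PSI was 7.74% ± 0.841 (SD, n = 2) in wild-type, where replicate 2 had no read over its junctions, and rose to 81.5% ± 8.64 in *smg-1* (limma, adjusted p = 0.00207). In *smg-2* it rose to 87.9% ± 10.5 (limma, adjusted p = 0.0199), a call that ended without wild-type replicate 1 or 3. The median library held 13 junction reads of this exon in the *smg-1* comparison, so its PSI is coarse. Inclusion places a stop codon in the exon and gives a predicted protein of 316 amino acids, against 484 without the exon. The 74-nt exon 3 of *Y46E12BL.2* fell from 94.1% ± 3.27 to 42.3% ± 2.09 in *smg-1* and 31.7% ± 7.75 in *smg-2*, at a median of 227 and 162 junction reads per library. Without it the reading frame ends after 118 amino acids, against 1334 with the exon. The 107-nt exon 3 of *ilkp-1* fell from 85.8% ± 4.66 to 29.0% ± 6.37 and 28.4% ± 5.38. The 40-nt exon 4 of *ttr-11*, a transthyretin-related gene, rose from 33.8% ± 14.7 to 86.0% ± 6.28 in *smg-1* and 90.9% ± 9.09 in *smg-2*, at a median of 15.5 and 11 junction reads. Its *smg-2* call ended without wild-type replicate 1, wild-type replicate 3 or *smg-2* replicate 1. Among the cassette exons analysed here, the mean PSI of no non-triplet exon changed by more than 73.8 points in *smg-1* or 80.1 points in *smg-2*. Exons that move to either extreme in a mutant are absent from these data, so larger changes may be missing. Other event types are not analysed here, and the authors' own PSI change was not used for these values. They therefore do not test the size of the paper's largest changes.

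**Figure D2:**
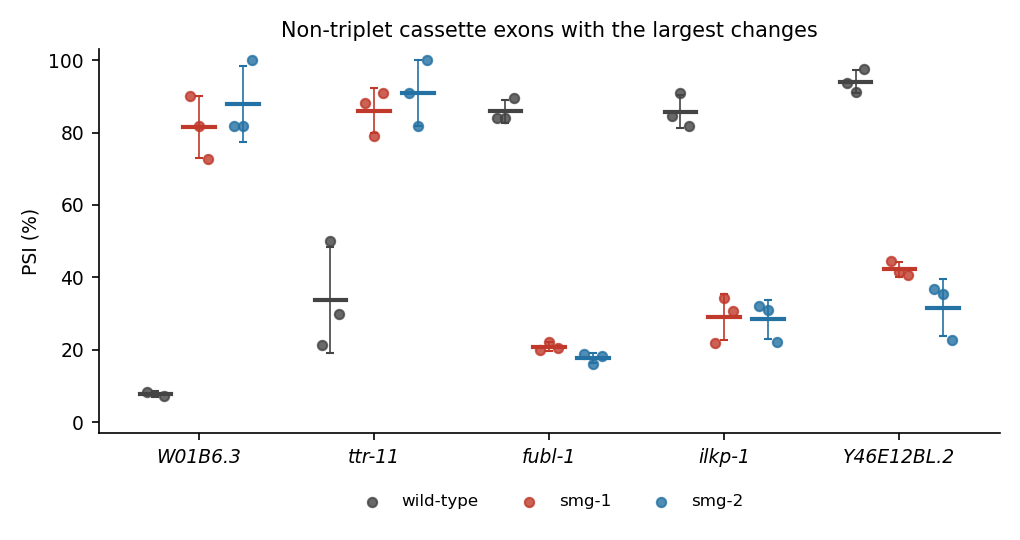
PSI (%) in each library of 5 non-triplet exons with large changes and values in both mutants, with each library as a point, the group mean as a line and the SD as a bar. The exon of *Y46E12BL.2* lies near 94.1% in wild-type and near 42.3% in *smg-1*.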

### Non-triplet alternative splicing expands the reach of poison and essential exons

Alternative splicing coupled to NMD has been well-studied in the context of poison exons – cassette exons that encode an in-frame premature stop codon and are often triplet^40,41^. We find 24 such triplet poison exons in *C. elegans* (Fig. 3A, and S2A), some of which have been previously described^23,42^. However, we find much more NMD-coupled splicing arising from non-triplets (62 cassettes, 177 A3SS, 197 A5SS), suggesting a much broader landscape of splicing/NMD gene regulation than previously anticipated (Fig. 3A, and S2A).

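A triplet exon leaves the downstream reading frame as it was, so inclusion of one in the coding sequence mostly brings a premature stop where the exon itself carries it. In *smg-1*, 20 triplet cassette exons rose as poison exons, and 17 of the 18 that lie within the coding sequence held an in-frame stop. In *smg-2*, 11 rose and all 11 held one. Without *smg-1* replicate 3 the triplet poison exons in *smg-1* numbered 12, and over all settings fixed beforehand they numbered 11 to 32 in *smg-1* and 6 to 14 in *smg-2*. The RNA binding protein gene *rbm-39* has a 66-nt triplet exon on chromosome IV from 1013075 to 1013140. It rose from 3.32% ± 0.471 (SD, n = 3) in wild-type to 55.1% ± 1.50 in *smg-1* (limma, adjusted p = 4.80e-04) and 62.0% ± 4.92 in *smg-2* (limma, adjusted p = 4.45e-04). Its inclusion stops translation after 49 amino acids, against 580 without the exon. The next exons were chosen after their values were seen. The 186-nt exon of the SR protein gene *rsp-4* rose from 3.06% ± 1.17 to 19.6% ± 1.15 in *smg-1* and 24.9% ± 3.09 in *smg-2*. A 93-nt exon that the deposited table assigns to *F45H7.10* lies in the SR protein gene *rsp-8* by the annotation, and rose from 3.29% ± 1.50 to 61.3% ± 5.80 in *smg-1*. Outside splicing genes, a 240-nt exon of the lectin gene *clec-51* rose from 2.82% ± 0.889 to 33.4% ± 2.49 and 37.9% ± 7.13. The 33-nt exon of *mig-22* rose from 7.42% ± 7.02 to 46.6% ± 3.90 and 46.8% ± 2.57. A 129-nt exon of *sma-2*, which encodes a Smad protein, was not seen in wild-type and reached 13.0% ± 2.18 and 23.3% ± 6.46.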

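Frame disruption offers more routes to a premature stop than a stop codon within the exon, because either the exon or its absence can shift the frame. Non-triplet exons made up 74 of the 100 NMD-sensitive cassette exons in *smg-1*, which is 74.0% (95% Wilson interval 64.6-81.6%). In *smg-2* they made up 62 of 75, which is 82.7% (72.6-89.6%). Of the non-triplet poison exons within the coding sequence, 21 of 27 in *smg-1* and 17 of 23 in *smg-2* met a stop codon inside the exon itself, and the others met it downstream. An exon of the glycolipid gene *cgt-2* rose from 10.9% ± 4.92 (SD, n = 3) to 55.8% ± 17.9 in *smg-1* (limma, adjusted p = 0.0118), a call that ended without *smg-1* replicate 2. Inclusion stops translation after 120 amino acids, against 443 without the exon. The 202-nt exon 2 of the potassium channel gene *twk-46* rose from 1.15% ± 1.99 to 16.0% ± 7.41 (limma, adjusted p = 0.0115). Its inclusion gives a predicted protein of 52 amino acids, against 319 without the exon. Its call ended without *smg-1* replicate 2 or *smg-1* replicate 3, at a median of 29 junction reads per library. Neither exon has a *smg-2* value of its own.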

**Fig. 3:**
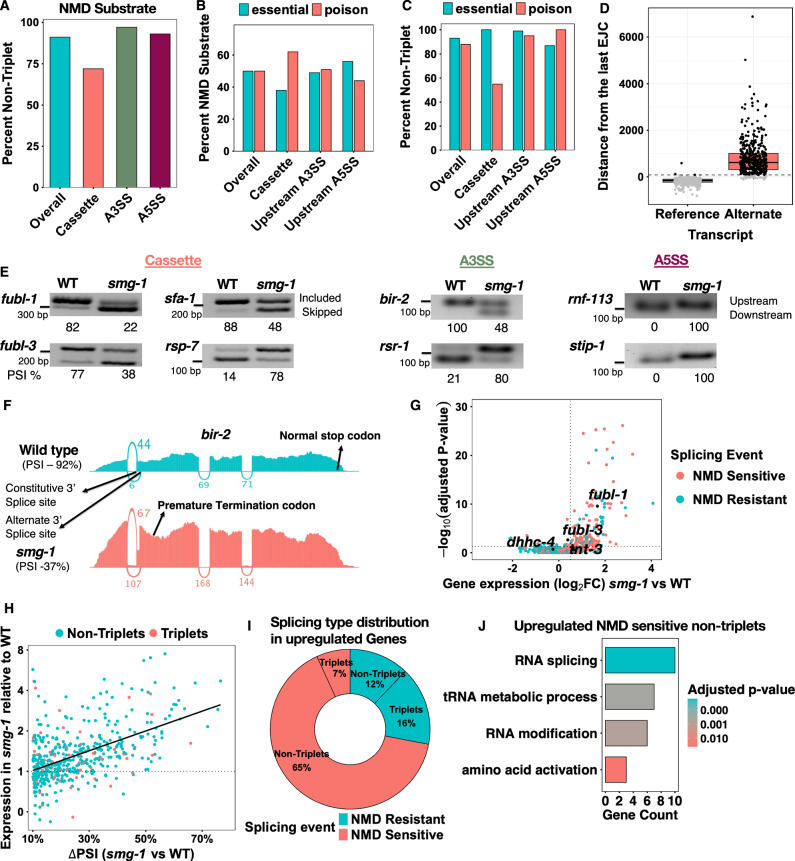
Non-triplet alternative splicing produces abundant poison and essential splice sites. **A** Histogram showing proportion of NMD-sensitive splicing events that are non-triplet in *smg-1* comparisons. **B** Histogram quantifying the contribution of essential versus poison categories in generating NMD-sensitive alternative splicing. **C** Proportion of essential and poison splicing events that are non-triplet. **D** Box plot depicting distance between stop codon and last Exon Junction Complex (EJC) for the reference and alternate transcript for NMD sensitive non-triplets (*n* = 436 events), gray = cases where distance is less than 55 nucleotides, dashed line = 80 nt upstream of the final exon boundary, corresponding to the canonical ~55 nt threshold from the last exon–junction complex (EJCs are deposited ~25 nt upstream of exon–exon junctions). **E**RT-PCR validation of NMD-sensitive isoforms with examples from cassette exons (*fubl-1, fubl-3, sfa-1 and rsp-7*), alternative 3’ (*bir-1, rsr-1*), and alternative 5’ (*rnf-113, stip-1*) splice sites. **F** Sashimi plot of *bir-2* showing alternative 3’ splice in wild type and *smg-1*. **G** Volcano plot of differential gene expression for alternatively-spliced genes (from Fig. 1A), color coding is based on NMD-sensitivity of the splicing events, genes with an adjusted *p* value < 0.05 and log₂ fold change > 0.5 were considered significantly upregulated, analysis was performed using DESeq2 with a two-sided Wald test, and p-values were adjusted using the Benjamini Hochberg false discovery rate (FDR) method. **H** Scatter plot correlation between change in PSI values and gene expression in *smg-1* relative to wild type for NMD-sensitive alternative splicing. **I** Distribution of alternative splicing types for significantly-upregulated genes identified in (**G**). **J** Gene enrichment for non-triplet upregulated NMD sensitive splicing identified in (**I**), statistics were calculated using hypergeometric test (equivalent to a one-sided Fisher’s exact test), Benjamini Hochberg correction was applied to control the false discovery rate (FDR) for multiple comparisons, adjusted *p* values < 0.05 were considered significant.

We classified NMD-coupled splicing as either poison or essential based on whether inclusion or exclusion generates NMD substrates. For example, cassette exons whose inclusion causes NMD are poison, while those whose skipping causes NMD are essential. 

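Poison exons are those whose inclusion rose in the mutant, and essential exons those whose inclusion fell. In *smg-1*, 49 NMD-sensitive cassette exons were poison and 51 were essential (two-sided exact binomial p = 0.920). In *smg-2*, 34 were poison and 41 were essential (exact binomial p = 0.489). Poison exons had a median wild-type PSI of 2.83% in the *smg-1* comparison, and 37 of the 49 lay under 5%. Essential exons had a median wild-type PSI of 93.7%, and 23 of the 51 lay over 95%. In the *smg-2* comparison, 26 of 34 poison exons lay under 5% and 17 of 41 essential exons over 95%. These wild-type values are partly set by the deposited tables, in which every mutant mean lies at 5-95%, so an exon under 5% in wild-type can only increase and one over 95% can only decrease. A pair of RNA binding protein genes, chosen after their values were seen, had exons near either end of the wild-type range. The 64-nt exon of *tiar-1* rose from 0.680% ± 0.505 (SD, n = 3) to 13.6% ± 2.95 in *smg-2* (limma, adjusted p = 6.97e-04), and stood at 10.1% ± 1.43 in *smg-1*, a difference of 9.45 points that was not called (limma, adjusted p = 9.17e-04). The 145-nt exon of *hrpf-2* fell from 99.4% ± 0.115 to 84.4% ± 1.71 in *smg-1* and 86.8% ± 5.96 in *smg-2*. The balance changed side with the way inclusion was weighed. With the authors' own q and PSI change, or with each inclusion junction counted in full, both chosen after seeing the data, the poison share was 61.8% and 63.7% in *smg-1* and 58.7% and 59.4% in *smg-2*. Where the wild-type mean also had to lie at 5-95%, it was 30.0% in *smg-1* and 25.0% in *smg-2*, and without *smg-2* replicate 2 it was 36.2% in *smg-2* (exact binomial p = 0.0479).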

We find that poison cassette exons are slightly more abundant than essential exons (Fig. 3B). For 5’ and 3’ splice sites, we asked whether upstream or downstream splice sites are preferentially poison or essential but observed no strong bias (Fig. 3B, Fig S2B). 

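Essential exons are retained in the isoform that NMD spares, and skipping a non-triplet one shifts the reading frame. Among NMD-sensitive cassette exons in *smg-1*, 45 of 51 essential exons were non-triplet (88.2%, 95% Wilson interval 76.6-94.5%). Of the poison exons, 29 of 49 were non-triplet (59.2%, 45.2-71.8%), a lower share by Fisher's exact test (two-sided, p = 0.00124). In *smg-2*, 39 of 41 essential exons were non-triplet (95.1%) and 23 of 34 poison exons (67.6%), Fisher's exact p = 0.00218. Among exons with a mean PSI of 5-95% in both groups, chosen after seeing the data, the non-triplet share was 66.7% of 12 poison and 89.3% of 28 essential exons in *smg-1* (Fisher's exact p = 0.168) and 87.5% of 8 and 95.8% of 24 in *smg-2* (Fisher's exact p = 0.444). Few exons were left there, and the gap was also smaller in both mutants, for a reason that was not tested. Triplet essential exons numbered 6 in *smg-1*, 2 in *smg-1* when any 1 of its replicates was left out, and 2 in *smg-2*. Over all settings fixed beforehand they numbered 1 to 8 in *smg-1* and 0 to 6 in *smg-2*. Those named next were chosen after their values were seen. In *smg-2* they were a 24-nt exon of the potassium channel gene *kvs-5*, which fell from 92.0% ± 0.860 (SD, n = 3) to 79.0% ± 6.14, and a 141-nt exon in the 5' UTR of *T10E9.4*, which fell from 98.5% ± 0.437 to 84.9% ± 4.24. The largest in *smg-1* was the 33-nt exon of the lectin gene *clec-199*, which fell from 95.7% ± 7.53 to 44.0% ± 7.77 (limma, adjusted p = 0.0120).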

Next, we asked what proportion of NMD-coupled splicing is contributed by triplets versus non-triplets and found that the vast majority of essential and poison alternative splicing is non-triplet (Fig. 3C, and Fig S2C). The only exception is cassette poison exons, where triplets and non-triplets are equally represented. Together these results indicate that non-triplet frame disruption is a substantially more common mechanism than triplet in-frame stop codons for generating NMD, thus greatly expanding the reach of poison and essential alternative splicing (Fig. 3C, and S3C).

We next asked whether the NMD sensitivity resulting from alternative splicing of non-triplets conforms to current models of NMD-sensing mechanisms, namely the presence of a stop codon 55 nucleotides upstream of an exon junction complex (EJC)^43^, and/or an unusually long 3’ UTR^44–48^. In 91% of cases, the premature termination codon in the alternative transcript is located more than 55 nucleotides upstream of the last EJC, consistent with the EJC-dependent model of NMD (Fig. 3D, and S3D). 

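The exon junction complex sits upstream of each spliced junction. In a model that the paper considers, a ribosome that stops well before the last complex leaves it on the transcript as a mark for NMD. A stop further upstream also lengthens the 3' UTR, which is the paper's other model. The distances alone therefore cannot tell these models apart. The distance from the stop codon to a point 25 nt upstream of the last junction was taken for both isoforms of each NMD-sensitive non-triplet cassette exon within the coding sequence. In *smg-1*, the isoform that rose stopped more than 55 nt upstream in 55 of 68 exons, which is 80.9% (95% Wilson interval 70.0-88.5%), and the isoform that fell did so in 0 of 68. In *smg-2* it was 50 of 59 exons, which is 84.7% (73.5-91.8%), and again 0 for the isoform that fell. The median distance of the rising isoform was 424 nt in *smg-1* and 534 nt in *smg-2*. Skipping the exon of *Y46E12BL.2* leaves the stop 3338 nt upstream of the complex, skipping that of *sfa-1* 956 nt, and skipping that of *asd-1* 596 nt. The poison exon of *rps-22* places it 100 nt upstream. In *ttr-11* the stop of neither isoform lies upstream of the last complex by that distance, although the exon was called in both mutants at low depth. Of the 13 exons in *smg-1* and 9 in *smg-2* whose rising isoform did not meet the rule, the shortest 3' UTR was 129 nt and 138 nt. Among NMD-resistant non-triplet exons, 23 of 57 in *smg-1* and 14 of 43 in *smg-2* had an isoform that met the rule, a lower share than among NMD-sensitive exons (Fisher's exact test, two-sided, p = 5.94e-06 and 9.33e-08).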

For the remaining 9% of cases, many possess long 3’ UTRs, consistent with the long 3’ UTR model of NMD^49^, although 3′ UTRs as short as 132 nucleotides also appear (Fig S3E, F). This highlights a complex interplay between EJC positioning, 3′ UTR length, and NMD, with some details yet to be elucidated. We further validated a handful of NMD-sensitive alternative splicing events by RT-PCR (Fig. 3E). 

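*rsp-7* encodes an SR protein, a class of splicing regulators. Its 76-nt cassette exon lies on chromosome II from 10659787 to 10659862 and is exon 4 of 7 of the included transcript in the annotation used here. In the RNA-Seq libraries its PSI was 8.32% ± 1.53 (SD, n = 3) in wild-type and 74.0% ± 5.44 in *smg-1* (limma, adjusted p = 5.10e-04). The change was 65.7 points and lay between 63.1 and 68.6 points when each library was left out in turn. The median library held 530 junction reads of this exon and the shallowest 315. The stop codon lies within the exon, and the included transcript encodes 137 amino acids against 452 when the exon is skipped. That stop is 338 nt upstream of the last exon junction complex. The exon has no *smg-2* value of its own.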

PSI values calculated from gel densitometry closely align with the RNA-Seq data. For example, in wild-type worms, the non-triplet exon 3 of *rsp-7* is predominantly skipped (PSI = 14%). Inclusion of this exon disrupts the reading frame, introduces a premature termination codon, and subjects the transcript to NMD. However, in *smg-1* mutants, the unproductive isoform (exon 3 included) becomes the major isoform (78%, Fig. 3E). In another example, wild-type animals predominantly use the upstream 3′ splice site (productive isoform) in the *bir-2* gene, while *smg-1* mutants display equal usage of both upstream and downstream 3′ splice sites (Fig. 3F). Selection of the downstream alternative 3′ splice site renders the transcript NMD sensitive (Fig. 3F).

We next investigated the effect of NMD-sensitive non-triplet splicing on gene expression. Many of the most highly upregulated genes in NMD mutants contain NMD-sensitive splicing events (Fig. 3G, and S3G). 

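A transcript that NMD degrades should become more abundant when the pathway is lost, and how far depends on how much of the gene's output is unproductive. The fold changes used here are the paper's, from its DESeq2 comparison of the same genotypes, since gene counts are not analysed here. Genes that lack a fold change in the paper's source data were left out. Those data cover genes that the paper itself classed as alternatively spliced, so the loss may not be random. A fold change was found for 69 of the 100 NMD-sensitive exons in *smg-1* and 55 of the 75 in *smg-2*. Joined by gene, the fold changes covered 69 genes with an NMD-sensitive cassette exon in *smg-1* and 256 genes with only resistant ones. The median of the paper's log2 fold change was 0.29 in the former and -0.05 in the latter (permutation test, two-sided, p = 1e-05, the smallest it can give). In *smg-2* it was 0.44 over 55 genes and -0.12 over 199 genes (p = 1e-05, again the smallest possible for the permutation test). A gene was counted as upregulated where the paper's adjusted p was under 0.05 and its log2 fold change was positive. This is looser than the paper's own rule, which also sets a minimum fold change. In *smg-1* it held for 15 of the 69 genes and 4 of the 256 (Fisher's exact test, two-sided, p = 4.09e-08). In *smg-2* this held for 10 of 55 and 3 of 199 genes (Fisher's exact p = 1.87e-05).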

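Across the NMD-sensitive cassette exons with a fold change in the paper, Spearman's rho between the size of the PSI change and the paper's log2 fold change was 0.467 in *smg-1* (permutation test with 100000 resamples, two-sided, p = 8e-05). In *smg-2* it was 0.603 (permutation p = 1e-05, the smallest it can give). These are relations across exons, which are not independent replicates. The NMD-sensitive non-triplet exons alone gave 0.630 in *smg-1* and 0.566 in *smg-2*. The NMD-resistant cassette exons, at 277 exons in *smg-1* and 211 in *smg-2*, gave 0.043 (permutation p = 0.475) and 0.019 (permutation p = 0.784). Their PSI changes are at most 10 points by definition. So narrow a range limits any correlation, and these values cannot be set directly against those of the NMD-sensitive exons.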

The magnitude of alternative splicing change (ΔPSI) is correlated with the magnitude of gene expression change (Spearman’s coefficient = 0.48) for NMD-sensitive alternative splicing (Fig. 3H, and S3H), but not for NMD-resistant alternative splicing (Fig S3I, J). Genes with upregulated expression in NMD mutants are highly enriched for encoding NMD-sensitive non-triplet splicing events (Fig. 3I, and S2K–M). These results indicate that non-triplet alternative splicing coupled with NMD plays a major role in regulating gene expression.

Gene ontology analysis performed on genes encoding NMD-sensitive non-triplets reveals categories related to mRNA binding and splicing (Fig. 3J, S3N). This parallels previous reports of poison cassette exons enriched in splicing factor genes^23,40^, indicating that non-triplet poison/essential splicing affects similar gene networks to those of traditional poison cassette exons.

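Splicing factors often limit their own amount by splicing their transcripts into an unproductive form, which makes them a natural group to look for among NMD-sensitive exons. A list of splicing factors and regulators was tested with 8 other lists, and 2-sided Fisher's exact tests were adjusted over the 9. The list holds *fubl-1*, *fubl-3*, *sfa-1* and *rsp-7*, which the paper presents as NMD-sensitive from these same libraries. It is therefore not independent of the data, and its p-values overstate the evidence. *fubl-1* and *fubl-3* are also among the called exons with a wild-type PSI of 10-90% in both mutants. In *smg-1*, 13 of 14 alternative cassette exons in the splicing list were NMD-sensitive (13 when adjusted over the list alone). Alternative exons enter in part through the call, so the list was tested, after seeing the data, over all tested exons, where 13 of 17 were NMD-sensitive against 11.4% of the others (Fisher's exact test, adjusted p = 1.64e-08). Among exons with a wild-type PSI of 10-90% it was 4 of 5 against 4.26% (Fisher's exact test, adjusted p = 2.26e-04). Of the 13, 3 rose and 10 fell. In *smg-2*, 12 of 13 were NMD-sensitive (12 when adjusted over the list alone), 3 rising and 9 falling. Over all tested exons it was 12 of 16 against 13.1% (Fisher's exact test, adjusted p = 6.04e-07), and with a wild-type PSI of 10-90% 3 of 5 against 3.57% (Fisher's exact test, adjusted p = 0.00592). Among non-triplet alternative exons alone, the others were NMD-sensitive in 43.4% in *smg-1* and 48.6% in *smg-2*, and the list in all 11 and all 10 (Fisher's exact test, adjusted p = 0.00162 and 0.0138). Several are homologs of hnRNP proteins, here chosen after their values were seen. The 248-nt exon of *hrpf-1* fell from 85.1% ± 1.56 (SD, n = 3) to 42.9% ± 4.05 in *smg-1* and 44.7% ± 5.59 in *smg-2*. The 44-nt exon of *hrpk-1* fell from 96.6% ± 0.607 to 62.5% ± 2.30 and 60.2% ± 3.85, and the 136-nt exon of *hrp-2* from 96.2% ± 0.589 to 62.4% ± 1.84 and 54.6% ± 2.35. The 80-nt exon of *etr-1*, a CELF family gene, fell from 91.0% ± 4.52 to 48.3% ± 2.46 and 43.9% ± 8.43. The 34-nt exon of *ptb-1* fell from 78.9% ± 8.08 to 51.3% ± 5.50 in *smg-1*. The 225-nt triplet exon of the muscleblind gene *mbl-1* was the exception, at 31.4% ± 2.91 in wild-type, 24.1% ± 3.66 in *smg-1* and 26.5% ± 8.08 in *smg-2*. No other list passed the test after adjustment. In *smg-1*, 3 of 7 transcription factor exons were NMD-sensitive (3 when adjusted over the list alone), 2 of 20 neuronal exons (1 over the list alone), 1 of 2 in lipidation and glycolipid genes (1 over the list alone), and 0 of 6 muscle, 0 of 4 collagen, 0 of 1 germline and 0 of 1 NMD factor exons. In *smg-2* it was 1 of 8 transcription factor exons, the only ribosomal protein exon, and 0 of 13 neuronal, 0 of 4 muscle, 0 of 2 collagen, 0 of 1 lipidation, 0 of 1 germline and 0 of 1 NMD factor exons, with the same counts over each list alone. List membership follows the deposited gene names. In the *smg-1* comparison these assign the *rps-22* exon to *W06D12.8* and the *rsp-8* exon to *F45H7.10*. Both were NMD-sensitive in *smg-1* but fall outside their lists there.

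**Figure D3:**
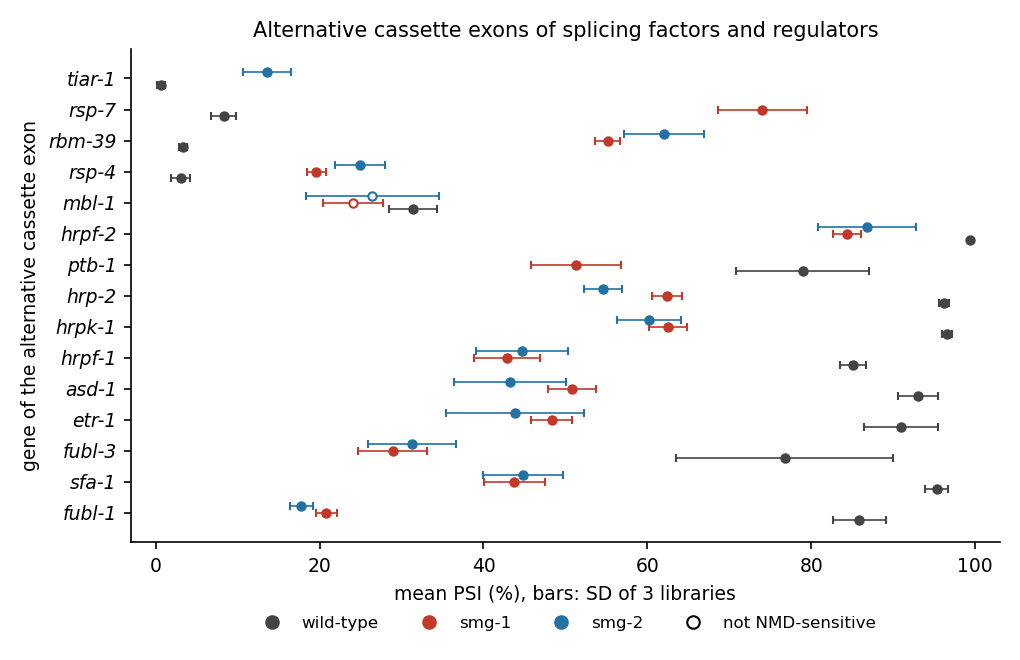
PSI (%) of the cassette exons of splicing factors and regulators in wild-type, *smg-1* and *smg-2*, as group means with the SD over 3 replicates. The exon of *mbl-1* stays between 24.1% and 31.4%.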

### Non-triplet essential exons mediate autoregulation of FUBL-1 and FUBL-3 RNA binding proteins

We next explored the molecular and physiological implications of NMD-sensitive non-triplet splicing. Two of the top NMD-sensitive splicing events from Fig. 1E are in the gene *fubl-1* and its paralog *fubl-3*. Both genes harbor KH domains involved in RNA recognition and are homologous to human FUBP1 and FUBP3. In contrast to poison exons, which have been extensively studied for their roles in regulating transcript abundance, both *fubl-1* and *fubl-3* encode alternatively spliced essential exons, meaning that when the exon is skipped, the transcript encodes a premature stop codon and is subject to NMD. In agreement with our RNA-Seq results (Fig. 4A), qRT-PCR on *fubl-1* and *fubl-3* reveals a strong increase in transcript levels in NMD-defective mutants (Fig. 4B). Isoform-specific qRT-PCR on *fubl-1* reveals that these changes are specifically due to stabilization of the unproductive NMD sensitive isoform, while the levels of the productive isoform remain unchanged (Fig. 4C).

**Fig. 4:**
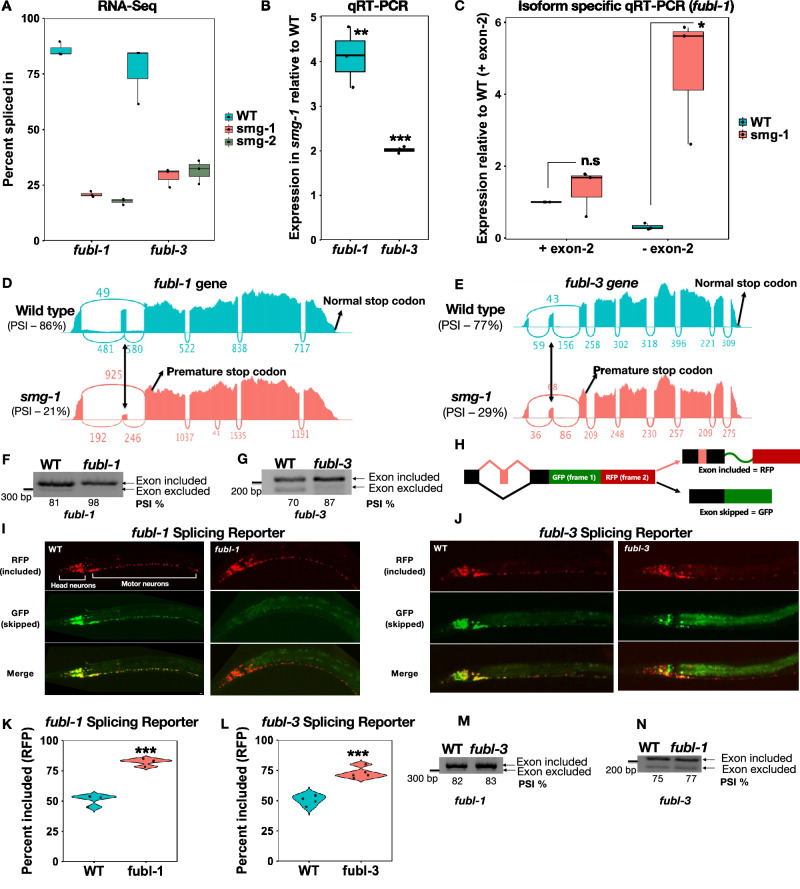
Non-triplet essential exons mediate autoregulation of FUBL-1 and FUBL-3 RNA binding proteins. **A** Percent spliced in values for *fubl-1* and *fubl-3* in wild type, *smg-1* and *smg-2* RNA-Seq data (*n* = 3 biological replicates). **B** qRT-PCR confirmation of upregulated *fubl-1* and *fubl-3* transcripts in *smg-1* relative to wild-type., WT vs fubl-1 (*p* = 0.004869) and WT vs fubl-3 (*p* = 0.0006551) (**C**) Isoform specific qRT-PCR of the *fubl-1* gene, +exon-2 is the productive isoform and -exon-2 is the NMD substrate, expression is relative to the productive +exon-2 isoform, WT vs smg-1 +exon-2 (*p* = 0.99) and -exon-2 (*p* = 0.013). Data points in B and C represent individual biological replicates (*n* = 3). **D**, **E** Sashimi plot showing differential usage of a non-triplet exon 2 in *fubl-1* (**D**) and *fubl-3* (**E**). **F**, **G** RT-PCR confirming the absence of the exon-skipped isoform in the *fubl-1* (**F**) and *fubl-3* (**G**) loss-of-function mutants. **H** Schematic showing the design of the minigene two color splicing reporter plasmid construct. A reading-frame shift due to inclusion or skipping of a frame-shifting alternative exon causes GFP to be translated in frame followed by a stop codon when skipped, while GFP is read out-of-frame (and without stop codons) followed by RFP being read in frame when included. **I**, **J** Fluorescence images of splicing reporters expressed under the control of the neuronal *rgef-1* promoter, RFP = non-triplet exon inclusion and GFP = exon skipping. Scale bar = 20 μm (**I**) and *fubl-3*, scale bar = 50 μm (**J**) loss of function mutant worms. (**K**, **L**) Quantification of the RFP/GFP fluorescence intensities, the ratio is expressed as percent spliced in values (*Y*-axis) in wild-type and *fubl-1* (*n* = 4 worms, *p* = 5.67 × 10⁻⁵) (K) and *fubl-3* (*n* = 5 worms, *p* = 3.44 × 10⁻⁵) (**L**). (**M**, **N**) RT-PCR confirming the absence of cross regulation in *fubl-3* (**M**) and *fubl-1* (**N**) loss of function mutants. For Figure **A**–**C**, the center line in the box plots show the median, with the bounds of the box representing the 25th and 75th percentiles (interquartile range). Whiskers extend to the minimum and maximum values within 1.5 × the interquartile range, points beyond the whiskers represent outliers. Student paired two-sided t-test for 4B, one way ANOVA for 4 C and unpaired two-sided t-test for 4 K&L were performed. Significance levels: *p  <  0.05, **p  <  0.01, ***p  <  0.001.

Under wild-type conditions, exon 2 of *fubl-1* is predominantly included (83%). Skipping this non-triplet exon disrupts the reading frame and introduces a premature stop codon (Fig. 4D). In NMD-deficient worms, the inclusion level drops to 22% (Fig. 4D), making the unproductive isoform predominant. Likewise, skipping of the essential non-triplet exon 2 in *fubl-3* also leads to the incorporation of a premature stop codon resulting in NMD sensitivity (Fig. 4E). Thus, for both *fubl-1 and fubl-3*, the splicing machinery predominantly selects the unproductive (NMD substrate) isoforms that skip the essential exon. However, due to their active degradation by NMD, the productive isoforms become the predominant species at steady state conditions.

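FUBL-1 carries KH domains that bind RNA. The 52-nt exon 2 of 6 in *fubl-1* lies on chromosome V from 10238292 to 10238343. Its PSI was 85.9% ± 3.24 (SD, n = 3) in wild-type, 20.8% ± 1.25 in *smg-1* (limma, adjusted p = 5.10e-04) and 17.7% ± 1.40 in *smg-2* (limma, adjusted p = 5.45e-04). The change fell between -66.0 and -63.1 points in *smg-1* when each library was left out in turn. The junctions of this exon were among the deepest of the named genes, with a median of 849 reads per library in the *smg-1* comparison and at least 351 in each. With the exon the transcript encodes 589 amino acids, and without it translation stops after 20. That stop lies 1398 nt upstream of the last exon junction complex, with 3 junctions downstream of it.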

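The exon 2 of 9 in *fubl-3* is 70 nt long and lies on chromosome X from 17434917 to 17434986. Its PSI was 76.7% ± 13.3 (SD, n = 3) in wild-type, 28.9% ± 4.26 in *smg-1* (limma, adjusted p = 0.00902) and 31.3% ± 5.37 in *smg-2* (limma, adjusted p = 0.0127). The spread in wild-type comes from replicate 3, at 61.4%, while the others were at 84.4% each. The call ended without *smg-1* replicate 3 in the *smg-1* comparison (limma, adjusted p = 0.0501) and without wild-type replicate 1 in the *smg-2* comparison (limma, adjusted p = 0.0591), although the change stayed over 40 points in both. The median library held 110 junction reads in the *smg-1* comparison and 67 in the *smg-2* comparison. The included transcript encodes 641 amino acids and the skipped one 44, with 6 junctions downstream of its stop codon, which lies 1732 nt upstream of the last exon junction complex.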

Many RNA binding proteins are known to autoregulate poison exons in their own transcripts by alternative splicing coupled to NMD^40,50,51^. We considered whether analogous regulation of essential exons might be used by *fubl-1* and *fubl-3* for autoregulation. To test this, we generated loss-of-function *fubl-1* and *fubl-3* mutants and assessed splice isoform usage via RT-PCR. Both *fubl-1* and *fubl-3* mutants display a marked reduction in the unproductive isoform (Fig. 4F, G), while the overall gene expression levels in their respective loss of function are not significantly different from wild type (Fig. S4A, B). This suggests that both RNA binding proteins inhibit inclusion of their own essential exon.

To distinguish between autoregulation via *trans* activity of FUBL-1/3 RNA binding versus potential *cis*-acting effects of the *fubl-1/3* nonsense mutations, we constructed transgenic minigene two-color splicing reporters for exon 2 of *fubl-1* and *fubl-3* (Fig. 4H–J). We expressed these transgenes in neurons, where both genes are highly expressed^52^. The reporter is designed to be translated in-frame with RFP when the exon is included and with GFP when the exon is excluded^53,54^ (Fig. 4H). In wild-type worms, both RFP and GFP signals are observed. No strong signature of unique cell-specific splicing patterns is apparent, as most neurons robustly express both GFP and RFP. In contrast, *fubl-1* and *fubl-3* mutants display a striking reduction in GFP signal, corresponding to a decrease in the exon-skipped (unproductive) isoform (Fig. 4I–L). This indicates that FUBL-1 and FUBL-3 RNA binding proteins autoregulate their expression in trans by alternative splicing of their essential exon, such that low levels of the RNA binding protein led to increased productive splicing, and vice versa.

Because related splicing factors often cross-regulate each other^55,56^, we next asked whether FUBL-1 and FUBL-3 influence each other’s splicing, but found no evidence of such cross-regulation. Neither *fubl-1* nor *fubl-3* mutants influence each other’s essential exon splicing (Fig. 4M, N). Our results thus support the notion that autoregulatory alternative splicing of essential exons, much like the known role for alternative splicing of poison exons^57^, is essential to maintain splicing factor homeostasis. This finding, coupled with the discovery of similarly large numbers of essential and poison 5’ and 3’ alternative splice sites (Fig. 3B, and S3B), greatly expands the known universe of NMD substrates available for alternative splicing-mediated regulation of transcript levels.

### Autoregulation of *fubl-1* is essential for normal development

While the mechanisms of poison exon autoregulation have been well documented^58^, the in vivo organismal functional relevance is just beginning to emerge^59–61^, and whether essential exons have similar functional attributes remains unexplored. We therefore leveraged the powerful genetic tools available in *C. elegans* to explore the functional consequences of disrupting the *fubl-1* essential exon autoregulatory loop in vivo. We used CRISPR/Cas9 to generate precise genome edits forcing either inclusion (INC) or skipping (SKIP) of the non-triplet exon (Fig. 5A). qRT-PCR reveals that *fubl-1* expression increases in INC mutants, which force expression of the productive isoform, and decreases in SKIP mutants, which force expression of the unproductive isoform (Fig. 5B).

**Fig. 5:**
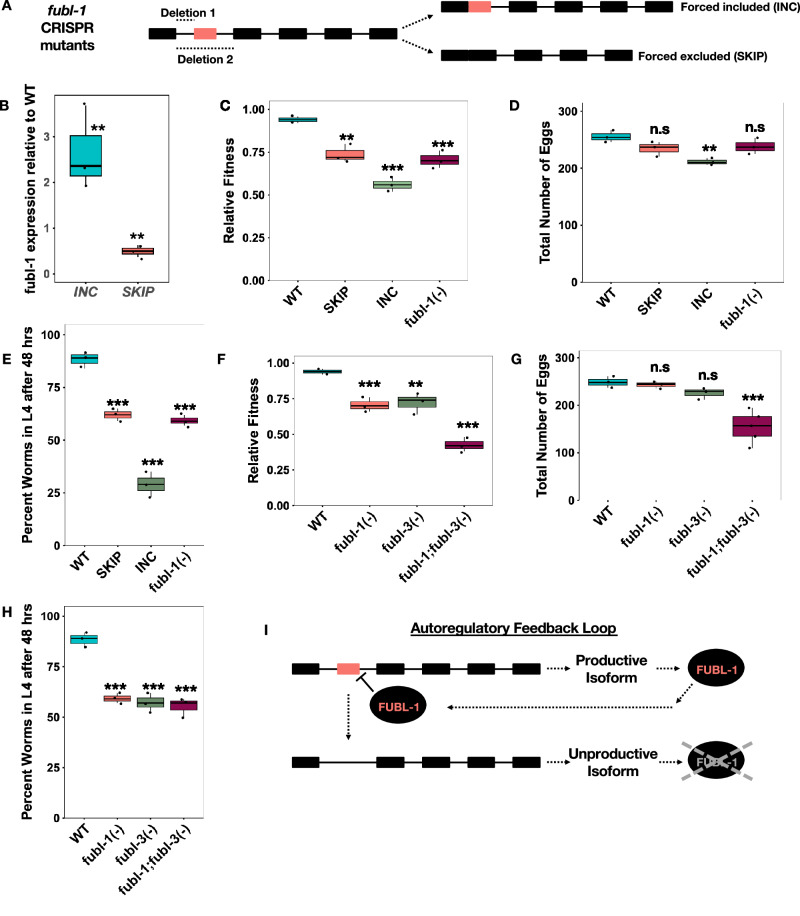
*fubl-1* autoregulation is essential for proper development. **A** Schematic showing the generation of *fubl-1* splice isoform CRISPR mutants. “Forced inclusion” (INC) = intron #1 deletion, and “Forced skipping” (SKIP) = deletion of the non-triplet exon 2 and flanking introns, thus fusing exons 1 and 3 together. **B** qRT-PCR showing changes in *fubl-1* gene expression in the CRISPR mutants relative to wild-type, *n* = 3 biological replicates, WT vs INC (*p* = 0.00179) and WT vs SKIP (*p* = 0.00672). **C** Relative fitness assay (*n* = 3 populations per genotype), each point represents one independent experiment, WT vs INC (*p* = 1.09 × 10⁻⁵), WT vs SKIP (*p* = 0.00250) and WT vs fubl-1(-) (*p* = 0.000795). **D** Brood size, *n* = 3 P0 worms, WT vs INC (*p* = 0.00625), WT vs SKIP (*p* = 0.180) and WT vs fubl-1(-) (*p* = 0.316), points represent individual P0s. **E** Developmental timing assay showing percentage of worms 48 hours after hatching (*n* = 3 plates per genotype), each point represents one independent experiment. WT vs INC (*p* = 1.19 × 10⁻⁸), WT vs SKIP (*p* = 8.02 × 10⁻⁵) and WT vs fubl-1(-) (*p* = 3.04 × 10⁻⁵). **F** Relative fitness, *n* = 3 populations per genotype, WT vs fubl-1(-) (*p* = 0.000795), WT vs fubl-3(-) (*p* = 0.00125) and WT vs fubl-1;fubl-3(-) (*p *= 5.30 × 10⁻⁷). **G** Brood size, *n *= 4 P0s for fubl-1; fubl-3, *n* = 3 for all other genotypes, WT vs fubl-1(-) (*p* = 0.989), WT vs fubl-3(-) (*p* = 0.607) and WT vs fubl-1;fubl-3(-) (*p* = 0.000985), **H** Developmental timing assay (*n* = 3 populations per genotype) for *fubl-1*, *fubl-3* single and double loss-of-function mutants, WT vs fubl-1(-) (*p* = 3.04 × 10, WT vs fubl-3(-) (*p* = 1.53 × 10⁻⁵), and WT vs fubl-1;fubl-3(-) (*p* = 7.92 × 10⁻⁶). For Figure B-H one way ANOVA was performed, the center line in the box plots show the median, with the bounds of the box representing the 25th and 75th percentiles (interquartile range). Whiskers extend to the minimum and maximum values within 1.5 × the interquartile range, points beyond the whiskers represent outliers. **I** Autoregulatory model of alternative splicing-coupled NMD mediated by the essential exon of *fubl-1*: FUBL-1, an RNA-binding protein, binds to its own pre-mRNA and promotes exclusion of the essential exon #2. This exon loss causes a frameshift that introduces a premature termination codon, targeting the transcript for NMD. Through this mechanism, high FUBL-1 protein levels favor the unproductive splicing of its own gene thereby establishing a negative feedback loop that maintains homeostasis. Significance levels; *p  <  0.05, **p  <  0.01, ***p  <  0.001.

We performed phenotypic assays with these mutants to test for functional consequences of dysregulated *fubl-1* splicing. First, we performed competitive fitness assays, which report on general physiological defects such as growth, development, and reproduction^62,63^. We observe that, somewhat surprisingly, the INC mutant in which the productive *fubl-1* isoform is forced is the least fit (Fig. 5C). The loss-of-function and SKIP mutants (forcing the unproductive *fubl-1* isoform) resemble each other with mild fitness defects. These trends are also apparent in fertility assays, where INC mutants lay fewer eggs than the other genotypes (Fig. 5D). The most striking phenotype is in developmental timing, where INC mutants display a strong delay in developmental timing (Fig. 5E) while again the forced skip and null mutants exhibit similar, milder developmental delays. The pronounced phenotypic impact of increasing the functional *fubl-1* isoform, compared to the mild phenotypic impact of losing *fubl-1*, suggests that an excess of *fubl-1* is more detrimental to the organism than *fubl-1* deficiency. In such a circumstance, non-triplet autoregulation would be an ideal mechanism to prevent detrimental over-expression.

Since *fubl-1* and *fubl-3* are paralogous genes, we investigated whether *fubl-3* and *fubl-1* have partially redundant functions. To test this, we generated *fubl-1; fubl-3* double mutants and observed strong reductions in fitness (Fig. 5F) as well as in fertility (Fig. 5G) compared to wild-type or single mutants. On the other hand, the developmental timing of the double mutants does not differ significantly from that of the single mutants (Fig. 5H). Taken together, our data demonstrate that either too much *fubl-1* or too little *fubl-1* (especially when accompanied by too little *fubl-3*) results in negative consequences for worm health and development. This highlights the importance of stringent control of *fubl-1* gene expression mediated in part by non-triplet alternative splicing autoregulation (Fig. 5I).

### Non-triplet C-terminal isoforms with regulated cell-specific splicing

We next focused on the second class of non-triplet alternative splicing outcomes, the generation of alternative C-termini lengths. In these cases, the reading-frame shift of the alternative isoform causes a change in the stop codon position (Fig. 2A), without resulting in NMD and without re-coding a substantial number of amino acids. Thus, between the two resulting alternatively spliced proteins, one encodes an extended C-terminus and a correspondingly shorter 3′ UTR, while the other encodes a truncated C-terminus and a longer 3′ UTR. We identified 136 such non-triplet alternative splicing events: 38 cassettes, 60 alternative 3’ splice sites, and 38 alternative 5’ splice sites (Fig. 2A, S2A). 

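An isoform of this class shares its start with the other isoform and ends at another place, near to it or far from it. Among cassette exons, 40 in the *smg-1* comparison and 31 in the *smg-2* comparison fell into this class, with fewer than 60 recoded nucleotides and no call as NMD-sensitive. The 28-nt exon 5 of 6 in the aquaporin gene *aqp-2*, on chromosome II from 9259590 to 9259617, carries its own stop codon. The included transcript encodes 285 amino acids and the skipped one 290, which differ in 3 and 8 residues at the end. Its PSI was 56.2% ± 4.81 (SD, n = 3) in wild-type, 56.4% ± 3.09 in *smg-1* (limma, adjusted p = 0.985) and 54.3% ± 9.88 in *smg-2* (limma, adjusted p = 0.923). At a median of 627.5 junction reads per library in the *smg-1* comparison, the change stayed between -2.49 and 2.12 points when each library was left out in turn. Neither stop codon of *aqp-2* lies upstream of the last exon junction complex.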

We further validated a subset of these alternative splicing events with RT-PCR, confirming substantial expression of both isoforms, and confirming their resistance to NMD (Fig. 6A). Gene ontology analysis reveals over-representation of terms related to protein lipidation and glycolipid biosynthesis (Fig. 6B, and S5B). This is in contrast with the NMD-sensitive class of non-triplets, which are enriched in mRNA splicing terms (Fig. 3J), indicating that these two classes of alternative splicing are substantially different in nature.

**Fig. 6:**
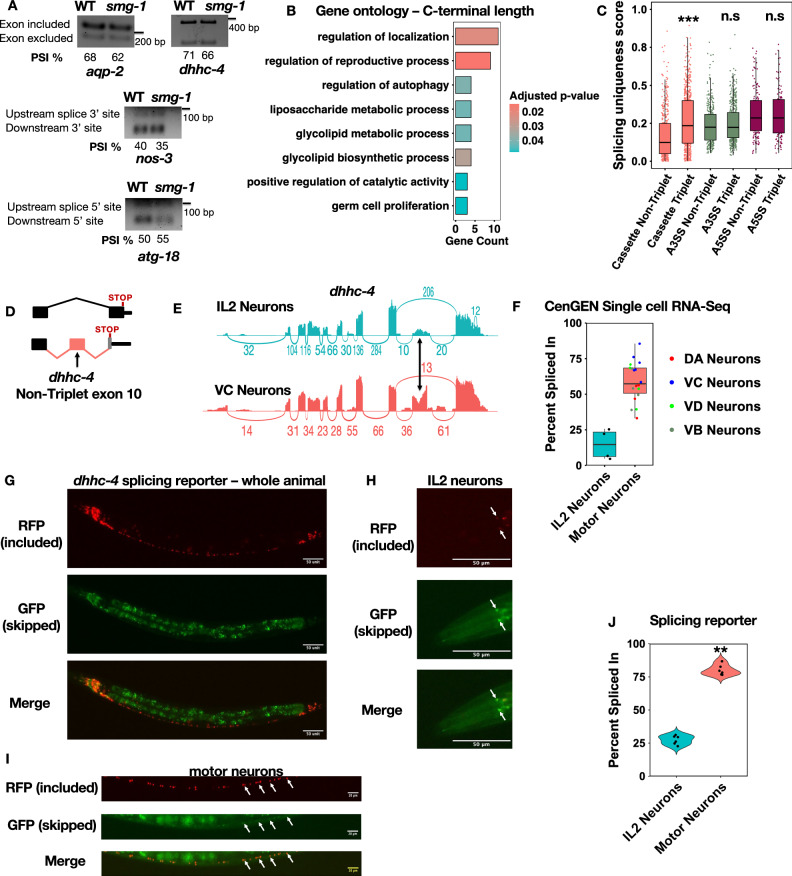
Alternative C-terminal isoforms resulting from non-triplet splicing are differentially expressed in the nervous system. **A** RT-PCR validation of NMD-resistant non-triplet splicing events including cassette (*aqp-2*, *dhhc-4*) and alternative 3′ splice site (*nos-3*, *atg-18*) events producing alternative C-terminal isoforms. **B** Gene ontology analysis for alternative C-terminal isoform genes, statistics were calculated using hypergeometric test (equivalent to a one-sided Fisher’s exact test), Benjamini Hochberg correction was applied to control the false discovery rate (FDR) for multiple comparisons, adjusted *p*-values < 0.05 were considered significant. **C** Uniqueness index for different splicing categories, each data point represents an individual splicing event, *n* = 717, statistical comparisons between triplet and non-triplets were performed using two sided Wilcoxon rank sum tests, cassette events (*p* < 2.2 × 10⁻¹⁶), A3SS (*p* = 0.191), and A5SS (*p* = 0.435), center line in the box plots show the median, with the bounds of the box representing the 25th and 75th percentiles (interquartile range). Whiskers extend to the minimum and maximum values within 1.5 × the interquartile range, points beyond the whiskers represent outliers. **D** Schematic showing stop-codon repositioning in *dhhc-4* by alternative splicing of non-triplet exon #10. **E** Sashimi plot displaying the usage of non-triplet exon 10 (indicated by a double arrow) in IL2 and VC neurons. **F** Percent spliced in values for *dhhc-4* exon 10 in the IL2 (*n* = 4) and in different classes of motor neurons including DA (*n* = 4), VC (*n* = 6), VD (*n* = 4), and VB (*n* = 4) based on single cell RNA-Seq data, center line in the box plots show the median, with the bounds of the box representing the 25th and 75th percentiles (interquartile range). Whiskers extend to the minimum and maximum values within 1.5 × the interquartile range, points beyond the whiskers represent outliers. (G-J) Splicing reporter images for the *dhhc-4* exon 10 expressed under the neuronal *rgef-1* promoter. **G** 10× (scale bar = 50 μm); **H** head region 20× zoomed with arrows indicating IL2 neurons (scale bar = 50 μm); **I** motor neurons zoomed in 20× (scale bar = 20 μm); (**J**) quantification of splicing reporter plasmid images, *n* = 6 worms, statistical tests performed using two-sided Wilcoxon rank-sum test (*p *= 0.00217). Significance levels: *p  <  0.05, **p  <  0.01, ***p  <  0.001.

As with NMD-sensitive non-triplets, alternative C-terminal isoforms could arise either through splicing errors or through regulated alternative splicing. One piece of evidence often considered in favor of functional or regulated splicing is the existence of tissue-specific or cell-specific splicing patterns^64,65^. We therefore used deep neuron-specific transcriptomes generated by the CeNGEN consortium^66^ to compare cell-specific regulation of triplet and non-triplet alternative splicing. We previously developed an algorithm that determines the degree of cell-specific uniqueness exhibited by alternative splicing events^67^, with a score from 0 (no differential splicing across any cell types) to 1 (one cell type expresses 100% isoform A, while all other cell types express 100% isoform B). We find that non-triplet alternative splicing has similar uniqueness scores to triplet alternative splicing for 5’ and 3’ splice sites (Fig. 6C), while triplet cassettes have slightly higher average uniqueness values. Broadly speaking, therefore, non-triplet alternative splicing is subject to similar cell-specific regulation as triplet alternative splicing.

We focused on one such splicing event with an above-average uniqueness score (0.303) in the *dhhc-4* gene. *dhhc-4* encodes a palmitoyl transferase, a protein family responsible for attaching palmitate to cysteine residues on target proteins^68^. In *dhhc-4*, alternative splicing of the non-triplet exon generates transcripts with two different C-terminus lengths due to stop codon repositioning. Inclusion of the non-triplet exon results in a frameshift-induced stop codon that causes the C-terminus to lack the final 52 amino acids of the exon-skipped isoform (Fig. 6D). Both C-termini are predicted to be largely disordered (Fig. S5C), but with differences in predicted short linear motifs (Fig. S5D) including phosphorylation and ubiquitination sites^69–71^.

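The 254-nt exon of *dhhc-4* lies on chromosome III from 9864306 to 9864559 and is exon 10 of 11 in the included transcript. When it is included, translation ends 14 nt into the sequence shared by both isoforms, and the protein has 403 amino acids, of which 90 are found in this isoform only. When it is skipped, the protein has 371 amino acids, of which 58 are found in this isoform only. In both isoforms the stop codon lies in the last exon, downstream of the last exon junction complex. In whole L4 animals the PSI of this exon was 65.4% ± 1.40 (SD, n = 3) in wild-type, 58.5% ± 3.13 in *smg-1* (limma, adjusted p = 0.431) and 63.3% ± 1.74 in *smg-2* (limma, adjusted p = 0.864). The median library held 207 junction reads in the *smg-1* comparison and 150 in the *smg-2* comparison.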

Single-neuron splicing data^67^ indicate that *dhhc-4* is alternatively spliced across different neuron types. For example, chemosensory IL2 neurons primarily skip the exon (15% included), while various motor neuron types primarily include the exon (*e.g*., VC motor neurons 70% included, Fig. 6E, F). To further verify this observation in vivo, we constructed a splicing reporter for the *dhhc-4* non-triplet exon and expressed it throughout the nervous system. We observed substantial diversity of splicing patterns, with some neurons expressing primarily RFP (included), others primarily GFP (skipped), and others both. Focusing on the IL2 neurons and motor neurons, we found primarily GFP expression in IL2 (Fig. 6H) and primarily RFP expression in motor neurons of the ventral nerve cord (Fig. 6I). Quantitative analysis of these reporters across multiple animals reveals splicing patterns similar to those reported by cell-specific RNA-Seq (Figs. 6J, 6F). This indicates that the *dhhc-4* non-triplet exon is subject to strict cell-specific splicing regulation and serves as an example of potentially hundreds of other non-triplet splicing events observed to undergo substantial cell-specific regulation (Fig. 6C).

### Regulation and function of non-triplet dual coding isoforms

The final class of non-triplet alternative splicing is dual coding isoforms, in which a single nucleotide sequence encodes a stretch of amino acids in two different reading frames, with the reading frame being determined by the alternative splicing choice. We applied a minimum threshold of 60 dual-coding nucleotides, reasoning that this is sufficient to potentially encode a small protein domain^38,39^. We identified 54 such dual coding events (Fig. 2A, and S2A). We validated a subset of these events using RT-PCR, confirming abundant expression of both isoforms, as well as their resistance to NMD (Fig. 7A). Most dual-coding transcripts contain a single dual-coding exon, although some harbor up to five (Fig. 7B, and S6A).

**Fig. 7:**
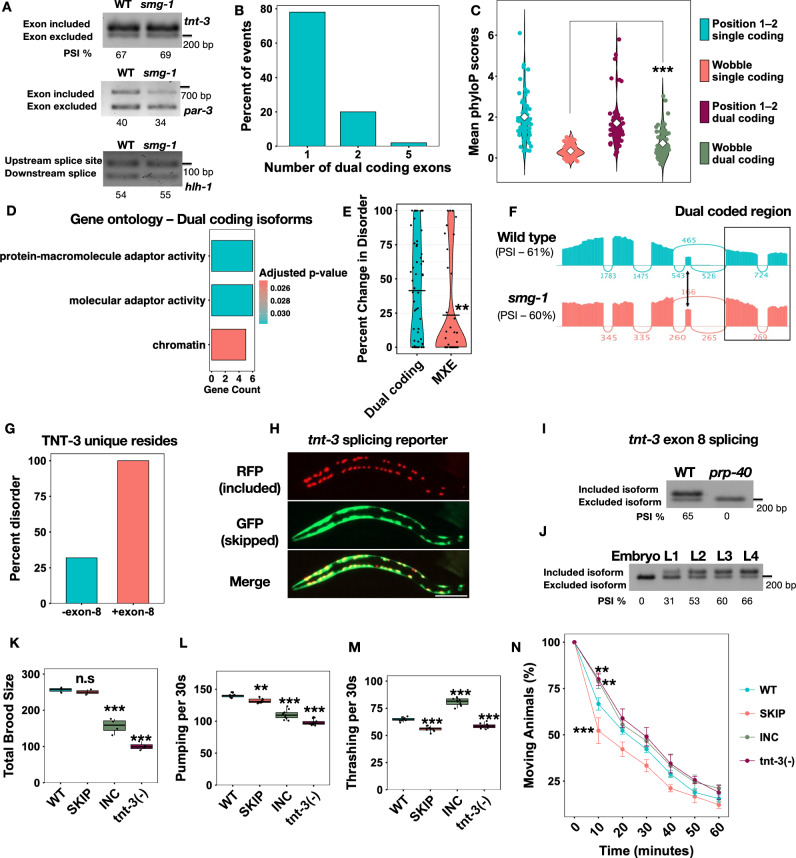
Non-triplet alternative splicing generates dual-coding isoforms with distinct reading frames and functional properties. **A** RT-PCR confirming the presence of the dual coded isoforms in wild-type and *smg-1* transcriptome. **B** Histogram of the number of dual coding exons that result across all dual-coding alternative splicing events (*smg-1* dataset). **C** Violin plot of mean phyloP scores comparing the wobble position in single and dual coded regions, each dot represents one event, white diamond = mean, statistics performed using one sided Wilcoxon signed-rank test, *p* = 1.10 × 10⁻⁴ (wobble single vs dual coding). **D** Gene ontology for genes encoding dual-coding isoforms, statistics were calculated using hypergeometric test (equivalent to a one-sided Fisher’s exact test), Benjamini Hochberg correction was applied to control the false discovery rate (FDR) for multiple comparisons, adjusted *p* values < 0.05 were considered significant. **E** Violin plot showing distribution of change in the percentage of intrinsic disorder-promoting residues between reference and alternate transcripts for frame-disrupting dual coding isoforms (*n* = 54) compared to frame-preserving mutually exclusive isoforms (*n* = 40), horizontal line = mean, statistical significance was assessed using a two sided Wilcoxon rank sum test (*p* = 0.00633). **F** Sashimi plot showing usage of the *tnt-3* non-triplet microexon in wild-type and *smg-1* worms, box indicates dual coded region. **G** AIUPred (per residue disorder propensity predicting tool) disorder scores for the unique amino acid residues in the microexon skipped and included isoforms of TNT-3 protein (refer methods). **H** Splicing reporter images for *tnt-3* microexon under the *myo-3* body wall muscle promoter (scale bar = 50 μm), representative image shown from four independent experiments with similar results. **I** RT-PCR of *tnt-3* microexon under wild-type and *prp-40* null background. **J** RT-PCR showing progressive increase in microexon usage during larval stages of development. **K** Brood size assay, *n* = 3 worms (WT vs INC (*p* = 9.76 × 10⁻⁶), WT vs SKIP (*p* = 0.952), WT vs tnt-3(-) (*p* = 1.56 × 10⁻⁷). **L** Pharyngeal pumping assay, *n* = 10 worms (WT vs INC (*p* < 2.2 × 10⁻¹⁶), WT vs SKIP (*p* = 0.00661), WT vs tnt-3(-) (*p* < 2.2 × 10⁻¹⁶). **M** Thrashing locomotory assay, *n* = 10 worms (WT vs INC (*p* < 2.2 × 10⁻¹⁶), WT vs SKIP (*p* = 8.44 × 10⁻⁹), WT vs tnt-3(-) (*p* = 1.09 × 10⁻⁵). For Figure K-M one way ANOVA was performed, the center line in the box plots show the median, with the bounds of the box representing the 25th and 75th percentiles (interquartile range). Whiskers extend to the minimum and maximum values within 1.5 × the interquartile range, points beyond the whiskers represent outliers. **N** Levamisole induced time dependent paralysis comparing wild-type and *tnt-3* mutants, Points represent the mean of three independent biological replicates (*n* = 30 worms per replicate), measure of center for the error bars is the mean; error bars represent standard deviation, statistical comparison at the 10 minute time point was performed using two way ANOVA (WT vs INC, *p* = 0.0091; WT vs SKIP, *p* = 5.99 × 10⁻⁴; WT vs tnt-3(-), *p* = 0.0024). Significance levels: *p  <  0.05, **p  <  0.01, ***p  <  0.001, n.s = not significant.

Dual-coding nucleotide regions tend to contain fewer than 200 nucleotides but can extend to a maximum of 829 nucleotides (S6B). 

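A recoded stretch must stay free of stop codons in a frame that evolution does not otherwise maintain, so long stretches are expected to be few. The 17 dual coding cassette exons in the *smg-1* comparison recoded a median of 132 nt, and 12 of them recoded fewer than 200 nt. The 12 in the *smg-2* comparison recoded a median of 139 nt, and 10 of them fewer than 200 nt. The longest stretch in *smg-1*, at 828 nt, lies downstream of the 173-nt exon 12 of 16 in the polarity gene *par-3*. That exon was included at 22.8% ± 12.3 (SD, n = 3) in wild-type and 17.9% ± 6.24 in *smg-1* (limma, adjusted p = 0.761), and it has no *smg-2* value of its own. The 20-nt microexon 13 of 15 in the potassium channel gene *shk-1* recodes 162 nt. It was included at 88.9% ± 1.77 in wild-type, 81.0% ± 10.9 in *smg-1* (limma, adjusted p = 0.515) and 93.0% ± 6.69 in *smg-2* (limma, adjusted p = 0.529). The longest stretch with *smg-2* values was 558 nt.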

Dual-coding regions show significantly higher conservation of wobble-position nucleotides (*i.e*., the 3^rd^ nucleotide in each codon) compared to standard single-coding regions, consistent with the notion that both reading frames are under evolutionary selection (Fig. 7C). Gene ontology analysis reveals that dual-coding isoforms are enriched for DNA binding proteins (Fig. 7D), which is again distinct from the categories enriched for NMD-sensitive (Fig. 3J) and alternative C-terminal (Fig. 6B) classes.

Bioinformatic analysis of human transcriptomes predicts increased levels of structural disorder in dual coded regions for one of the alternative reading frames^20,72^. We likewise find that many dual coding regions resulting from non-triplet alternative splicing exhibit substantial increases in disorder propensity in one reading frame (Fig. 7E). This is higher than for other types of coding-sequence substituting alternative splicing such as (triplet) mutually exclusive exons (Fig. 7E).

To test for physiological functions of dual-coded isoforms in vivo we focused on *tnt-3*, which encodes one of four *C. elegans Troponin T* homologs. TNT-3 is expressed in muscle, where it interacts with tropomyosin, which in turn binds to actin. This prevents actin-myosin interaction in the absence of Ca2 + ^73^. Exon 8 of *tnt-3* is a highly-conserved (Fig. S2D) non-triplet “microexon” of only 28 nucleotides. If skipped, the canonical isoform is produced encoding 185 amino acids, including a conserved Troponin domain. If included, a reading frame shift occurs and a non-canonical isoform is encoded (Fig. 7F) of 83 alternative amino acids lacking the Troponin domain. Therefore, while the exon itself only encodes 9 amino acids, the resulting dual coding region encodes 83 alternatively translated amino acids. 

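The 28-nt microexon 8 of 14 in *tnt-3* lies on chromosome X from 7940797 to 7940824. In the annotation, skipping it gives a protein of 382 amino acids whose last 185 are found in this isoform only. Including it gives 279 amino acids, of which 82 are found in this isoform only, and 218 nt are read in both frames. Its PSI was 60.8% ± 8.28 (SD, n = 3) in wild-type and 60.2% ± 2.84 in *smg-1* (limma, adjusted p = 0.956). Leaving out each library in turn kept the change between -5.42 and 1.79 points. The stop codon of the included isoform lies 294 nt upstream of the last exon junction complex, and that of the skipped isoform lies downstream of it. The median library held 346.5 junction reads of this exon and the shallowest 182. The exon has no *smg-2* value of its own.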

In line with the tendency of dual coding regions to be intrinsically disordered^20^, the 83 residues in the microexon-skipped isoform are predicted to be entirely disordered, in contrast with the ordered 185 residues in the microexon-included isoform (Fig. 7G). This disordered isoform is predicted to encode unique phosphorylation and protein-protein interaction motifs (Fig. S6C).

Both in vivo splicing reporters and RT-PCR confirm substantial splicing of both isoforms (Fig. 7A). Splicing reporters expressed in the muscles of both the body (Fig. 7H) and the pharynx (Fig. S6D) indicate substantial expression of both isoforms in both muscle types. The *tnt-3* microexon is unusual in that it is present in a muscle-specific gene, unlike the majority of microexons which are enriched in neuronal genes, where their regulation and function have been extensively studied^9^. We therefore tested whether, like neuronal microexons, splicing of the *tnt-3* microexon requires the spliceosomal component PRP-40^74,75^. Indeed, inclusion of this exon is completely lost in *prp-40* mutants (Fig. 7I, and S6E). Therefore, even though the *tnt-3* microexon is unusual in being both muscle-specific and non-triplet, it is nevertheless under strict regulation by the canonical microexon regulatory machinery.

RT-PCR analysis reveals a striking pattern of developmental regulation. Embryos express exclusively the canonical exon-skipped isoform, and progression through the developmental stages is marked by increasing inclusion of the microexon, reaching an inclusion level of 66% by the L4 stage (Fig. 7J). This dynamic expression is also observed in the in vivo transgenic splicing reporter (Fig. S6F). To determine whether this developmental shift is due to upregulation of the included isoform, downregulation of the skipped isoform, or both, we performed isoform-specific qRT-PCR. We find that the developmental pattern is driven primarily by the exon-included isoform, which progressively increases during development (Fig. S6G). Thus, embryos and younger worms predominantly express the canonical *tnt-3* isoform encoding the conserved Troponin domain, while adults express higher amounts of the non-canonical dual-coded isoform.

Given the strong regulation and striking developmental dynamics of the *tnt-3* non-triplet exon, we next asked whether the two dual-coded isoforms have distinct effects on worm development or muscle function. To do so, we made endogenous genome edits to either force exon inclusion (INC) or exon skipping (SKIP) (Fig. S6H). Loss-of-function *tnt-3* mutants and INC mutants exhibit fecundity defects, while SKIP mutants are indistinguishable from wild-type (Fig. 7K). Likewise, *tnt-3* loss-of-function mutants display defects in pharyngeal pumping that are again comparable with the INC mutants, while the SKIP mutants display only mild defects (Fig. 7L). In contrast, locomotory assays reveal INC mutants to be hyperactive, while SKIP and loss-of-function mutants are both modestly hypoactive (Fig. 7M). Finally, we performed pharmacological assays measuring paralysis kinetics following exposure to levamisole, an agonist of muscular acetylcholine receptors that causes excessive muscle depolarization and eventual paralysis^76^. We find that SKIP mutants are hypersensitive to levamisole, while the INC and loss-of-function mutants are resistant, indicating that the two *tnt-3* isoforms induce opposing dynamics of muscle activity (Fig. 7N). These results indicate that each of the dual-coding *tnt-3* isoforms possesses a unique function, and that both together are required for proper coordination of muscle contraction and excitability.

### Human transcriptomes harbor thousands of non-triplet alternative splicing events

To test whether our observations on *C. elegans* non-triplets apply to human transcriptomes as well, we analyzed RNA-Seq from a recent high-efficiency auxin-induced degron knockdown of UPF1 in HCT116 colorectal cancer cells^77^. Using our same bioinformatic pipeline (see Fig. 1), we found broadly similar patterns of non-triplet alternative splicing, with a few modifications (Supplementary Data 5). First, the total number of alternative splicing events is much higher in humans (Figs. 8A, 1B, C), in agreement with previous observations^78^. Second, the fraction of splicing events that are non-triplet is much higher in humans (61%), closely matching a previous report in lymphoblastoid cell line^15^ (Figs. 8B, 1D, F). Third, we identified a number of NMD sensitive non-triplet mutually exclusive splicing events in human (Fig S7A) but not worm (Fig. 1E, G) transcriptomes.

**Fig. 8:**
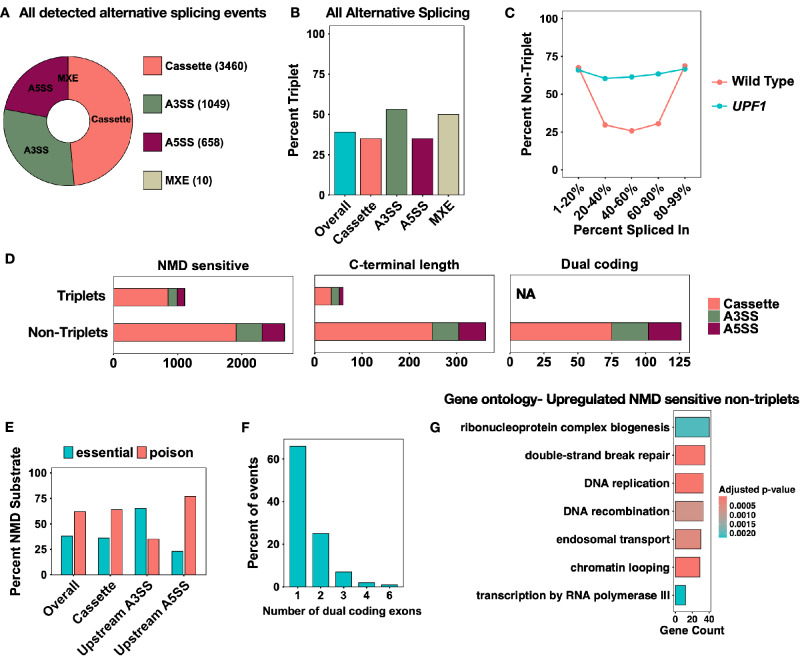
Human transcriptomes harbor thousands of non-triplet alternative splicing events. **A** Pie chart quantifying the distribution of total alternative splicing events (10–90% PSI in either wildtype or Δ|PSI | >10%) in *UPF1* knockdown HCT116 cells identified in four types: cassette, alternative 3’, alternative 5’ splice sites and mutually exclusive exons (MXE). **B** Histogram displaying the proportion of all alternative splicing events that are triplet in nature. **C** Fraction of non-triplet splicing events across PSI (percent spliced in) bins in wild-type vs *UPF1* knockdown cell line, percent non-triplet in 40-60% PSI range is 26% in WT cells compared to 61% in the NMD mutant cell line (**D**) Stacked histogram displaying the proportion of each outcome generated by triplet and non-triplet alternative splicing. **E** Histogram quantifying the contribution of essential and poison categories in cassette exons, upstream alternative 3’ and 5’ splice sites in generating NMD substrates (a subset of NMD sensitive cases whose alternative splicing changes the stop codon position identified from our computational pipeline). **F** Histogram indicating the proportion of dual coding exons. **G** Gene enrichment analysis of upregulated (log_2_FoldChange > 0.50, p-adjusted <0.05) NMD sensitive non-triplet category, statistics were calculated using hypergeometric test (equivalent to a one-sided Fisher’s exact test), Benjamini Hochberg correction was applied to control the false discovery rate (FDR) for multiple comparisons, adjusted *p* values < 0.05 were considered significant.

Similarities between worm and human transcriptomes include the observation that de novo levels (without NMD) of non-triplet alternative splicing are substantially higher than the steady-state levels of alternative splicing (Figs. 8C, 2B, and S2E), and this is even more pronounced in the human data (Fig. 8C). Likewise, the relative abundance of the different functional outcomes of non-triplet splicing is similar between the worm and human data (Figs. 8D, S7B, 2A, and S2A). In humans, this amounts to thousands of NMD sensitive non-triplet splicing events, and hundreds of alternative C-terminal and dual-coding isoforms.

Additional similarities include the large fraction of essential exons, in addition to their better-known counterpart poison exons (Fig. 8E, and S7C), as well as similarities in the metrics of dual coding exons (Figs. 8F, 7B). As in worms, gene ontology terms for NMD-sensitive non-triplet splicing are enriched in RNA-related processes, while the other categories of splicing yield distinct and non-overlapping ontology terms (Fig. 8G, S7D–E). Broadly speaking, therefore, the molecular outcomes for alternative non-triplets are similar between worms and transcriptomes, but even more abundant in human transcriptomes, both in terms of total quantity and in terms of proportion of all alternative splicing events. Taken together, these results indicate that non-triplet alternative splicing is broadly used to regulate gene expression and generate protein-coding diversity across metazoan transcriptomes.

## DISCUSSION

Here we demonstrate that non-triplet alternative splicing is abundant, strictly regulated, and functionally important for *C. elegans* development and health. This is in contrast with earlier studies, which often consider such splicing to be evidence of noise, errors^15^, or non-functional splicing^79,80^. We categorize non-triplet splicing into three groups based on their molecular effects: NMD-sensitive splicing, alternative C-terminal lengths, and dual coding isoforms – and identify dozens to hundreds of such splicing events in each category. These numbers are surely underestimates: first, because of the conservative thresholds used to classify alternative splicing (requiring 10-90% inclusion); second, because our whole-animal transcriptomes likely miss events with highly tissue-specific or cell-specific splicing patterns. This notion is supported by comparing whole-animal data (684 non-triplets detected) with neuron-specific data (Fig. 5C) where 888 non-triplets are detected.

Analysis of human transcriptomes reveals similar patterns of non-triplet splicing, but to an even greater degree, with thousands of NMD-sensitive isoforms and hundreds of alternative C-terminal and dual-coding isoforms. Relative abundances of molecular categories are similar between worm and human, but the overall number is much higher (6-fold) in the human transcriptome. As with the worm data, these are likely underestimates given that the data come from a single cancer cell line.

Substantial work has been performed on frame preserving stop codon-containing poison exons that trigger NMD^25^. We find that many more NMD substrates are collectively generated by non-triplet essential exons, alternative 3’ splice sites, and alternative 5’ splice sites. This substantially increases the scope of the poison/essential splicing phenomenon and highlights additional alternative splicing mechanisms that can be leveraged for splicing/NMD control of gene expression. We demonstrate that essential non-triplet exons, much like canonical poison exons, confer autoregulatory feedback to control splicing factor levels, and that this autoregulation is essential for organismal fitness and development. Together these findings expand the scope and impact of the exciting field of splicing factor autoregulation^59–61,81^.

We also identify many non-triplet alternative splicing events that do not cause NMD but rather generate C-terminal protein coding differences. This occurs by the alternative reading frame producing a shorter protein coding region (alternative C-terminal length) or a substantial stretch of re-coded nucleotides (dual coding isoforms). Our systematic sequencing and bioinformatic approaches reveal that these splicing categories are abundant and are regulated in much the same way as their better-studied triplet counterparts. A striking example is found in the gene *tnt-3*, which harbors an alternative non-triplet microexon. While the exon itself encodes only 9 amino acids, its splicing dictates the selection of 83 amino acids in the downstream dual-coding region. Both isoforms are functionally important, as forcing exon inclusion causes hyperactive muscle activity, while exon skipping causes hypoactive muscle activity. This functional example aligns with existing examples of isoform-specific functions for C-terminal length^17,82^ and dual-coding isoforms^21,27,28,83^ generated by non-triplet alternative splicing. Together with our global analysis of NMD-resistant non-triplets, these examples suggest an even broader role for alternative splicing in shaping the protein-coding transcriptome.

The extent to which alternative splicing is functionally important to an organism versus a result of noise or splicing errors is an important question and matter of ongoing debate^79,84–86^. One point often considered in favor of the noise/error hypothesis is non-triplet splicing that leads to reading-frame shifts and often causes premature stop codons and NMD^12^. We provide evidence that this is an oversimplification: non-triplet alternative splicing often yields stable isoforms that are strictly regulated and functionally important to the organism. Even those that are unstable and NMD-sensitive can provide important functional regulation of gene expression^85^. In the case of *fubl-1*, ~80% of the de novo spliced transcripts are of the NMD-sensitive unproductive isoform and forcing only the productive isoform to be produced causes defects in organismal fitness, development, and fertility. Together these results reveal an even more diverse and heterogenous suite of roles for alternative splicing, including the generation of poison/essential exons and splice sites, proteins with variable C-terminal lengths, and proteins with re-coded amino acid sequences.

## METHODS

### *C. elegans* strain maintenance

*C. elegans* were maintained by standard techniques^87^ on NGM agar plates seeded with OP50 *E.coli*.

### Strains used

ADN1542 (PHX7865 *fubl-1a(syb7865)* null mutation – small 139 bp deletion, chrV:10,237,409-10,237,547), ADN1249 (PHX5655 *fubl-1(syb5655)* forced inclusion → in-frame), ADN1250 (PHX5667, *fubl-1(syb5667)*, forced skipping → out-of-frame), and ADN00001753 (PHX7883 *fubl-3b(syb7883)* null mutation - 149 bp deletion, chrX:17,435,745-17,435,893). *smg-1* (TR1331), *smg-2* (CB4043), ADN1743 (Ex[*rgef-1::dhhc-4* splicing reporter]), ADN1742 (Ex[*myo-2::tnt-3* splicing reporter]), Ex[*tnt-3::myo-3* splicing reporter], ADN1717 (AN130, PHX9050 *tnt-3(syb9050)*, forced microexon skipping), ADN1711 (AN129, *tnt-3(syb8820)*, forced non-triplet microexon inclusion), ADN1691 (*tnt-3* transgene balanced by *prp-40/elt-1*), *tnt-3(ok1011)* loss-of-function mutant, ADN1692 (*fubl-1; fubl-3* double mutant), ADN00001687 (Ex[*rgef-1::fubl-1* splicing reporter]), ADN1689 (*rgef-1::fubl-3* splicing reporter]).

### RNA-Seq and raw data processing

Total RNA was extracted from synchronized L4-stage larvae using Trizol. Three biological replicates were extracted per genotype, and mRNA was purified from each using NEBNext® Poly(A) mRNA Magnetic Isolation Module. cDNA libraries were prepared using NEBNext® Ultra™ II RNA Library Prep Kit for Illumina. Paired end 150 bp reads were generated on an Illumina HiSeq 2000. Reads were then mapped to the worm genome using STAR version 2.5.3a^88^. Differential gene expression was determined by DESeq2^36^ (1.36.0) and alternative splicing was analyzed by JUM (2.0.2^35^),requiring a minimum of five junction-spanning reads per event. Splicing events with BH adjusted P values < 0.05 were considered statistically significant. Events were classified as alternative if either the wild-type PSI ranged between 10–90% or if a significant splicing change was observed in NMD mutant samples (ΔPSI | > 10%). Events were further categorized as NMD-sensitive or NMD-resistant based on an absolute ΔPSI threshold of 10%. For alternative 3′ splice site (A3SS) and alternative 5′ splice site (A5SS) events, PSI values were assigned to the splice site that is upstream in genomic coordinates irrespective of the strand orientation. For all event types, the genomic coordinates of the alternatively spliced region were identified, and events were classified as triplet or non-triplet depending on whether the length of the alternative region was divisible by three. In addition to JUM, aligned BAM files were analyzed using MAJIQ^89^ and VOILA v2.5.7. For cassette exon events, only non-complex local splicing variation (LSV) events were retained for downstream analysis. Events with a posterior probability of splicing change > 0.95, as reported by MAJIQ, were considered high-confidence differentially spliced events. Categorization into NMD-sensitive isoforms, alternative C-terminal isoforms, and dual-coding isoforms was done using the computational pipeline described below.

### Bulk RNA-Seq analysis of UPF1 knockdown HCT116 cells

Raw FASTQ files corresponding to UPF1 auxin-inducible degron (AID) cells were downloaded from the European Nucleotide Archive (ENA) under accession Array Express: E-MTAB-13787^77^. 48-hour indole-3-acetic acid (IAA) treatment condition to degrade UPF1 was selected for the analysis. Reads were aligned to the human reference genome (GRCh38, GENCODE release 42 transcript annotations) using STAR^88^ (v2.7.10b) with default parameters, and splice junctions were quantified as described for the *C. elegans* analysis using JUM^35^.

### Gene Ontology

Gene Ontology enrichment analysis was performed using the *clusterProfiler* R package (version 4.16.0)^90^ applying a *p* value cutoff of 0.05 and *q* value cutoff of 0.05 for multiple-testing correction (Benjamini–Hochberg method). To avoid redundancy, GO terms which were subsets of another larger category were removed and the remaining unique terms were used for visualization and reporting.

### Fluorescence microscopy

Zeiss epifluorescence microscope equipped with a CCD camera was used to take images with a 10X and 20X objective. Both wild-type and null mutants were exposed for the same duration to ensure consistency. If a specific region was selected in GFP, the corresponding region in RFP was analyzed to measure their respective intensities. PSI was then calculated using a formula where RFP represents inclusion and GFP represents skipping. Images were processed and analyzed in ImageJ.

### Levamisole assay

30 L-4 animals were transferred to 12 mm unseeded agar plate and 1 ml of 0.4 mM levamisole solution prepared from 100 mM stock solution in 1x M9 was added to the plate so that all animals float freely in the solution. This point was noted as time=0, for every 10 minutes until 60 minutes the number of moving animals were recorded.

### Brood size assay

A single L-4 stage animal was seeded on a NGM plate and incubated at 20 °C. Animals were transferred to a new plate every 24 hour until egg production stopped. The number of eggs in each plate was counted to calculate eggs produced each day. Total Brood size was calculated as the sum of eggs produced each day. Experiment was performed in triplicates.

### Developmental timing assay

For the developmental timing assay, synchronized L1-stage worms of each genotype were plated on NGM plates at 20 °C and cultured for 36 hours. The proportion of worms that reached the L4 stage was then determined by scoring vulval morphology across the plated population, and the results were expressed as the percentage of L4 worms.

### Competition assay

3 L-4 stage animals of each genotype were placed together with wild type on a seeded NGM plate. Worms were allowed to grow, reproduce, and compete for 5 days at 20 °C. For each replicate, 100 worms were randomly scored from a defined plate region and relative fitness value for each genotype was calculated using the formula *F* = (# mutant/# total)/50%. This normalization assumes that wild-type fitness = 1.0 (i.e., 50% of the population in a neutral competition). If a mutant produces fewer offspring (i.e., <50% of total), F < 1.0, indicating reduced fitness. If F > 1.0, the mutant outcompetes the wild type.

### Splicing Reporter

Two color splicing reporters were generated for non-triplet exons in *fubl-1, fubl-3, dhhc-4* and *tnt-3* by synthesizing the flanking exons and introns (Invitrogen) and inserting this region into a dual GFP-RFP cassettef^91,92^ followed by recombination into appropriate promoter constructs.

### Quantitative- PCR

Total RNA was extracted from L4-staged animals using Tri-Reagent followed by purification with the Direct-zol RNA MiniPrep Kit (Zymo Research, Genesee Scientific) according to the manufacturer’s instructions. Complementary DNA (cDNA) was synthesized from 300 ng of total RNA using the Verso cDNA Synthesis Kit (Thermo Fisher Scientific) in a 20 μL reaction volume, following the manufacturer’s protocol. Quantitative PCR was performed using 1 μL of cDNA per reaction with PowerUp SYBR Green Master Mix (Thermo Fisher Scientific). The *act-1* gene was used as a housekeeping control for normalization. Data analysis was done using the ΔCt method (Ct_target − Ct_actin). Statistical significance was assessed using ΔCt values across the three biological replicates.

### RT-PCR

RNA was extracted as from L-4 animals as described above. RT-PCR was performed using the Luna script multiplex one step kit (NEB) according to the manufacture’s protocol.

### Statistics & reproducibility

All statistical tests were performed in R version 4.3.3. Information about the type of statistical test used is mentioned in the figure legends wherever appropriate. Statistical significance was defined as *p  <  0.05, **p  <  0.01, ***p  <  0.001, n.s (not significant). All microscopy experiments were repeated independently at least four times with similar results. The exact number of biological replicates used for quantification is provided in the corresponding figure legends of the splicing reporter quantification plots (Figs. 4K, 4L and 6J). For RT–PCR agarose gel experiments (Figs. 3E, 4F, 4G, 4M, 4N, 6A, 7A, 7I and 7J), representative images are shown. The experiments were repeated independently at least two times with similar results. No statistical method was used to predetermine sample size. No data were excluded from the analyses. The experiments were not randomized. The investigators were not blinded to allocation during experiments and outcome assessment.

### RT-PCR Primers

Oligonucleotides were synthesized by Invitrogen.

**Table:** 

**Gene**	**Sequence 5’- 3’**
*aqp-2 fw*	CGGAGCTGTCGTCGGAATC
*aqp-2 rv*	GGAGGCAGGATGGTAGCATTG
*atg-18 fw*	AGTCAGACACTAGTCGAGCA
*atg-18 rv*	CAGGATCGTCCATATTCGGAAC
*rnf-113 fw*	GTGATTCAAAAGCGACGTCG
*rnf-113 rv*	CGTCAGAGTCGTCAGAATCA
*rsr-1 fw*	ATGAAGTTTGAGCCGCAGT
*rsr-1 rv*	GTATATCGTTGACACGGGCC
*stip-1 fw*	ATACGCAATGAATCCAGGCG
*stip-1 rv*	CATCGTCATCATCGTCGCT
*act-1 fw*	ACGACGAGTCCGGCCCATCC
*act-1 rv*	GAAAGCTGGTGGTGACGATGGTT
*bir-2 fw*	AACATCGCCTGTACTTCCG
*bir-2 rev*	CAGCATACAAAACGGGCAT
*nos-3 fw*	GAGGATCAGGAGGAGGACAACG
*nos-3 rv*	TGTCGTTGGACATCGGTGC
*dhhc-4 fw*	CAACCACGGGATTCGAGC
*dhhc-4 rv*	TACGCCGTCACCGAGT
*tnt-3 fw*	AAGGCTGCTCAGAACGACAAGTTT
*tnt-3 rv*	TCGGTCTCGAGTTTGCATATTCTC
*fubl-3 qpcr_fw*	AACCACACTTCGACGCAG
*fubl-3 qpcr_rv*	AAGGTCTACGTGTGTGCTC
*fubl-1 qpcr_fw*	ACTGCTTCAGCTTTGTCGTG
*fubl-1 q_pcrrv*	ACGACGACACCTACCGTT
*fubl-1 fw*	GGAAGGATTTAACCCGCAGGTAATC
*fubl-1 rv*	CTTGGCGGGAAGCGAATCTGAA
*fubl-3 fw*	ACTCCCTCCTCATCTAACACAC
*fubl-3 rv*	GGACGGCGACTTTGACGATG
*rsp-7 fw*	AACGGCTGGTCAGCG
*rsp-7 rv*	TAAGCCGGTAGTCCGAGC
sfa-1 fw	CCGGGAATGCCAACAATTCTA
sfa-1 rv	CTGTTCCAATTCCTGCCGTTTC
fubl-1 (exon+2) qpcr_fw	AGGATGAGGAATATTCGCTTCCC
fubl-1 (exon+2) qpcr_ rv	TCGGATACTTCTCGTTAACGGC
fubl-1 (exon-2) qpcr_fw	TAACCCGCAGATTCGCTTCCC
fubl-1 (exon-2) qpcr_ rv	TCGGGAATCGGATACTTCTCGTT
tnt-3 inc qpcr_fw	AGGCTGCTCAGAACGACAAG
tnt-3 inc qpcr_rv	GATAATCGTGTACGCTTCGCGTC
tnt-3 skip qpcr_fw	AGAAGGCTGCTCAGAACGACA
tnt-3 skip qpcr_rv	GGAATGCACGCTTCGCGT
par-3 fw	TCATCTGAACGTGCTCCACC
par-3 rv	GGAATTTGTTGATGGTAGGCGAC
hlh-1 fw	TGACGGATTCGGACGAC
hlh-1 rv	AATCTGTCCAAAGAGTTTCGC

### Categorization of alternative splicing molecular effects

*Simulation Code* - The workflow integrates genome annotations, FASTA sequences, and custom scripts to simulate alternatively spliced isoforms^93^.

### Data sources

*Genome Annotation*: WS290 GTF file for *C. elegans*, downloaded from Worm base.

*Genome Sequence*: Raw FASTA file for the *C. elegans* genome from Worm base.

*JUM output*: Processed files from RNA-Seq alternative splicing analysis.

*Coordinate Conversion*: To simulate inclusion or exclusion of alternative cassette exons, the 3’ and 5’ splice site coordinates from JUM (0-based) were converted to 1-based GTF coordinates for compatibility with the annotation file.

*Reference Transcript Selection*: For each gene, the script rt.py identifies the isoform with the widest CDS as the reference transcript. The script status.py determines the status of the alternatively spliced region in the reference transcript: Included: If the splice region overlaps with the CDS of the reference transcript. Skipped: If the splice region does not overlap with the CDS.

*Splicing Simulation and Sequence Extraction*: Using the script simulation.py, the following steps are performed for each reference transcript:

*Exon and CDS Extraction*: Exon and CDS annotations are retrieved from the GTF file. Each exon’s DNA sequence is extracted from the FASTA file.

*Spliced Transcript Construction*: CDS exons are sorted in the order of transcription (5’ to 3’). The spliced transcript is generated by concatenating the CDS exon sequences. If the transcript’s end extends beyond the CDS end (i.e., includes a 3’ UTR), the 3’ UTR sequence is extracted from the genome and appended to the spliced transcript.

*Reference Stop Codon:* Starting from the first ATG (CDS start), the genomic coordinate of the first in-frame stop codon is identified and reported in the sc_ref column.

*Alternative Transcript Construction*: An alternative transcript is generated based on the status of the splice region. If the reference transcript includes the splice region, the alternative transcript excludes it. If the reference transcript skips the splice region, the alternative transcript includes it. The first in-frame stop codon in the alternative transcript is reported in the sc_alt column.

### Calculated metrics

In_frame_sc: Indicates whether the alternative splice region contains an in-frame stop codon (YES or NO).

Exon Junction: Defined as the start coordinate of the last annotated exon (cassette and 5’ splice site) and as end coordinate of the penultimate exon (alternative 3’ splice site). 25 Nucleotides upstream of this coordinate location was considered as the site for Exon Junction Complex deposition^85^.

Distance_sc_ref: The nucleotide distance in the spliced reference transcript between the exon junction and the sc_ref stop codon.

Distance_sc_alt: The nucleotide distance between the exon junction and the sc_alt stop codon. Positive values indicate the stop codon is upstream of the junction; negative values indicate it is downstream.

Exon_after_sc_alt: Number of exons downstream of the sc_alt stop codon in the alternative transcript, excluding the exon containing the stop codon.

Exon_after_end: Number of exons downstream of the splice region’s end coordinate in the reference transcript.

Recoded_exons: Number of coding exons between the splice region’s end coordinate and the sc_alt stop codon, including the exon containing the stop codon.

Ntd_recoded_ref: Number of nucleotides between the splice region’s start coordinate and the sc_ref stop codon.

Ntds_altv_rec: Number of nucleotides between the splice region’s start coordinate and the sc_alt stop codon.

Dual_coding: Number of nucleotides common to both reference and alternative transcripts (i.e., between the splice region’s end coordinate and the sc_alt stop codon).

End_UTR: Genomic coordinate of the last nucleotide of the last annotated exon.

Dist_ref_UTR: Length of the 3’ UTR in the reference transcript (distance from sc_ref to end_UTR).

Dist_alt_UTR: Length of the 3’ UTR in the alternative transcript (distance from sc_alt to end_UTR).

#### Filtering invalid cases

To ensure that only cleanly mappable and biologically interpretable alternative splicing events were analyzed, stringent quality filters were applied. Events exhibiting > 10% ΔPSI but were statistically insignificant were excluded from further analysis. Splice regions were excluded from downstream analyses if they fell outside the annotated coding sequence (CDS) of the reference transcript, overlapped multiple CDS exons, or belonged to genes lacking a defined reference isoform. For cassette-type events, alternate exons containing an in-frame ATG corresponding to the first exon of an alternate transcript were also excluded. First exons were identified using a custom Python script (*first_exons.py*) and further assessed for upstream and downstream RNA-seq read support. Alternative 3′ and 5′ splice-site (A3SS and A5SS) events with length exceeding 120 nucleotides were removed to avoid mis-categorization of first/last exons as alternative 5’/3’ splice sites. Finally, technically invalid or unresolvable cases, including transcripts lacking a stop codon, were excluded and logged in *error.tsv*.

#### Output

The final output is a TSV file containing the processed splicing events with all calculated metrics, alongside separate TSV files for excluded cases. In addition, a separate directory containing the alternative sequence and the simulated region is generated.

### Disorder scores

Dual coding isoforms and *dhhc-4* **-**Both the reference and alternative sequences obtained from our simulation pipeline were translated into proteins. To identify unique residues resulting from the frameshift, the sequences were compared and the divergent regions specific to each isoform were extracted starting from the first differing amino acid. AIUPred^94^ (version 2.x) was run with GPU acceleration and default smoothing parameters to calculate per-residue disorder scores for the sequences in both the reference and alternate isoforms. Percent disorder was defined as the proportion of residues with a score greater than 0.5.

### Mutually exclusive exons

Dataset from Wolfe et al.^67^. was combined with our RNA-Seq data to obtain a comprehensive list of frame preserving mutually exclusive exons with their coordinates. With modification to our previous script, the script mxe.py determines status of the mutually exclusive exons in the reference transcript as either included or skipped. An alternate transcript sequence was then constructed, reversing the status of the reference transcript. Both the transcripts were translated into a protein sequence with codons mapped to their corresponding exons to identify the protein residues encoded by the mutually exclusive exon. AIUPred (version 2.x) was run with GPU acceleration and default smoothing parameters to calculate the per residue scores for the mutually exclusive amino acid sequence for both reference and alternate sequence. Percent disorder denotes the percentage of amino acid residues with a score above 0.5.

### Uniqueness score

Values were obtained from the Wolfe et al.^67^ uniqueness index with one modification: scores were normalized to the total number of cells in which the splicing event is detectable, such that the uniqueness value reported here is a measure of the degree of uniqueness per represented cell.

### ELM analysis

Short Linear Motifs (SLiMs) were identified using the ELM database^95^ via the command-line tool gget. Isoform FASTA sequences were queried with *gget elm*. Motif annotations retrieved in CSV format were analyzed to get enrichment terms.

### Phylogenetic conservation analysis

PhyloP conservation scores are computed for ce11 phyloP 26-way multiple species alignment (*ce11.phyloP26way*), which measures nucleotide-level evolutionary conservation across 26 nematode species. Scores were extracted using bigWigSummary, sampling one value per base across the alternative region. Positions lacking phyloP coverage were excluded, and the mean phyloP score across all valid nucleotides within the region was calculated to obtain an event-level conservation score.

For Fig. 7C, dual-coding regions were identified by comparing coding sequence (CDS) between reference and alternatively spliced transcript isoforms. For each nucleotide position within the alternative region, codon positions were computed for both isoforms. Shared dual-frame positions were defined as nucleotides that remained within the CDS in both isoforms but occupied different codon positions across reading frames. Wobble positions were defined as third codon positions in the reference frame. For each event, a length-matched single-coding control region was selected from the same CDS, upstream or downstream of the alternative region in a strand-aware manner, excluding overlap with dual-coding positions. Phylogenetic conservation of dual-coding and control single coding regions was assessed using nucleotide-level phyloP scores, with both per-base and region-level summaries used for downstream analyses.

### Reporting summary

Further information on research design is available in the Nature Portfolio Reporting Summary linked to this article.

## Supplementary information

Supplementary Information

Description of Additional Supplementary Files

Supplementary Data 1

Supplementary Data 2

Supplementary Data 3

Supplementary Data 4

Supplementary Data 5

Reporting Summary

Transparent Peer Review file

## Source data

Source Data

## Data Availability

The RNA-Seq data generated in this study have been deposited in the NCBI GEO database under accession code GSE313026 (https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE101099). The human RNA-Seq data re-analyzed for this study have been deposited in the European Nucleotide Archive under the accession code E-MTAB-13787. Source data are provided with this paper.

## Code availability

All the python and R scripts used for simulating alternative transcripts, processing JUM can be accessed publicly from the github repository (https://github.com/shameerudeen/Non-Triplet-splicing) and archived on Zenodo^93^ (10.5281/zenodo.19042709).

# Supplementary material for: Pervasive non-triplet alternative splicing drives functional isoform diversity
**Source:** Nat Commun. 2026 Apr 10;17:5112. doi: 10.1038/s41467-026-71615-5
**Supplement:** Supplementary file 1 — Supplementary Information

Supplementary information:

Pervasive non-triplet alternative splicing drives functional isoform diversity

Shameerudeen Athavudeen^{1,2}, Neethu Issac^{3,4}, Adam Norris^{1,2,5*}

Containing:

Figures S1-7

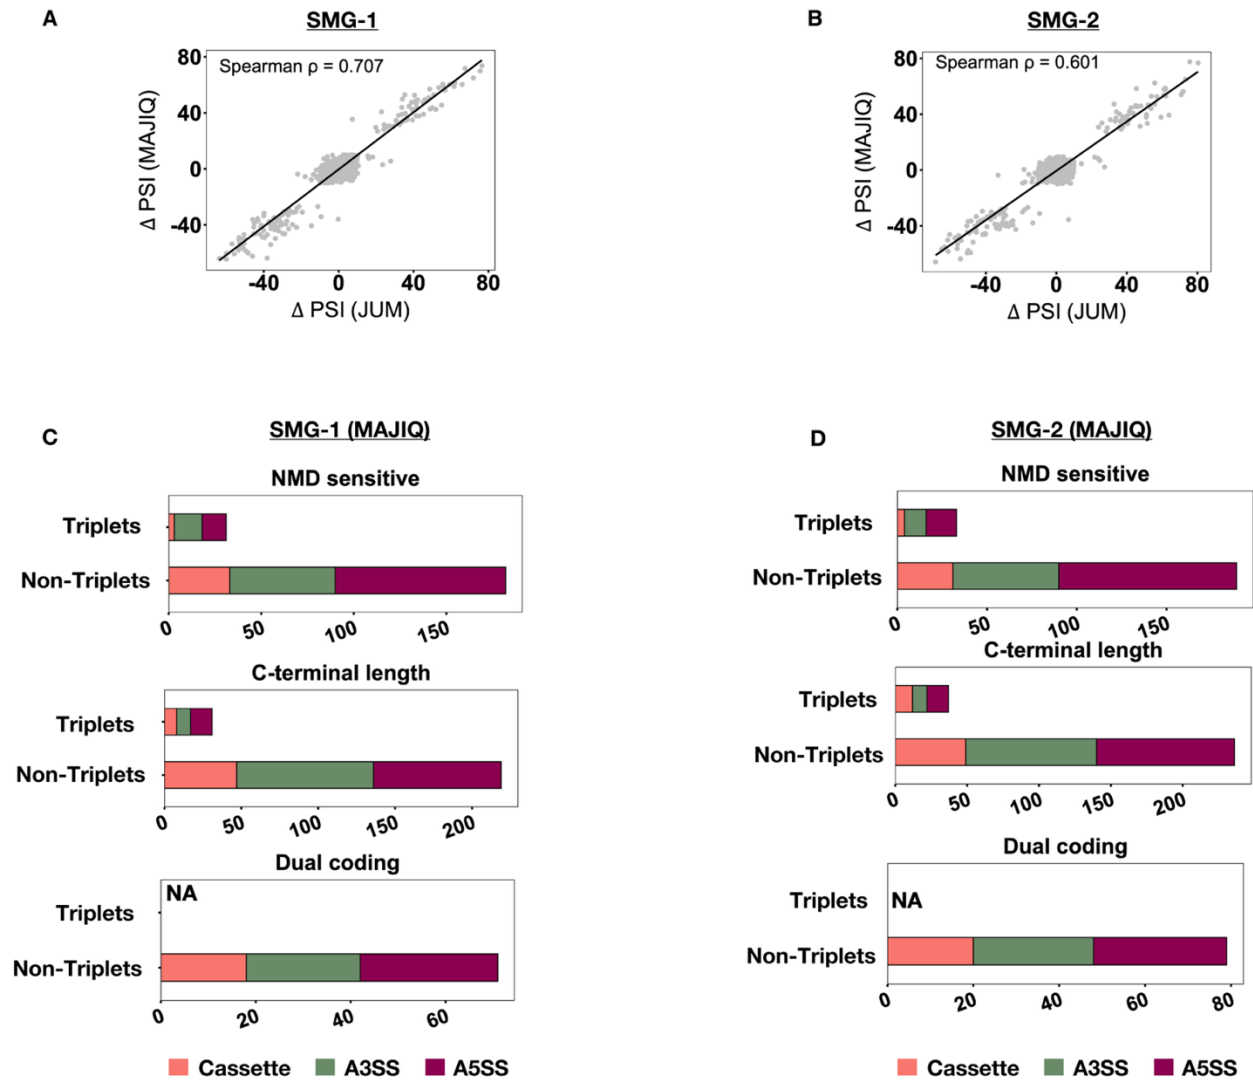

Figure S1: Concordance of splicing changes detected by JUM and MAJIQ. (A-B) Δ PSI correlation plot for the common alternative splicing events identified using JUM and MAJIQ for smg-1 and smg-2 respectively. (C) Molecular categorization of non-triplet splicing outcomes into NMD sensitive, alternative C-terminal length and dual coding isoforms for the events detected by MAJIQ in smg-1 for comparison with JUM refer Fig.2A. (D) Categorization for smg-2, for comparison with JUM refer Fig.S2A

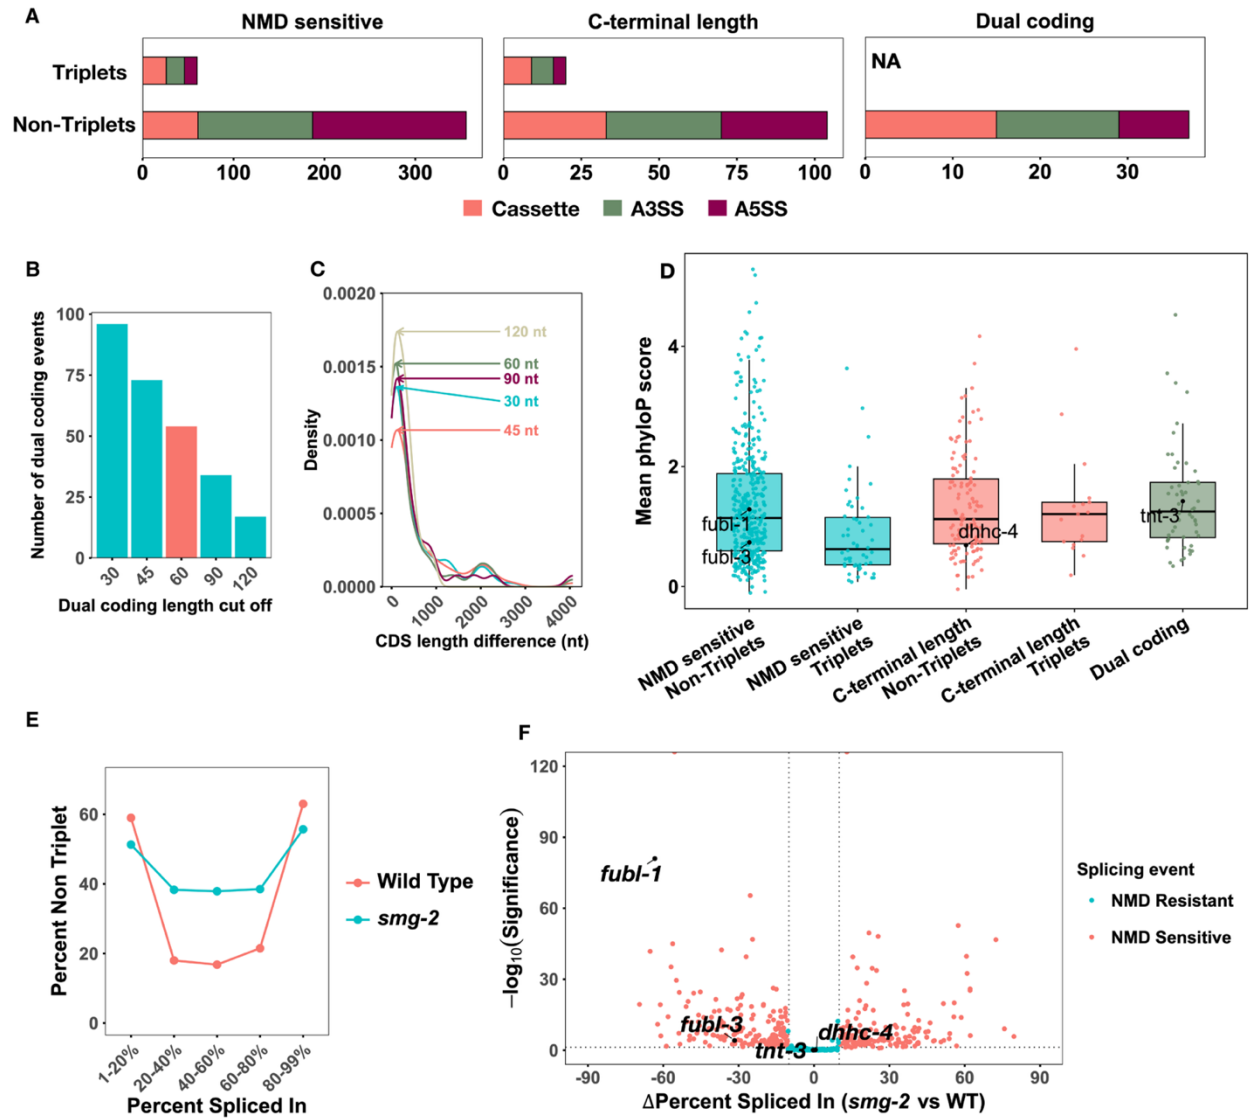

Figure S2: Molecular outcomes of non-triplet splicing. (A) Molecular categorization of non-triplet alternative splicing events identified in *smg-2* mutants into NMD-sensitive, alternative C-terminal length, and dual-coding isoforms, analogous to the classification shown for *smg-1* in Fig. 2A. (B) Number of dual coding events across different dual coding cutoff lengths for *smg-1*. (C) Distribution of CDS length difference between the two dual coding isoforms based on the cutoffs in B. (D) Distribution of mean phyloP conservation scores for the three outcomes defined in Fig. 2A. The center line in the box plots show the median, with the bounds of the box representing the 25th and 75th percentiles (interquartile range). Whiskers extend to the minimum and maximum values within $1.5 \times$ the interquartile range, points beyond the whiskers represent outliers. (E) Distribution of non-triplet alternative splicing events across PSI bins in wild-type and *smg-2*, demonstrating increased representation of non-triplet events at intermediate PSI values. (F) Examples of non-triplet alternative splicing events exhibiting large Δ PSI values between wild-type and *smg-2*, consistent with efficient degradation of one isoform by nonsense-mediated decay.

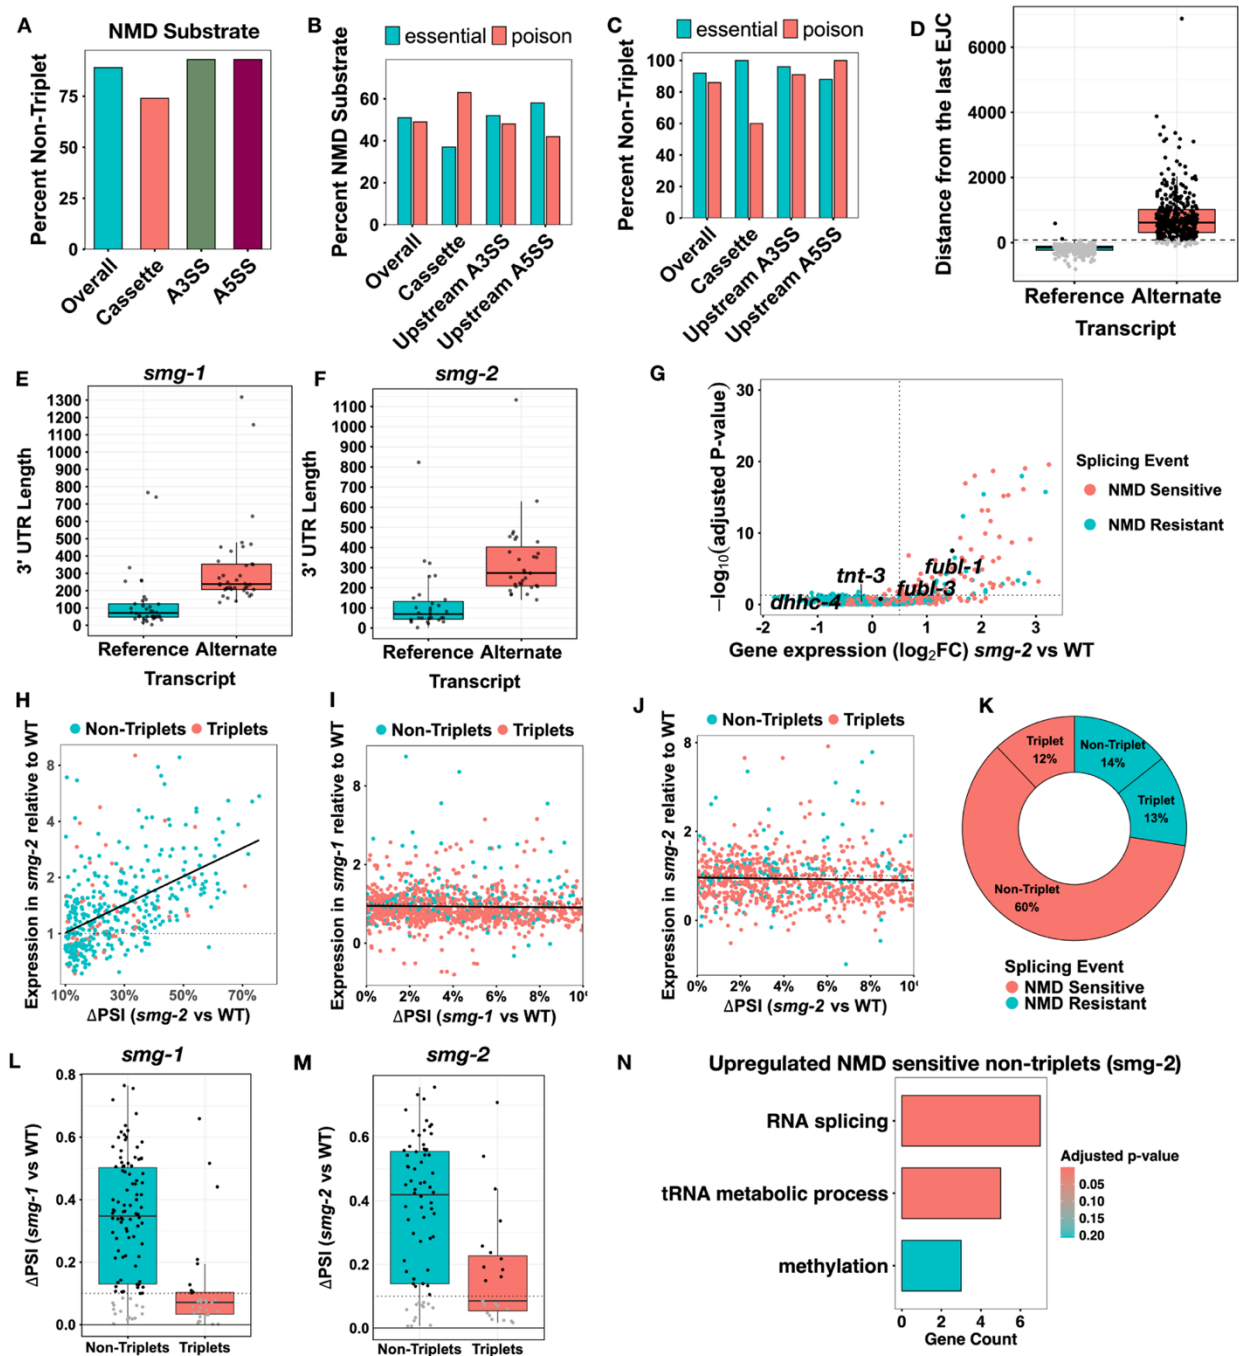

Figure S3: Non triplet splicing coupled with NMD affects transcript abundance. (A) Histogram showing the proportion of non-triplets among the NMD substrates in *smg-2*. (B) Histogram quantifying the contribution of essential and poison exons, Upstream alternative 3' and 5' splice sites in generating NMD substrates in *smg-2*. (C) Proportion of non-triplets among essential and poison exons, alternative 3' and 5' splice sites in *smg-2*. (D) Box plot depicting the distance between the stop codon and last exon junction complex for the reference and alternate transcript in *smg-2* for the non-triplets NMD sensitive category. Box plot of the 3'UTR length for reference and alternate transcript which are non-triplet NMD sensitive but violate the 55-nucleotide rule in *smg-1* (E) and *smg-2* (F). (G) Volcano plot of significant differentially expressed and alternatively spliced genes in *smg-2*. (H) Scatter plot showing correlation between change in PSI and expression in *smg-2* relative to wild type for NMD sensitive group. (I) Scatter plot showing correlation between change in PSI and expression in *smg-1* relative to wild type for NMD resistant group

(spearman correlation = -0.059). (J) Scatter plot showing correlation between change in PSI and expression in *smg-2* relative to wild type for NMD resistant group (spearman correlation = -0.078). (K) Distribution of significantly upregulated expressed genes among NMD resistant and sensitive categories in *smg-2*. (L) Box plot for the distribution of change in PSI among triplets and non-triplets in *smg-1* and *smg-2* (M). (N) Gene enrichment analysis of non-triplet upregulated NMD sensitive genes in *smg-2*, statistics were calculated using hypergeometric test (equivalent to a one-sided Fisher's exact test), Benjamini Hochberg correction was applied to control the false discovery rate (FDR) for multiple comparisons, adjusted p-values < 0.05 were considered significant. The center line in the box plots (Figure D, E, F, L and M) show the median, with the bounds of the box representing the 25th and 75th percentiles (interquartile range). Whiskers extend to the minimum and maximum values within 1.5 × the interquartile range, points beyond the whiskers represent outliers.

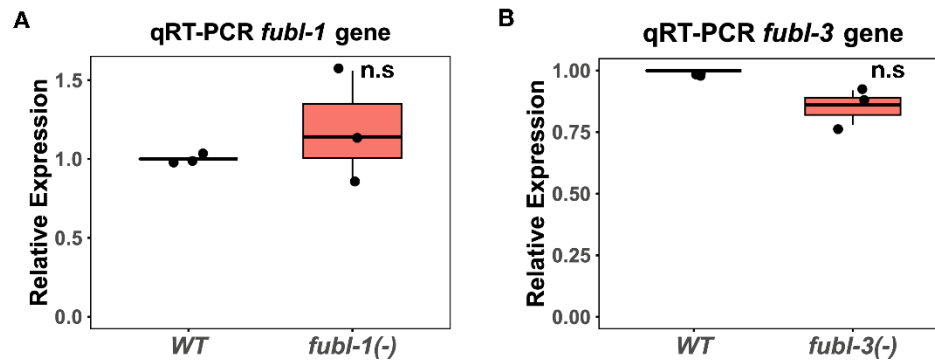

Figure S4: Expression of *fubl-1* and *fubl-3* in loss-of-function backgrounds. (A) Expression levels (in fold change) of *fubl-1* measured by quantitative RT–PCR in *fubl-1* loss-of-function mutants relative to wild type. (B) Expression levels of *fubl-3* measured by quantitative RT–PCR in *fubl-3* loss-of-function mutants relative to wildtype. n.s (not significant) two sided paired t-test was performed. The center line in the box plots show the median, with the bounds of the box representing the 25th and 75th percentiles (interquartile range). Whiskers extend to the minimum and maximum values within 1.5 × the interquartile range, points beyond the whiskers represent outliers.

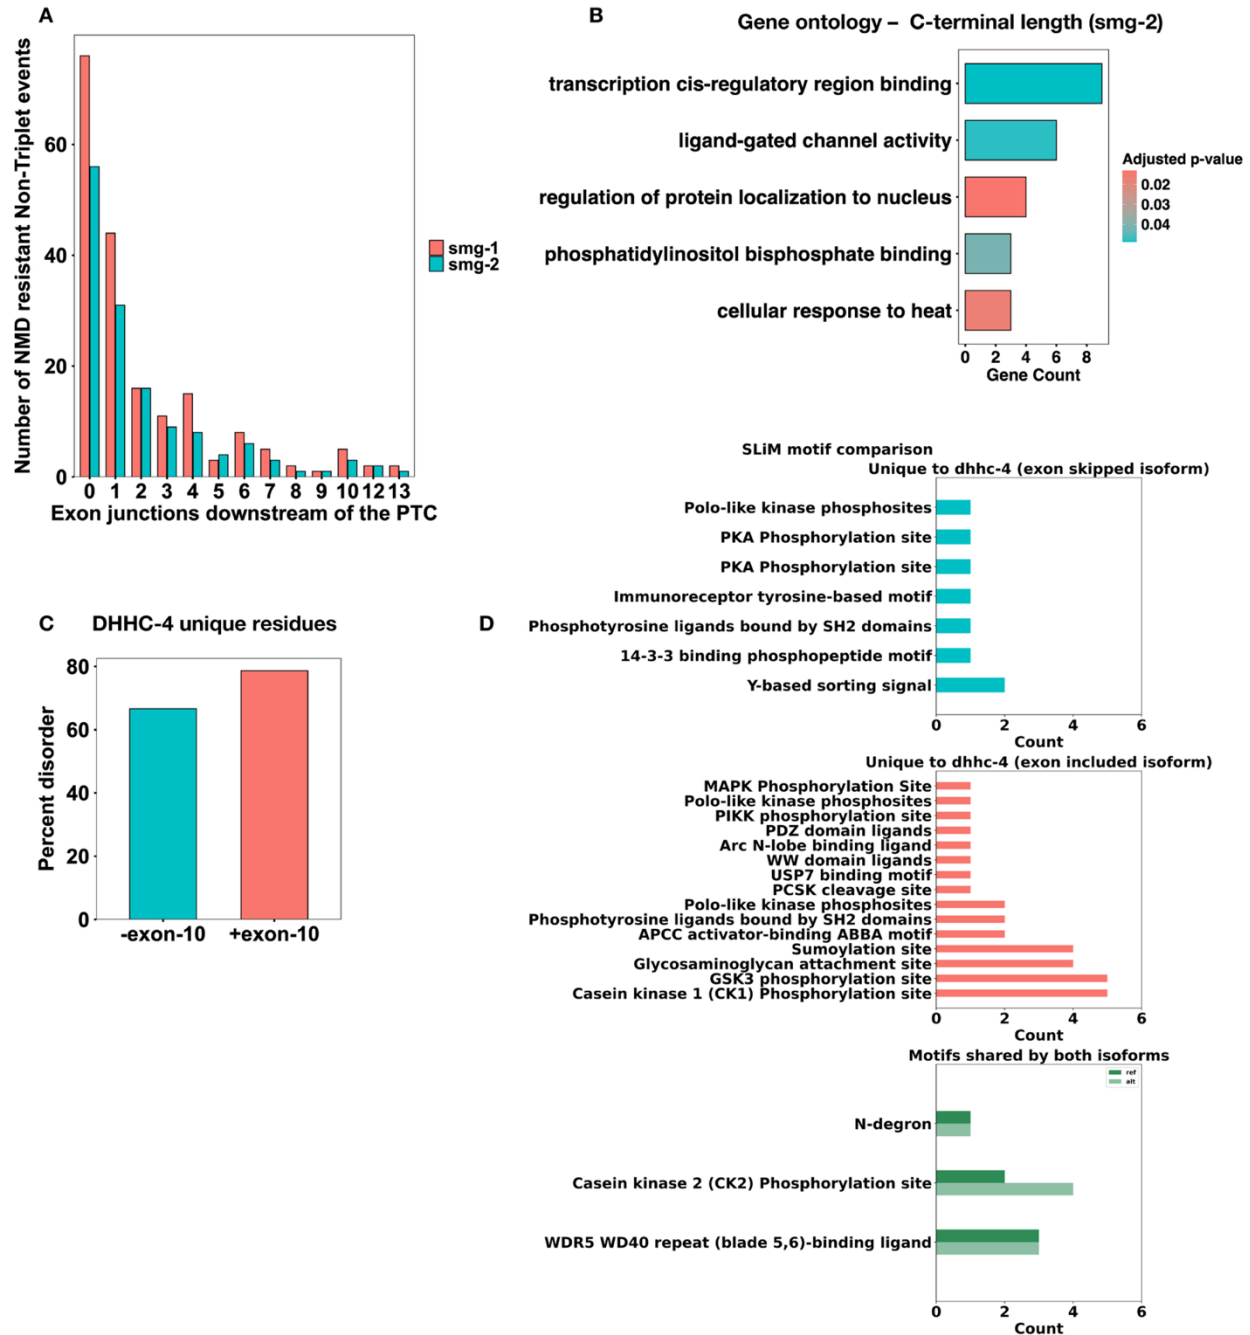

Figure S5: NMD resistant alternative splicing of non-triplets diversifies the transcriptome by shifting the reading frame. (A) Histogram of NMD resistant events plotted against number of exon junctions located downstream of the Premature Termination Codon in *smg-1* and *smg-2*. (B) Gene ontology analysis for the C-terminal length category in *smg-2*, statistics were calculated using hypergeometric test (equivalent to a one-sided Fisher's exact test), Benjamini Hochberg correction was applied to control the false discovery rate (FDR) for multiple comparisons, adjusted p-values < 0.05 were considered significant. (C) AIUPred predicted disorder scores for the unique amino acid residues in exon-10 skipped and included versions of DHHC-4 protein. (D) Eukaryotic Linear Motif (ELM) SLiM analysis for the unique C terminal residues of the DHHC-4 exon included and skipped isoform.

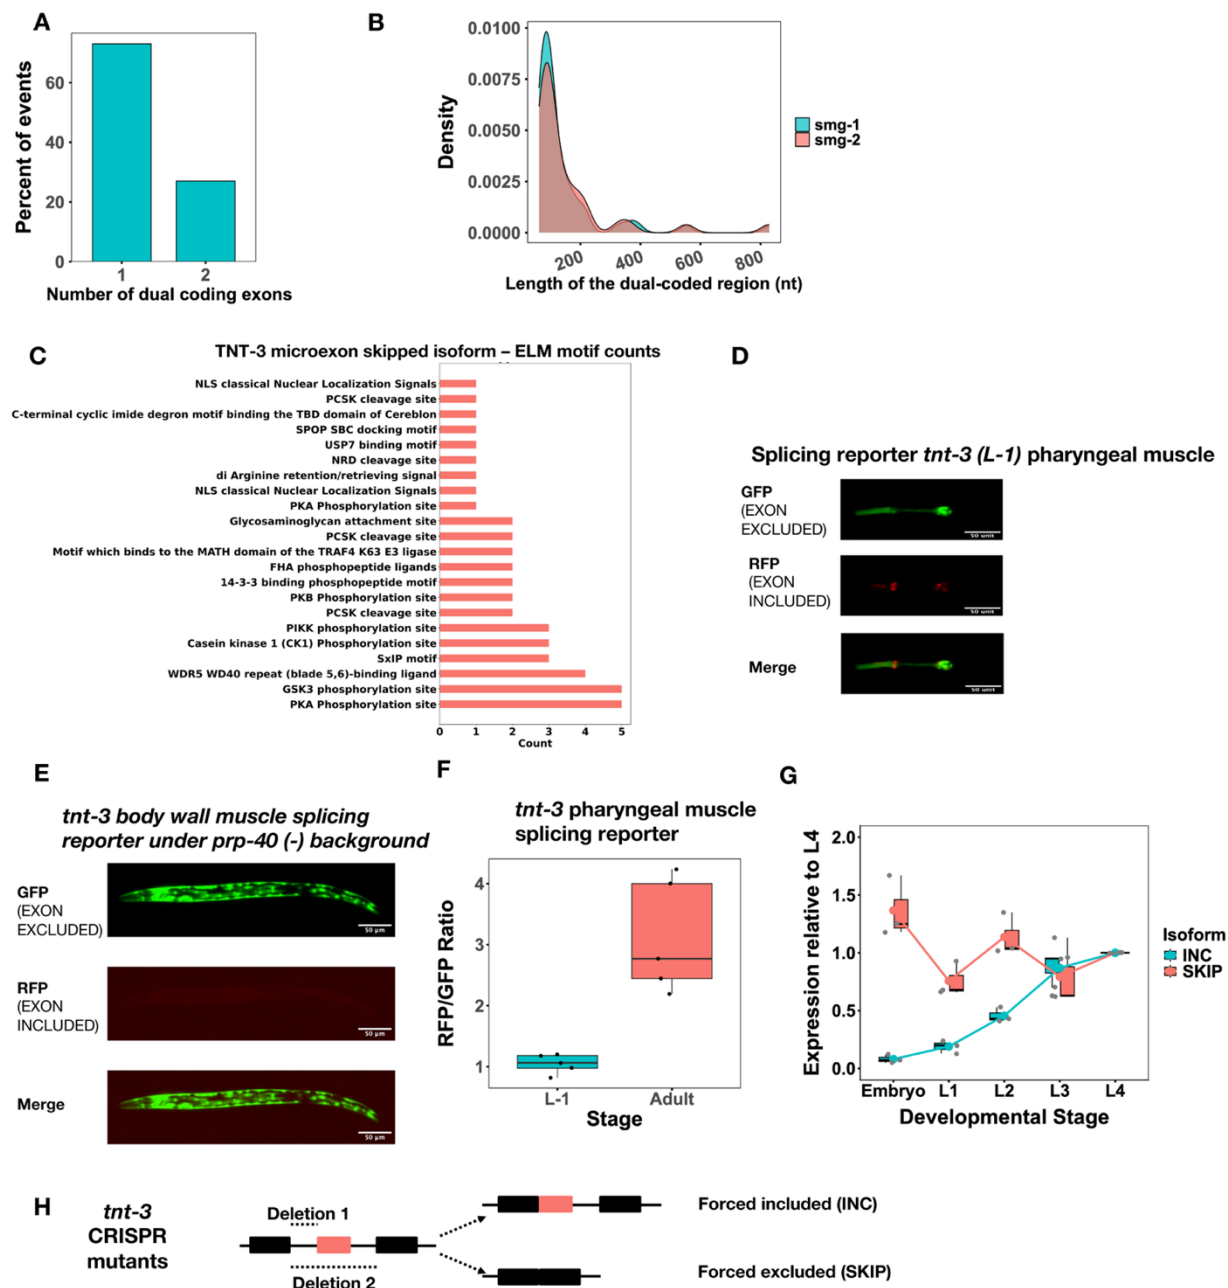

Figure S6: Non triplet alternative splicing gives rises to dual coding isoforms. (A) Histogram for the number of dual coding exons in *smg-2*. (B) Density plot of the dual coded region length in *smg-1* and *smg-2*. (C) ELM SLiM motif analysis for the unique frameshifted residues of the TNT-3 microexon included isoform. (D) Splicing reporter images for the *tnt-3* microexon skipped and included minigenes under the *myo-2* pharyngeal muscle promoter (scale bar = 50 μ m), representative image shown from five independent experiments with similar results. (E) Splicing reporter images for the *tnt-3* microexon under the *myo-3* body wall muscle promoter in *prp-40* null background (scale bar = 50 μ m), representative image shown from three independent experiments with similar results, refer Figure 7H for wild type image. (F) Quantification of the RFP/GFP ratio (expressed as Percent spliced in) from the splicing reporter expressed in *myo-2* pharyngeal muscles of L1 larvae and adult animals (n = 5 worms in each stage), The center line in the box

plots show the median, with the bounds of the box representing the 25th and 75th percentiles (interquartile range). Whiskers extend to the minimum and maximum values within $1.5 \times$ the interquartile range, points beyond the whiskers represent outliers (G) Isoform specific qRT-PCR for the *tnt-3* skipped (SKIP) and included transcript (INC) in wild type worms across various stages of development, expression was normalized to the corresponding L4 level for each isoform. Three independent biological replicates were analyzed per stage per isoform ($n = 3$). Points represent individual replicates; lines connect mean values across stages. (I) Generation of CRISPR *tnt-3* forced included (INC) and forced skipped (SKIP) mutant.

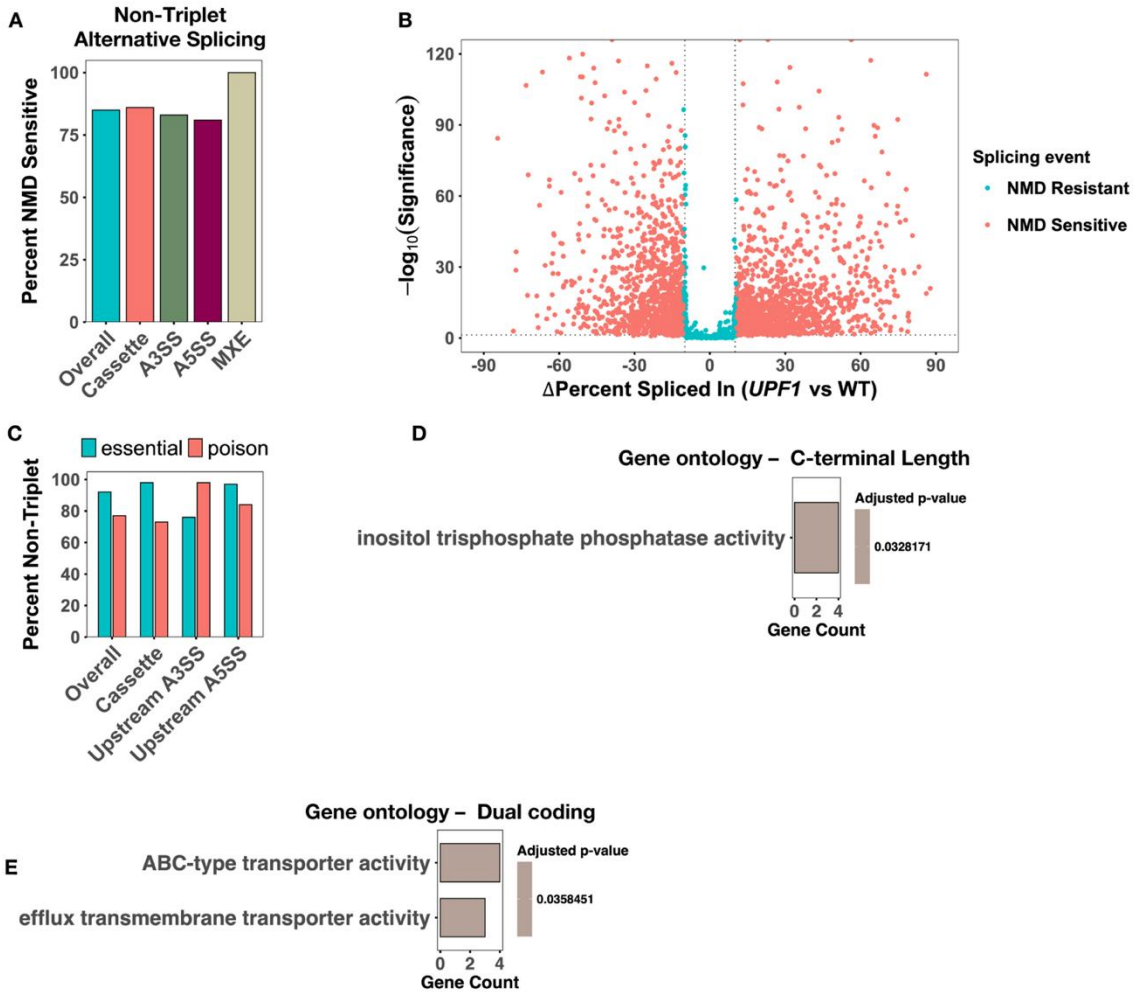

Figure S7: Non-triplet splicing outcomes in human transcriptome. (A) Histogram quantifying percentage of non-triplet alternative splicing events that are NMD sensitive ($>|10\%|$ change in PSI between wild type and *UPF1* knockdown cell line). (B) Volcano plot of non-triplet alternatively spliced genes between wild-type and *UPF1 KD*, Negative and positive change in PSI values represent exon skipping and inclusion in *UPF1 KD* relative to wild type respectively, color coding is based on the NMD sensitivity of the splicing event. (C) Proportion of non-triplet essential and poison exons, upstream 3' and 5' splice sites among NMD substrates (a subset of NMD sensitive cases whose alternative splicing changes the stop codon position identified from our computational pipeline). (D) Gene ontology for the alternative C-terminal length category. (E) Gene ontology for the dual coding category, for D and E statistics were calculated using hypergeometric test (equivalent to a one-sided Fisher's exact test), Benjamini Hochberg correction was applied to control the false discovery rate (FDR) for multiple comparisons, adjusted p-values < 0.05 were considered significant.

# Supplementary material for: Pervasive non-triplet alternative splicing drives functional isoform diversity
**Source:** Nat Commun. 2026 Apr 10;17:5112. doi: 10.1038/s41467-026-71615-5
**Supplement:** Supplementary file 2 — Description of Additional Supplementary Files

Description of Additional Supplementary Files

Supplementary Data 1. The robustness of cfDNA fragmentomics in relation to gene expressions in blood and placental tissues at different sequencing depths.

Supplementary Data 2. The number of genes in eight groups.

Supplementary Data 3. The summary of whole-genome sequencing data for plasma cfDNA.

Supplementary Data 4. The enrichment of pathways, biological processes and human gene-disease associations on a gene set with differential TSS coverages between early-onset PE pregnancies and controls. P-values for functional enrichment were calculated using the accumulative hypergeometric test in Metascape. Q-values were adjusted using the Benjamini-Hochberg (BH) method for multiple comparisons.

Supplementary Data 5. The enrichment of pathways, biological processes and human gene-disease associations on a gene set with differential TSS scores between early-onset PE pregnancies and controls. P-values for functional enrichment were calculated using the accumulative hypergeometric test in Metascape. Q-values were adjusted using the Benjamini-Hochberg (BH) method for multiple comparisons.

Supplementary Data 6. The enrichment of pathways, biological processes and human gene-disease associations on a gene set with differential gini coefficients between early-onset PE pregnancies and controls. P-values for functional enrichment were calculated using the accumulative hypergeometric test in Metascape. Q-values were adjusted using the Benjamini-Hochberg (BH) method for multiple comparisons.

Supplementary Data 7. The enrichment of pathways, biological processes and human gene-disease associations on a gene set with differential TSS coverages between late-onset PE pregnancies and controls. P-values for functional enrichment were calculated using the accumulative hypergeometric test in Metascape. Q-values were adjusted using the Benjamini-Hochberg (BH) method for multiple comparisons.

Supplementary Data 8. The enrichment of pathways, biological processes and human gene-disease associations on a gene set with differential TSS scores between late-onset PE pregnancies and controls. P-values for functional enrichment were calculated using the accumulative hypergeometric test in Metascape. Q-values were adjusted using the Benjamini-Hochberg (BH) method for multiple comparisons.

Supplementary Data 9. The enrichment of pathways, biological processes and human gene-disease associations on a gene set with differential gini coefficients between late-onset PE pregnancies and controls. P-values for functional enrichment were calculated using the accumulative hypergeometric test in Metascape. Q-values were adjusted using the Benjamini-Hochberg (BH) method for multiple comparisons.

Supplementary Data 10. The importance of the 254 TSS coverages ranked by the Boruta algorithm for predicting early-onset PE.

Supplementary Data 11. The importance of the 27 TSS scores ranked by the Boruta algorithm for predicting early-onset PE.

Supplementary Data 12. The importance of the 666 Gini coefficients ranked by the Boruta algorithm for predicting early-onset PE.

Supplementary Data 13. The importance of the 33 TSS coverages ranked by the Boruta algorithm for predicting late-onset PE.

Supplementary Data 14. The importance of the 24 TSS scores ranked by the Boruta algorithm for predicting late-onset PE.

Supplementary Data 15. The importance of the 526 Gini coefficients ranked by the Boruta algorithm for predicting late-onset PE.

Supplementary Data 16. The performance of random forest models based on cfDNA fragmentomics in predicting early-onset PE.

Supplementary Data 17. The performance of random forest models based on cfDNA fragmentomics in predicting late-onset PE.

Supplementary Data 18. The performance of random forest models based on cfDNA fragmentomics in predicting early-onset PE across read depths greater than 10×.

Supplementary Data 19. The performance of random forest models based on cfDNA fragmentomics in predicting late-onset PE across read depths greater than 10×.

Supplementary Data 20. The pearson correlation between gestational age and cfDNA fragmentomics in early-onset PE pregnancies and controls.

Supplementary Data 21. The pearson correlation between gestational age and cfDNA fragmentomics in late-onset PE pregnancies and controls.

Supplementary Data 22. Comparison of predictive performance among models based on cfDNA fragmentomics, maternal risk factors, and combined models for predicting early-onset PE. The DeLong's test (two-sided) was used to compare area under the curves (AUCs) of two models.

Supplementary Data 23. Comparison of predictive performance among models based on cfDNA fragmentomics, maternal risk factors, and combined models for predicting late-onset PE. The DeLong's test (two-sided) was used to compare area under the curves (AUCs) of two models.

# Supplementary material for: Pervasive non-triplet alternative splicing drives functional isoform diversity
**Source:** Nat Commun. 2026 Apr 10;17:5112. doi: 10.1038/s41467-026-71615-5
**Supplement:** Supplementary file 8 — Reporting Summary

## Reporting Summary

Nature Portfolio wishes to improve the reproducibility of the work that we publish. This form provides structure for consistency and transparency in reporting. For further information on Nature Portfolio policies, see our [Editorial Policies](#) and the [Editorial Policy Checklist](#).

### Statistics

For all statistical analyses, confirm that the following items are present in the figure legend, table legend, main text, or Methods section.

n/a Confirmed

- |                                     |                                     |                                                                                                                                                                                                                                                            |
|-------------------------------------|-------------------------------------|------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> | The exact sample size ( $n$ ) for each experimental group/condition, given as a discrete number and unit of measurement                                                                                                                                    |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> | A statement on whether measurements were taken from distinct samples or whether the same sample was measured repeatedly                                                                                                                                    |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> | The statistical test(s) used AND whether they are one- or two-sided<br><i>Only common tests should be described solely by name; describe more complex techniques in the Methods section.</i>                                                               |
| <input checked="" type="checkbox"/> | <input type="checkbox"/>            | A description of all covariates tested                                                                                                                                                                                                                     |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> | A description of any assumptions or corrections, such as tests of normality and adjustment for multiple comparisons                                                                                                                                        |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> | A full description of the statistical parameters including central tendency (e.g. means) or other basic estimates (e.g. regression coefficient) AND variation (e.g. standard deviation) or associated estimates of uncertainty (e.g. confidence intervals) |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> | For null hypothesis testing, the test statistic (e.g. $F$ , $t$ , $r$ ) with confidence intervals, effect sizes, degrees of freedom and $P$ value noted<br><i>Give <math>P</math> values as exact values whenever suitable.</i>                            |
| <input checked="" type="checkbox"/> | <input type="checkbox"/>            | For Bayesian analysis, information on the choice of priors and Markov chain Monte Carlo settings                                                                                                                                                           |
| <input checked="" type="checkbox"/> | <input type="checkbox"/>            | For hierarchical and complex designs, identification of the appropriate level for tests and full reporting of outcomes                                                                                                                                     |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> | Estimates of effect sizes (e.g. Cohen's $d$ , Pearson's $r$ ), indicating how they were calculated                                                                                                                                                         |

Our web collection on [statistics for biologists](#) contains articles on many of the points above.

### Software and code

Policy information about [availability of computer code](#)

Data collection

No software used in the collection of the data

Data analysis

Junction Usage Model (2.0.2) (JUM)

STAR (2.0)

MAJIQ (2.5.7)

Custom scripts available at <https://github.com/shameerudeen/Non-Triplet-splicing>

For manuscripts utilizing custom algorithms or software that are central to the research but not yet described in published literature, software must be made available to editors and reviewers. We strongly encourage code deposition in a community repository (e.g. GitHub). See the Nature Portfolio [guidelines for submitting code & software](#) for further information.

### Data

Policy information about [availability of data](#)

All manuscripts must include a [data availability statement](#). This statement should provide the following information, where applicable:

- Accession codes, unique identifiers, or web links for publicly available datasets
- A description of any restrictions on data availability
- For clinical datasets or third party data, please ensure that the statement adheres to our [policy](#)

The RNA-Seq data generated in this study have been deposited in the NCBI GEO database under accession code GSE313026 [<https://www.ncbi.nlm.nih.gov/geo/>]

query/acc.cgi?acc=GSE101099]. The human RNA-Seq data re-analyzed for this study have been deposited in the European Nucleotide Archive under the accession code E-MTAB-13787 [www.ebi.ac.uk/biostudies/ArrayExpress/studies/E-MTAB-13787]. Source Data are provided with this paper.

## Research involving human participants, their data, or biological material

Policy information about studies with [human participants or human data](#). See also policy information about [sex, gender \(identity/presentation\), and sexual orientation](#) and [race, ethnicity and racism](#).

|                                                                    |     |
|--------------------------------------------------------------------|-----|
| Reporting on sex and gender                                        | n/a |
| Reporting on race, ethnicity, or other socially relevant groupings | n/a |
| Population characteristics                                         | n/a |
| Recruitment                                                        | n/a |
| Ethics oversight                                                   | n/a |

Note that full information on the approval of the study protocol must also be provided in the manuscript.

## Field-specific reporting

Please select the one below that is the best fit for your research. If you are not sure, read the appropriate sections before making your selection.

☒ Life sciences ☐ Behavioural & social sciences ☐ Ecological, evolutionary & environmental sciences

For a reference copy of the document with all sections, see [nature.com/documents/nr-reporting-summary-flat.pdf](https://www.nature.com/documents/nr-reporting-summary-flat.pdf)

## Life sciences study design

All studies must disclose on these points even when the disclosure is negative.

|                 |                                                                                                                                                                                                                                                                                                                                            |
|-----------------|--------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Sample size     | Our RNA-Seq studies used a standard in the field of three biological replicates per strain. No sample size calculation was performed. Three biological replicates, at sequencing depths greater than 10 million reads per sample, have been empirically determined to give satisfactory statistical power in alternative splicing studies. |
| Data exclusions | None                                                                                                                                                                                                                                                                                                                                       |
| Replication     | Independent biological replicates used (3 for each condition). All attempts at replication were successful                                                                                                                                                                                                                                 |
| Randomization   | Randomization not relevant to this study: global gene expression analysis was used on every cell from every organism in the population                                                                                                                                                                                                     |
| Blinding        | Blinding was not used. Blinding was not relevant to our studies (e.g. RNA Seq data are not subjective values, nor are the computational pipelines or RT-PCR results)                                                                                                                                                                       |

## Reporting for specific materials, systems and methods

We require information from authors about some types of materials, experimental systems and methods used in many studies. Here, indicate whether each material, system or method listed is relevant to your study. If you are not sure if a list item applies to your research, read the appropriate section before selecting a response.

### Materials & experimental systems

| n/a                                 | Involved in the study                                           |
|-------------------------------------|-----------------------------------------------------------------|
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Antibodies                             |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Eukaryotic cell lines                  |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Palaeontology and archaeology          |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Animals and other organisms |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Clinical data                          |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Dual use research of concern           |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Plants                                 |

### Methods

| n/a                                 | Involved in the study                           |
|-------------------------------------|-------------------------------------------------|
| <input checked="" type="checkbox"/> | <input type="checkbox"/> ChIP-seq               |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Flow cytometry         |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> MRI-based neuroimaging |

## Animals and other research organisms

Policy information about [studies involving animals](#); [ARRIVE guidelines](#) recommended for reporting animal research, and [Sex and Gender in Research](#)

|                         |                                                                                                                                                                       |
|-------------------------|-----------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Laboratory animals      | Caenorhabditis elegans, N2 strain, L4 (4th larval) stage, hermaphrodite, available from <a href="https://cgc.umn.edu/strain/CGC1">https://cgc.umn.edu/strain/CGC1</a> |
| Wild animals            | Study did not involve wild animals                                                                                                                                    |
| Reporting on sex        | All animals used were hermaphroditic                                                                                                                                  |
| Field-collected samples | Study did not involve field-collected samples                                                                                                                         |
| Ethics oversight        | No ethical oversight was required for invetebtrate animal use                                                                                                         |

Note that full information on the approval of the study protocol must also be provided in the manuscript.

## Plants

|                       |     |
|-----------------------|-----|
| Seed stocks           | n/a |
| Novel plant genotypes | n/a |
| Authentication        | n/a |

# Supplementary material for: Pervasive non-triplet alternative splicing drives functional isoform diversity
**Source:** Nat Commun. 2026 Apr 10;17:5112. doi: 10.1038/s41467-026-71615-5

Figure 3E

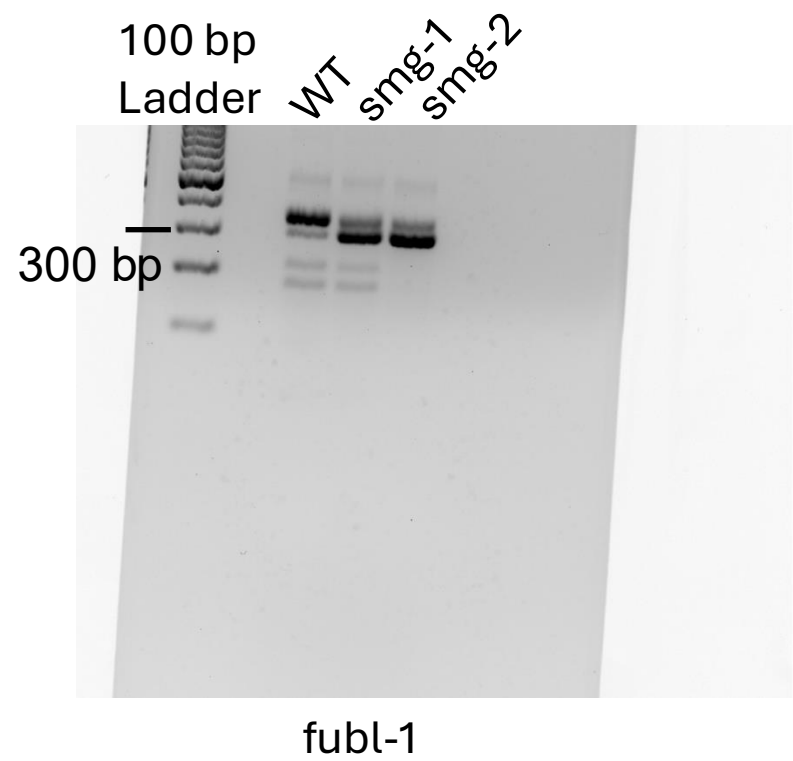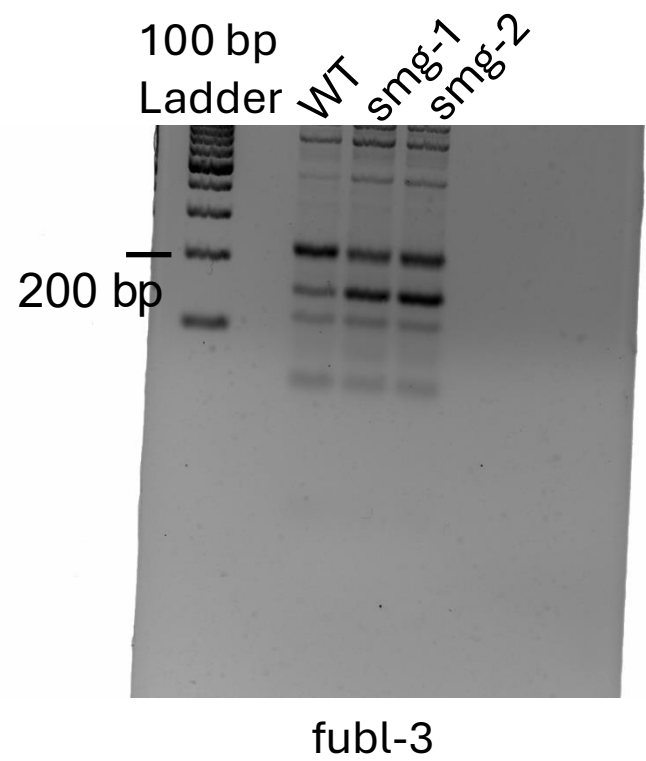

Figure 3E

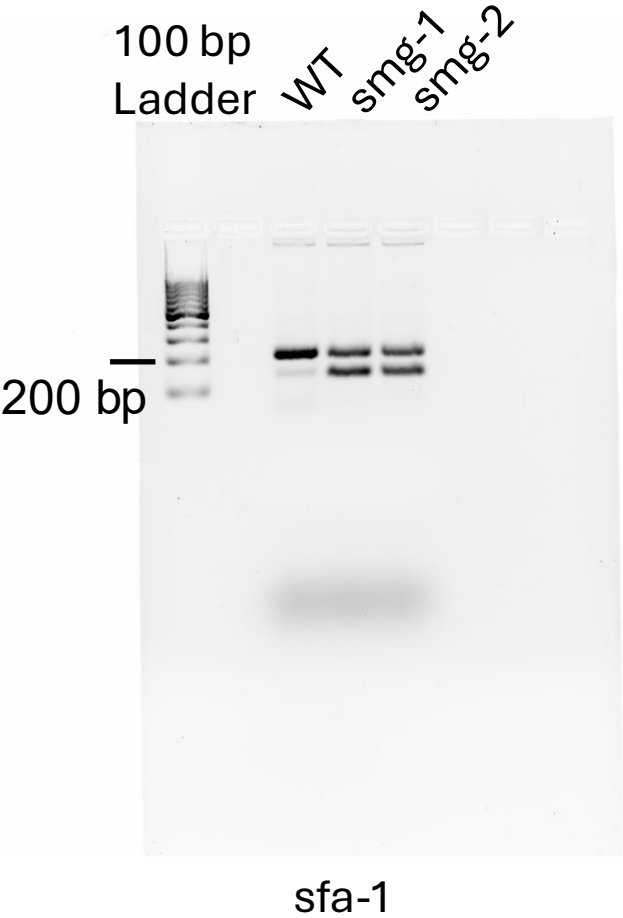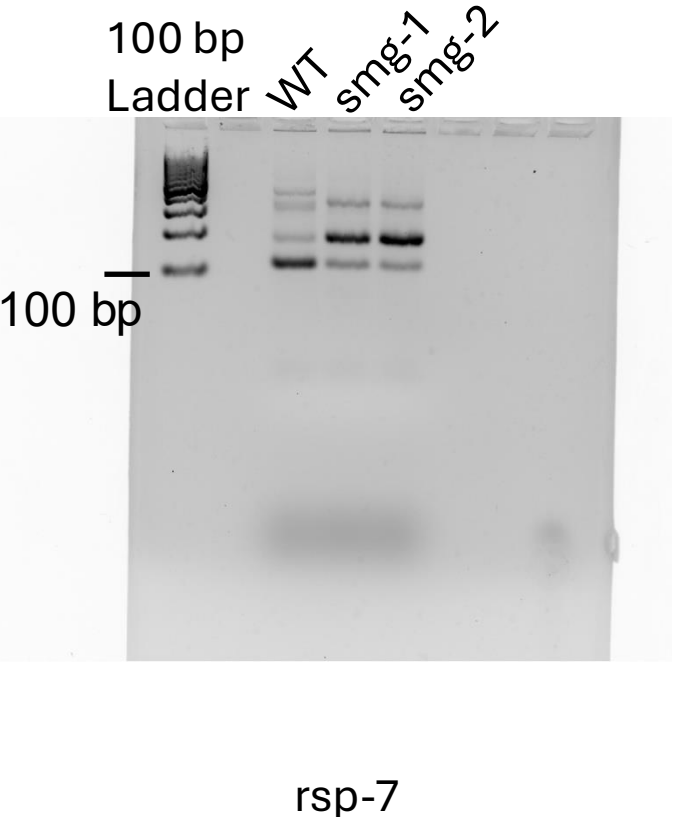

Figure 3E

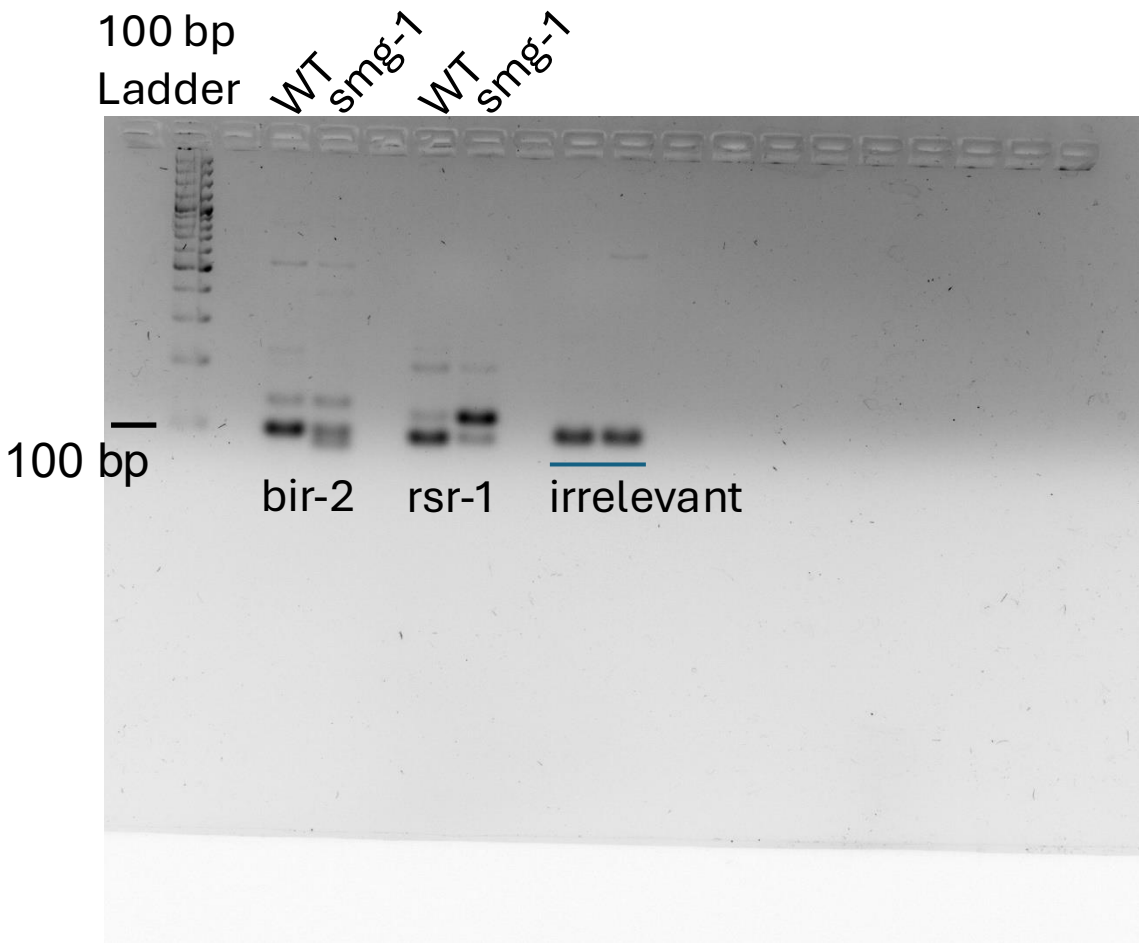

Figure 3E

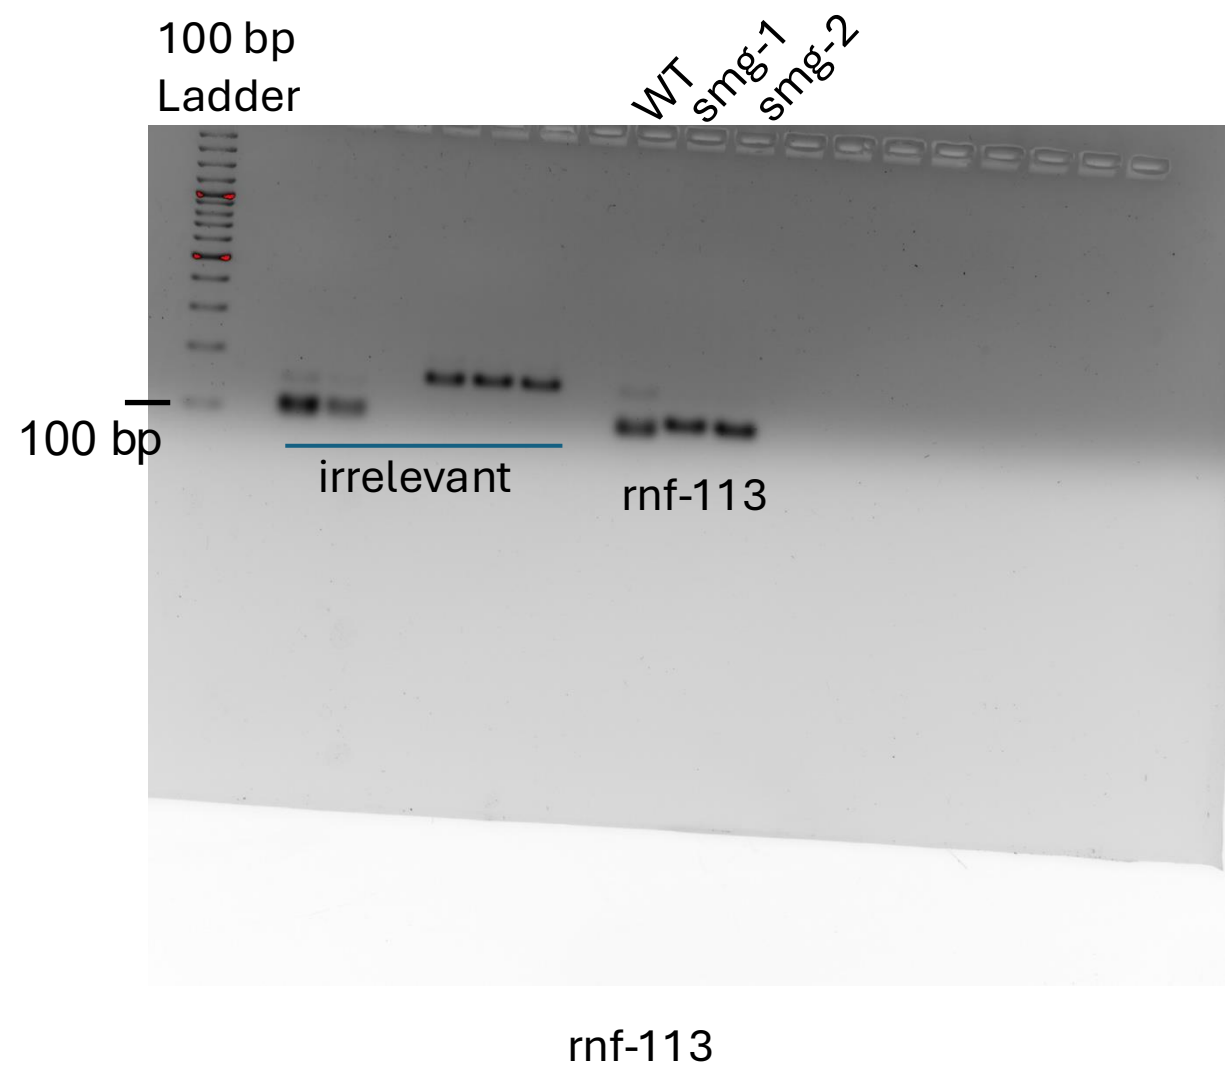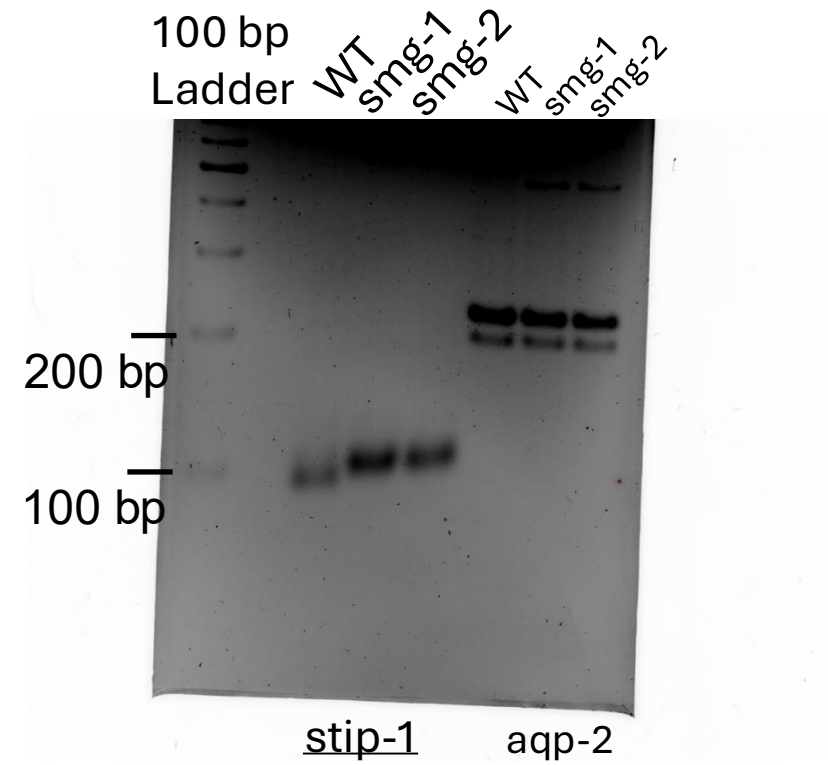

Figure 4F

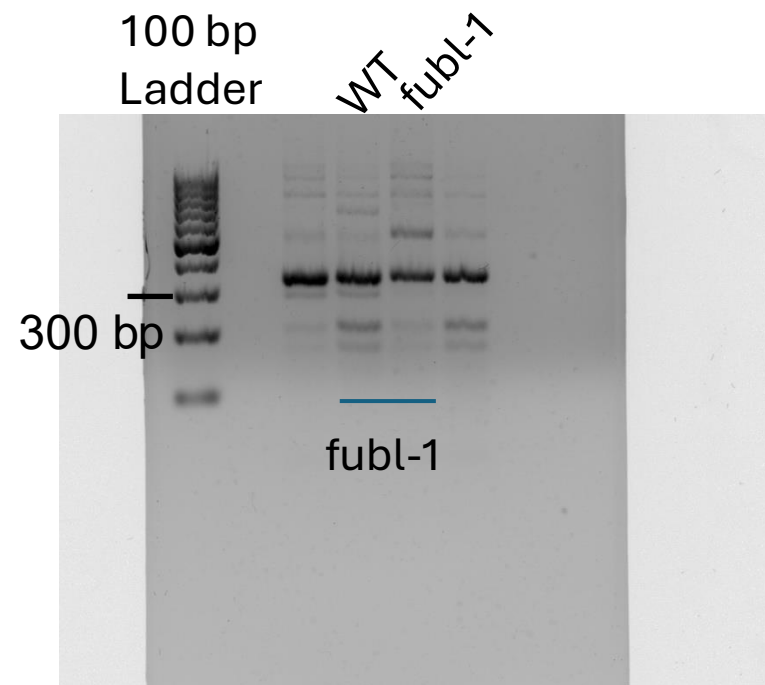

Figure 4G

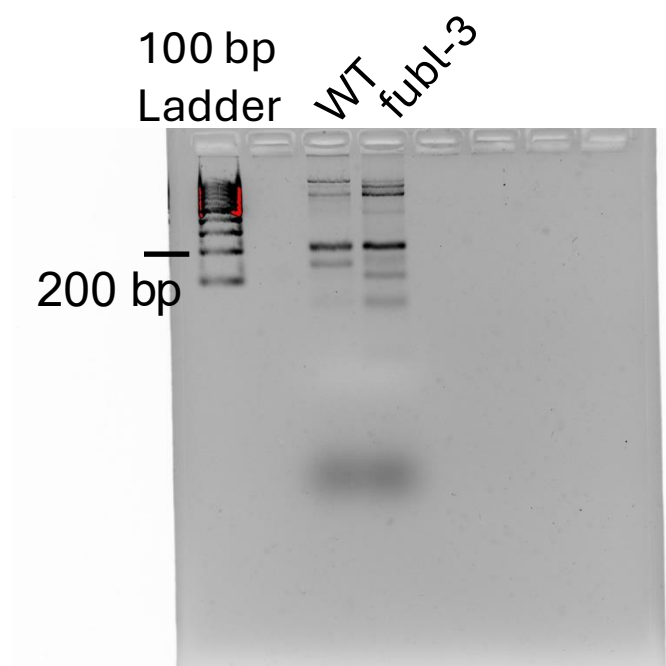

Figure 4M

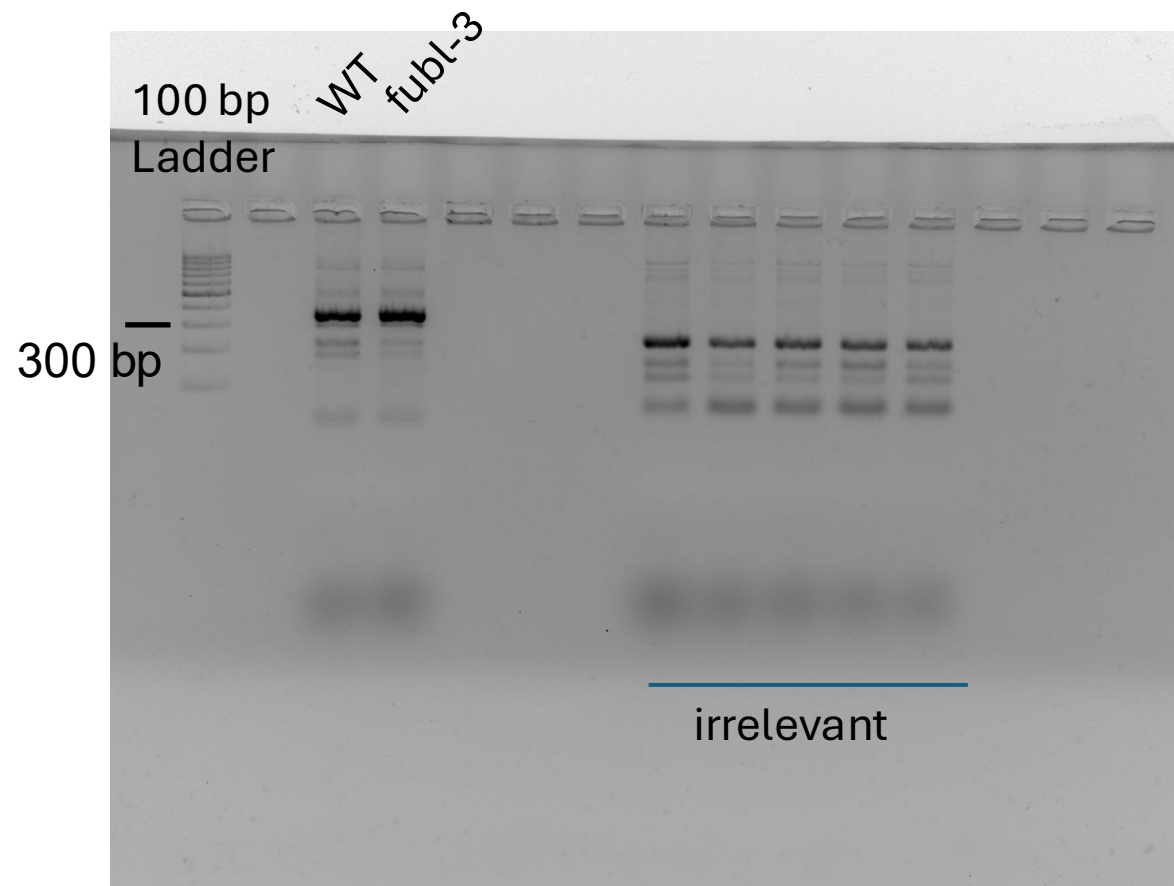

Figure 4N

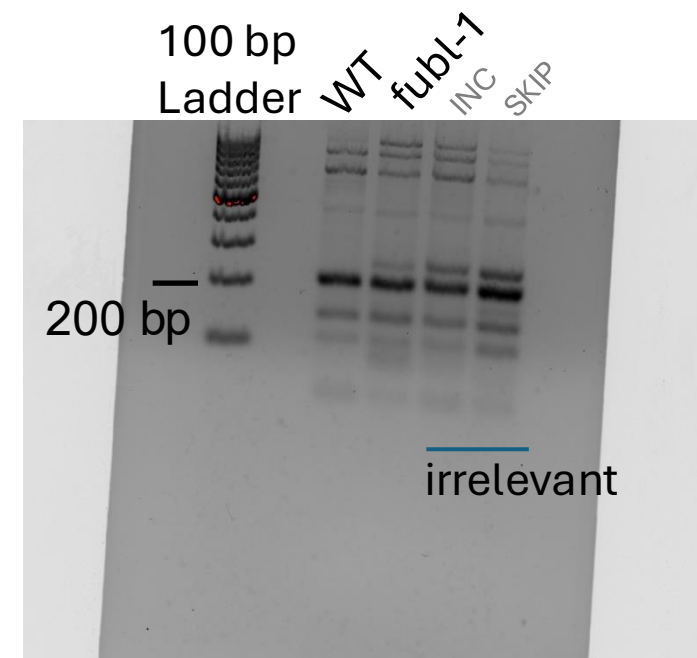

Figure 6A

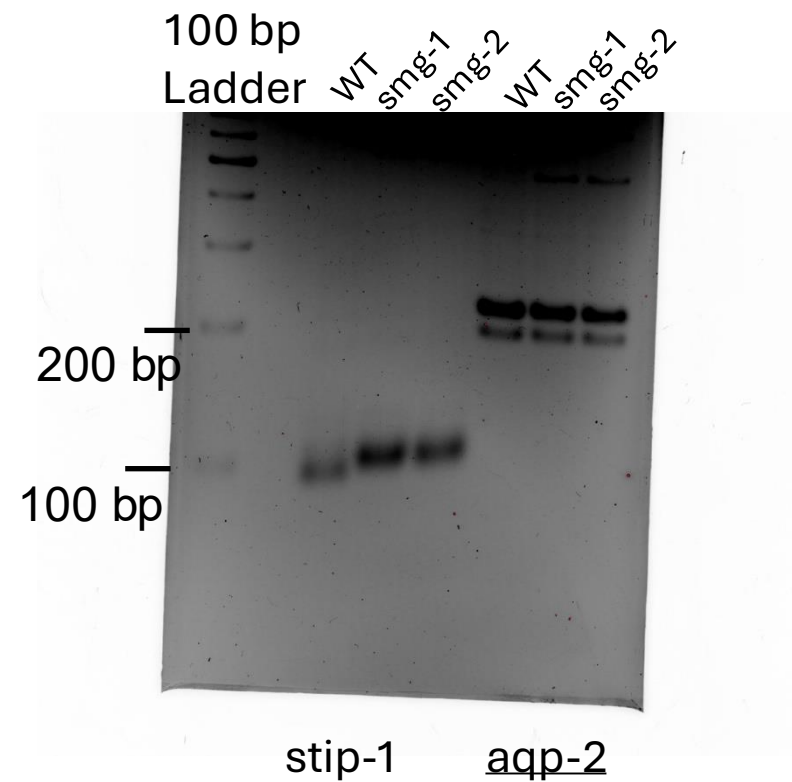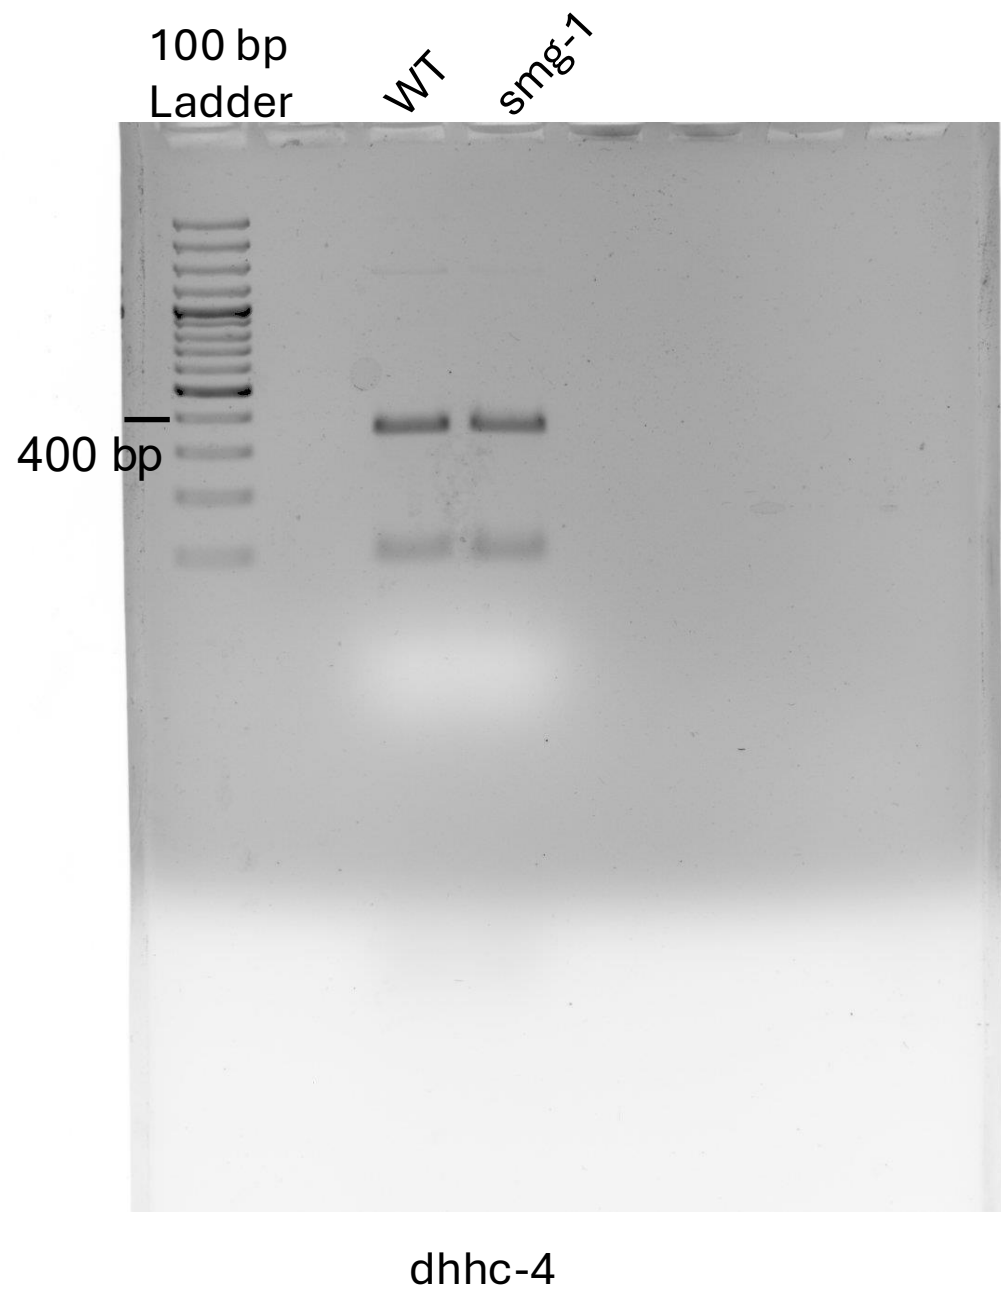

Figure 6A

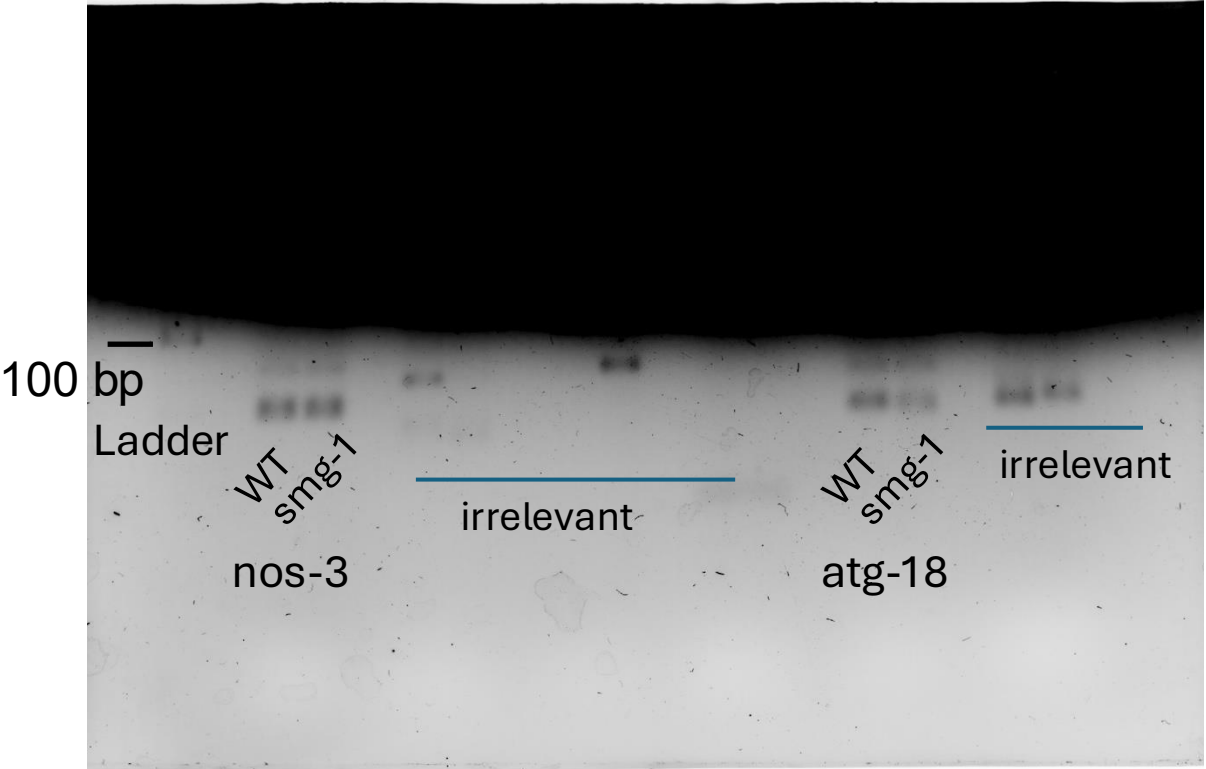

Figure 7- A

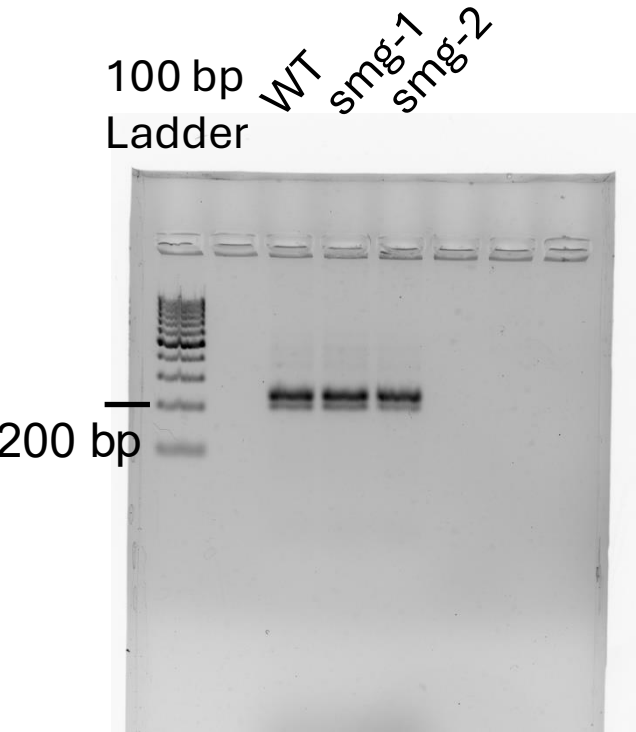

tnt-3

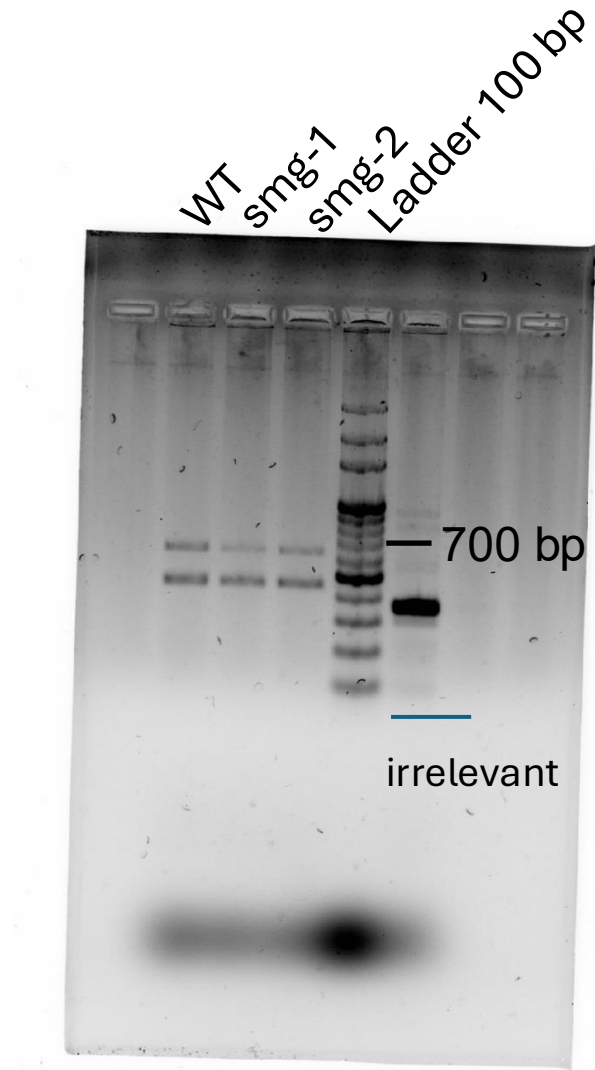

par-3

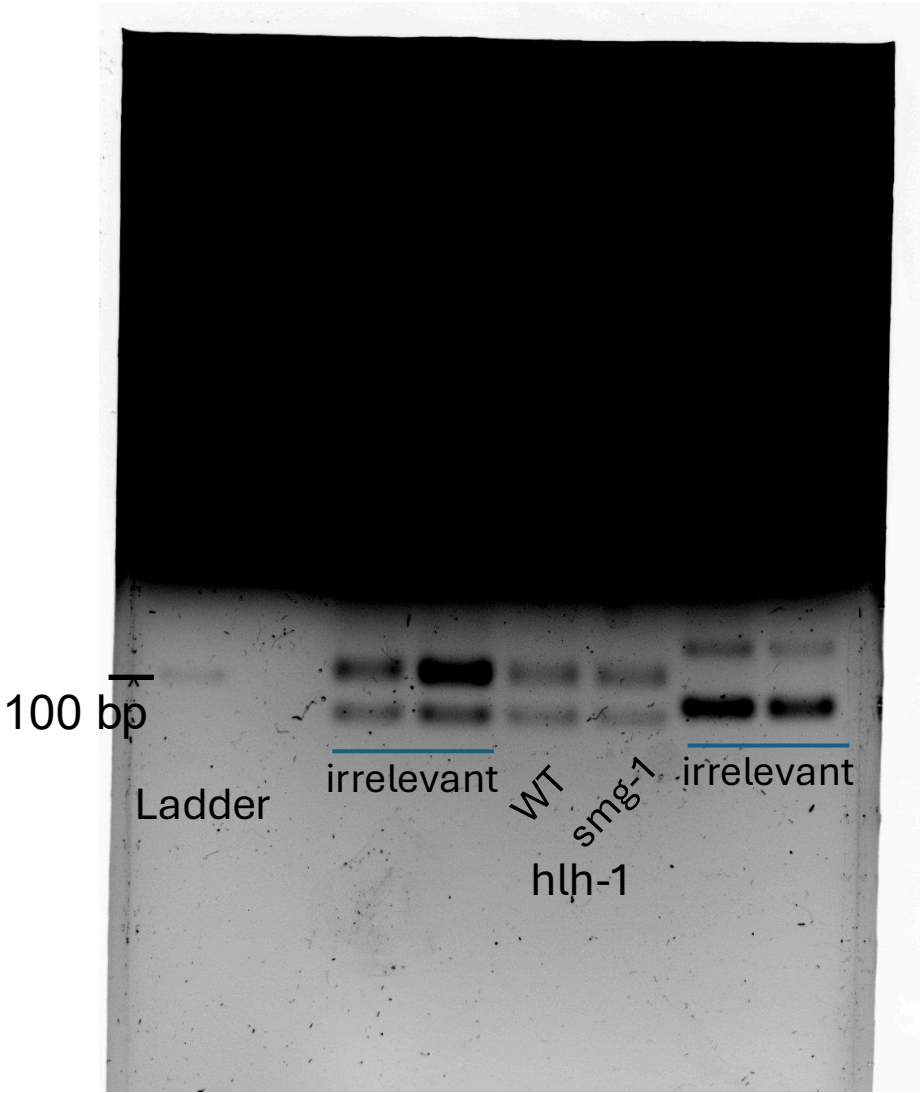

hlh-1

Figure 7- I & J

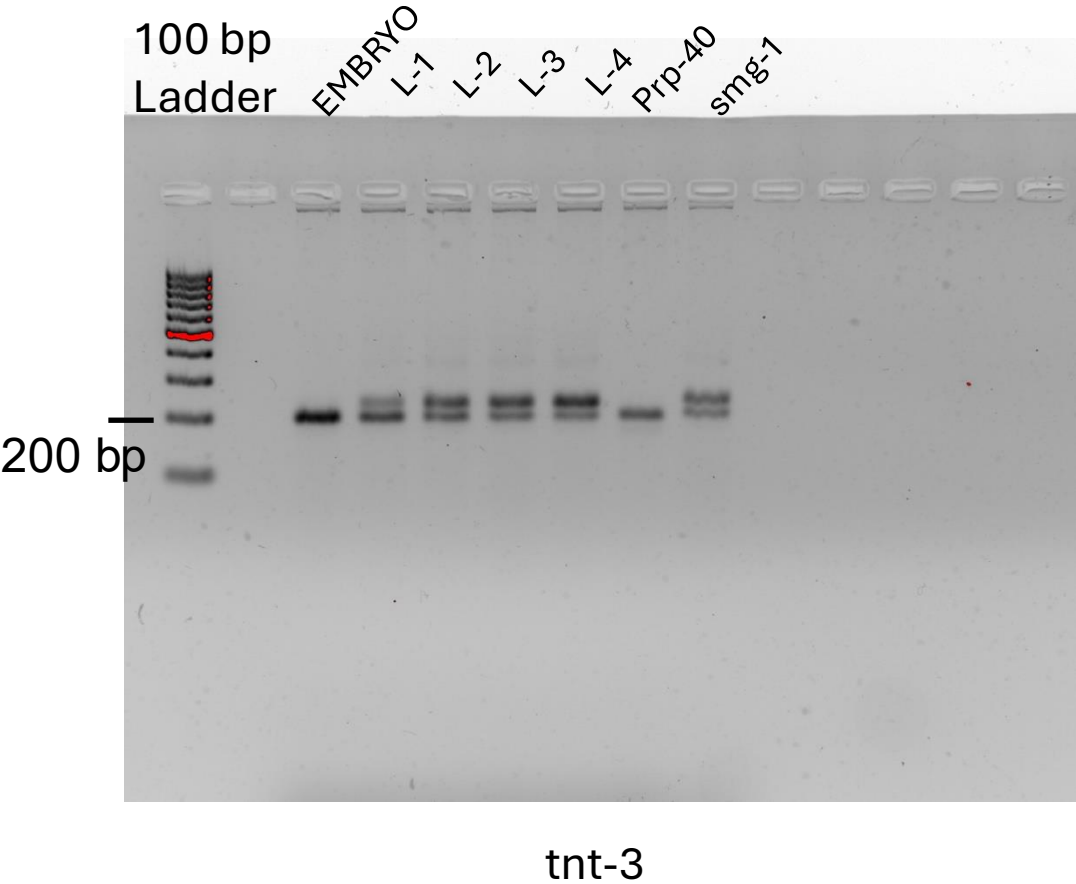

**Supplement:** Supplementary file 10 — Source Data

How the deposited data were processed for this re-analysis (not part of the article)

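The data are 9 RNA-Seq libraries of *C. elegans*, 3 biological replicates each of wild-type, *smg-1* and *smg-2*. Groups were taken from the sample labels alone. The authors aligned reads with STAR 2.5.3a, quantified splicing with JUM 2.0.2 and tested gene expression with DESeq2 1.36.0. The tables used here hold cassette exons, 1 table per mutant, so alternative 5' and 3' splice sites, mutually exclusive exons, retained introns and gene counts are not analysed here.

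The usage values were deposited as the fraction of junction reads of an event that use each junction, computed by the authors with JUM, and the share that does not skip the exon was taken as PSI. The read count values were deposited by the authors as JUM's reads over the skipping junction, with at least 5 reads required per event. The total of junction reads in a library was the count divided by its usage. Whole totals, to within a share of 6e-05, came out in 100% of the cells only with the count labels of wild-type and mutant exchanged, so count and usage labels conflict. The usage labels were kept and the counts exchanged, because the usage labels give the *rsp-7* exon a PSI of 8.32% in wild-type and 74.0% in *smg-1*, where the paper gives 14% and 78% by RT-PCR. The p-value and q-value columns were deposited by the authors from JUM's test, and the q-value was used only in the alternatives that name it. The PSI change score was also deposited by the authors. It was used only in an alternative, since it differs from the difference of mean PSI by a median of 2.22 points in *smg-1* and 2.53 points in *smg-2*, and by 0.728 and 0.946 points when inclusion is weighted 2.

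The *smg-1* table held 786 exons. Left out were 1 with inverted coordinates and 3 with fewer than 2 values in a group, which left 782. The *smg-2* table held 620 exons, and 122 of them repeated the *smg-1* values in all 9 columns compared, to within 1e-06, which left 498. Mean PSI in the mutant was 5.03% to 95.0% in the *smg-1* table and 5.39% to 94.6% in the *smg-2* table, while wild-type means ran from 0% to 100%. The paper's text describes no such limit. Cells with no read, 25 in the *smg-1* table and 3 in the *smg-2* table, were treated as missing.

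PSI was limited to 1-99%, turned into its logit and tested with limma 3.58.1 (lmFit and eBayes, R 4.3.3), each mutant against wild-type. The p-values were adjusted by the Benjamini-Hochberg method over all eligible exons. NMD-sensitive exons had a difference of mean PSI over 10 points and an adjusted p under 0.05. The planned table of alternatives words the choice of test as the authors' q, while the planned design gives limma, and the design was followed. The design names edgeR as the main test where junction counts of both inclusion and skipping are given. The deposited counts cover the skipping junction only, under labels that conflict with those of usage. Inclusion counts could be derived only by exchanging those labels, and edgeR was not run. limma on PSI does not weight libraries by their junction reads. In simulated libraries with known changes, 5 of 582 unchanged exons were called in the *smg-1* comparison and 4 of 298 in the *smg-2* comparison.

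Isoforms were built from the WBcel235 annotation by adding or removing the exon in a coding transcript. The last exon junction complex was placed 25 nt upstream of the last junction. Dual coding required 60 nt read in both frames. Fold changes of genes are the paper's own, from its source data. Permutation tests used 100000 resamples and bootstraps 1000 draws with the seed 20260410. Other steps used Python 3.11.15 with numpy 2.4.6, scipy 1.17.1, pandas 2.3.3 and matplotlib 3.10.9.

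Genes were named by a rule fixed before the data were examined: genes the paper names, the non-triplet exons with the largest changes and members of 9 gene lists. Genes outside it are said to be chosen after their values were seen. *bir-1*, *bir-2*, *rsr-1*, *rnf-113*, *stip-1*, *nos-3*, *atg-18* and *hlh-1* have no cassette exon in these tables. The alternatives fixed beforehand changed the thresholds of PSI change, adjusted p, wild-type PSI and recoded length, the limits of PSI, the number of exons per gene, the minimum of junction reads and the libraries included. Those added after seeing the data were the authors' q with their PSI change, inclusion weighted 2, a trend in eBayes, exons within the coding sequence, the full *smg-2* table, groups of exons compared over all tested exons and over those with a wild-type PSI of 10-90%, and a mean PSI of 5-95% in both groups.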

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

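The test of spread across the bin edges, the splits of libraries, the limit to exons with 1 isoform alone and all settings with inclusion weighted 2, with the authors' PSI change or with 5-95% in both groups were chosen after results had been seen.

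The balance of poison and essential exons may depend on how inclusion is counted. With inclusion weighted 2, the poison share was 63.7% in *smg-1* and 59.4% in *smg-2*, the rise that this explanation predicts. Yet the weighting enlarges changes from a low PSI and shrinks those from a high one. Poison exons mostly start low and essential exons high, so a rise was built in. It does not decide whether the explanation holds. With the authors' q and PSI change and 20 junction reads in every library of known total, it was 61.9% of 84 exons (SE 5.30) and 62.1% of 58 (SE 6.37). Unequal depth cannot be told apart from other causes here, because these shares pass the bound by less than 1 SE.

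Some non-triplet exons were not NMD-sensitive although 1 isoform stops over 55 nt upstream of the last exon junction complex. A response below 10 points might account for them: of those with 1 such isoform alone, 57.1% of 21 in *smg-1* (SE 10.8, exact binomial p = 0.664) and 75.0% of 12 in *smg-2* (SE 12.5, exact binomial p = 0.146) shifted towards it. Too few reads could also do so, with a median of 78.0 and 61.75 junction reads per library, lower than in NMD-sensitive exons by 1.44 times (bootstrap SE 0.650) and 1.69 times (bootstrap SE 0.773). The explanations cannot be told apart, since with so few exons no value passes its bound by more than 1 SE. Escape from NMD by another route is untested.

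The higher share of non-triplet exons at 40-60% PSI in the mutants could arise from unequal depth. With 20 junction reads in every library of known total, the rise was 28.4 points (SE 8.26) in *smg-1* and 32.4 points (SE 9.20) in *smg-2*. Where totals are known, the rise therefore did not need exons under 20 reads. The limit does not make the libraries equally deep, so unequal depth itself stays open. A total is unknown where a library had no skipping read of an exon. This held for up to 72 exons in a wild-type library and 6 in a *smg-1* library, and for up to 21 and 13 in the *smg-2* comparison. Spread between libraries stays open: more exons entered the bin than left it (exact p = 7.03e-05 and 9.11e-04), but that restates the rise and decides nothing. The limit of the mutant mean PSI to 5-95% may contribute. With the same limit on wild-type the rise was 13.1 points (SE 6.36) and 14.4 points (SE 7.53), and whether the limit contributes is open because the errors span the bound.

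Of 10 splits of the 6 libraries, 1 called at least 100 exons in *smg-1* and 1 called at least 75 in *smg-2*, which were the real ones. The highest other split called 1 and 0, and 10 splits are too few for a share under 0.05. NMD-sensitive exons outside the annotated coding sequence numbered 11 in *smg-1* and 4 in *smg-2*. NMD-sensitive exons absent from the paper's list of alternative events in *smg-1* numbered 31.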

How the results depend on the processing

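Depth limits what can be called: the shallowest library held a median of 49 junction reads per exon in the *smg-1* comparison and 38 in the *smg-2* comparison. Exons that end outside 5-95% in a mutant are absent. Length limits for alternative 5' and 3' splice sites and other event types could not be run. With a threshold of 5 points the non-triplet share of alternative exons was 43.0% in *smg-1* and 43.1% in *smg-2*, and 118 non-triplet exons were NMD-sensitive in *smg-1*. At 20 points these were 42 in *smg-1* and 35 in *smg-2*, the share in *smg-2* was 28.6%, and 31 exons were shared by both mutants. At an adjusted p of 0.01 they were 49 in *smg-1*. A 120-nt minimum left 9 and 7 dual coding exons.

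The next settings were chosen after seeing the data. The poison share in *smg-1* was 61.8% with the authors' q and PSI change (exact binomial p = 0.0167) and 63.7% with inclusion weighted 2 (exact binomial p = 0.00721). With a mean PSI of 5-95% in both groups, the non-triplet share was 30.7% in *smg-1* and 30.1% in *smg-2*, NMD-sensitive non-triplet exons numbered 33 and 30, and the poison share was 30.0% (exact binomial p = 0.0166) and 25.0% (exact binomial p = 0.00700). The rise in the middle bin was then 13.1 and 14.4 points, and the correlation of the mutants over the full *smg-2* table was 0.895, where 122 exons repeat the *smg-1* values and so agree by construction.

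The settings that follow were fixed beforehand. The rise in *smg-2* was 9.87 points with a bin of 35-65% and 19.2 points over alternative exons alone. The correlation of the mutants was 0.941 over exons alternative in both, 0.966 over NMD-sensitive exons, and 0.718 as Spearman's rho. With separate wild-type replicates it was 0.696, 0.695, 0.508, 0.456, 0.531 and 0.628.

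Leaving out each library in turn gave 402 to 454 alternative exons in *smg-1* and 283 to 340 in *smg-2*, 53 to 86 and 45 to 59 NMD-sensitive non-triplet exons, a poison share of 46.4% to 51.4% and 36.2% to 44.3%, and a middle-bin rise of 12.5 to 17.5 and 16.1 to 21.5 points. The rise in *smg-1* was 13.2 points without wild-type replicate 1 and 12.5 without *smg-1* replicate 3. Whether the replicate numbers pair the samples is not known. Deviations of the same number correlated at 0.0854, 0.0282 and -0.0489 in *smg-1* and at -0.00924, 0.119 and 0.157 in *smg-2*. Those of different numbers ran from -0.119 to 0.0701 in *smg-1* and from -0.215 to 0.0862 in *smg-2*. The highest values belong to equal numbers in both, so these weak correlations cannot exclude pairing. With replicate as a block, 58 and 50 non-triplet exons were NMD-sensitive, with a poison share of 55.0% and 47.6%. The cause was not tested.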

Differences from the paper's values

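Counts were compared with a tolerance on their ratio to the paper's value, so a count within it need not be equal. Essential cassette exons in *smg-1* number 33 in the paper and 51 here. The tolerance is wide, since 49 lies within it and 51 does not. The value lies within the tolerance at 20 points (29), an adjusted p of 0.01 (32), a wider limit of PSI (42), replicate as a block (36), without wild-type replicate 1 (49), without *smg-1* replicate 1, 2 or 3 (36, 37 and 36) and with 20 junction reads (47). It differs at 5 points (85), with wild-type windows of 5-95% and 20-80% (51 each), 1 exon per gene (51), PSI limited to 5-95% (51), without wild-type replicate 2 (61) or 3 (51) and with the authors' q (61). With the authors' q and PSI change, chosen after seeing the values, it is 42, and that setting drops 17 of the 100 exons called here and adds 27. Within the coding sequence alone, as the paper's methods require and also added after seeing the values, it is 44.

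NMD-sensitive triplet cassette exons in *smg-2* number 26 in the paper and 13 here. Among the settings fixed beforehand the authors' q (20) is lower but does not differ beyond the tolerance. All others do: 5 points (15), 20 points (6), an adjusted p of 0.01 (8), both wild-type windows, 1 exon per gene, PSI limited to 5-95%, the block and 20 junction reads (13 each), a wider limit of PSI (9), without wild-type replicate 1, 2 or 3 (9, 13 and 11) and without *smg-2* replicate 1, 2 or 3 (10, 11 and 12).

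Poison cassette exons in *smg-2* number 52 in the paper and 34 here. At 5 points (39) and with the authors' q (39) the value is lower but does not differ beyond the tolerance. It does at 20 points (16), an adjusted p of 0.01 (21), both wild-type windows and 1 exon per gene (34 each), a wider limit of PSI (25) or 5-95% (28), the block (30), without wild-type replicate 1, 2 or 3 (23, 30 and 27), without *smg-2* replicate 1, 2 or 3 (26, 21 and 30) and with 20 junction reads (31). Added after seeing the values, the authors' q with their PSI change gives 44, the full *smg-2* table with its repeated *smg-1* values 41, inclusion weighted 2 gives 38 and exons within the coding sequence 34.

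The wild-type PSI of the *rsp-7* exon is 14% in the paper, by RT-PCR, and 8.32% ± 1.53 (SD, n = 3) here, with no other setting. Spearman's coefficient between the mutants is about 0.84 in Fig. 1A, read by eye and over all event types, and 0.718 here over cassette exons. For this coefficient the tolerance was its bootstrap SD of 0.0280, which is stricter than that for counts. The coefficient differs in all settings fixed beforehand: 0.661 over exons alternative in both, 0.944 over NMD-sensitive exons, 0.746 with 1 exon per gene, and 0.442, 0.436, 0.379, 0.284, 0.294 and 0.393 with separate wild-type replicates. Over the full *smg-2* table, added after seeing the values, it is 0.773, but 122 of those exons repeat the *smg-1* values and agree by construction.

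The paper states that poison exons slightly outnumber essential ones, while they make up 49.0% in *smg-1* and 45.3% in *smg-2* here. The paper's direction is reached with the authors' q and PSI change (61.8% and 58.7%) and with inclusion weighted 2 (63.7% and 59.4%), both chosen after seeing the values. In *smg-1* alone it is also reached with replicate as a block (55.0%, against 47.6% in *smg-2*), without *smg-1* replicate 1 (51.4%) and within the coding sequence (50.6%, against 47.9%), the last chosen after seeing the values. Non-triplets make up 88.2% and 95.1% of essential exons here, with triplet essential exons in both mutants. The *rsp-7* exon is exon 4 of 7 in the annotation used here and has another number in the paper. In *tnt-3* the longer of the stretches found in 1 isoform only belongs to the skipped isoform here, while 1 sentence of the paper gives it to the included isoform.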

Other observations

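The groups and exons in this part were chosen after their values were seen. Exons that the WBcel235 annotation lacks made up 40 of the NMD-sensitive exons in *smg-1* (35 rose and 5 fell) and 22 in *smg-2* (20 rose and 2 fell). Most rose from a wild-type PSI under 5%, where an exon enters these data only if its PSI is higher in the mutant. With a wild-type PSI of 10-90%, 3 of 52 unannotated exons and 20 of 399 annotated ones were NMD-sensitive in *smg-1* (Fisher's exact p = 0.739), and 1 of 24 and 14 of 317 in *smg-2* (Fisher's exact p = 1). Examples are the 108-nt exon of *F11E6.4*, which rose from 8.36% ± 7.25 (SD, n = 3) to 57.2% ± 1.61 in *smg-1*, and a 201-nt exon of *cisd-3.1*, which rose from 3.61% ± 0.266 to 16.7% ± 2.65 in *smg-1* and 15.0% ± 6.43 in *smg-2*. Microexons of 30 nt or less with a wild-type PSI of 10-90% were NMD-sensitive in 1 of 47 cases in *smg-1*, against 22 of 404 longer exons (Fisher's exact p = 0.494), and in 0 of 36 in *smg-2*, against 15 of 305 (Fisher's exact p = 0.383).

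A smaller set lies outside the coding sequence. The 129-nt exon in the 5' UTR of *C38D9.2* was not seen in wild-type and rose to 41.3% ± 7.28 in *smg-1*, at a median of 9.5 junction reads per library.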
